# The canonical E2Fs together with RETINOBLASTOMA-RELATED are required to establish quiescence during plant development

**DOI:** 10.1038/s42003-023-05259-2

**Published:** 2023-09-04

**Authors:** Magdolna Gombos, Cécile Raynaud, Yuji Nomoto, Eszter Molnár, Rim Brik-Chaouche, Hirotomo Takatsuka, Ahmad Zaki, Dóra Bernula, David Latrasse, Keito Mineta, Fruzsina Nagy, Xiaoning He, Hidekazu Iwakawa, Erika Őszi, Jing An, Takamasa Suzuki, Csaba Papdi, Clara Bergis, Moussa Benhamed, László Bögre, Masaki Ito, Zoltán Magyar

**Keywords:** Cell fate, Cell-cycle exit, Plant cell cycle

## Abstract

Maintaining stable and transient quiescence in differentiated and stem cells, respectively, requires repression of the cell cycle. The plant RETINOBLASTOMA-RELATED (RBR) has been implicated in stem cell maintenance, presumably by forming repressor complexes with E2F transcription factors. Surprisingly we find that mutations in all three canonical E2Fs do not hinder the cell cycle, but similarly to *RBR* silencing, result in hyperplasia. Contrary to the growth arrest that occurs when exit from proliferation to differentiation is inhibited upon RBR silencing, the *e2fabc* mutant develops enlarged organs with supernumerary stem and differentiated cells as quiescence is compromised. While E2F, RBR and the M-phase regulatory MYB3Rs are part of the DREAM repressor complexes, and recruited to overlapping groups of targets, they regulate distinct sets of genes. Only the loss of E2Fs but not the MYB3Rs interferes with quiescence, which might be due to the ability of E2Fs to control both G1-S and some key G2-M targets. We conclude that collectively the three canonical E2Fs in complex with RBR have central roles in establishing cellular quiescence during organ development, leading to enhanced plant growth.

## Abstract (web summary)

Canonical E2F transcription factors play central roles establishing cellular quiescence during plant organ development by recruiting transcriptionally repressive RBR proteins to cell cycle-related genes.

## Introduction

In multicellular organisms, both the entry into and the exit from cell division cycle is developmentally regulated. There is a tight balance among cells proliferating in meristematic regions of emerging young organs, stem cells that are in a reversible quiescent status with a capacity to re-entry into cell division upon stimulation, and the most common cellular state of terminally differentiated cells formed after permanent exit from the cell cycle^1–3^. The principal regulation of cell proliferation by highly conserved molecular mechanisms is well established^4^, but how the cell cycle machinery is controlled in quiescent cells to maintain transient and stable repression of mitosis remains unclear.

Evidence from animal model organisms indicates that the RETINOBLASTOMA (Rb)-E2F transcriptional regulatory pathway plays a central role in coordinating proliferation and quiescence^2,5^. Binding of Rb to the E2F-dimerisation partner (DP) heterodimers can convert these complexes to transcriptional repressors, while phosphorylation of Rb by Cdk-cyclin complexes releases E2Fs and their ability to activate transcription. Accordingly, animal E2Fs can function as bistable switches on their target genes, determining whether the cells enter into the cell cycle or exit to establish quiescence^6^.

The Rb-E2F pathway is remarkably conserved in plants, and it is well established that the plant RETINOBLASTOMA-RELATED (RBR) coordinates cell proliferation and differentiation by regulating the activity of three canonical E2F transcription factors (E2FA, E2FB and E2FC) that form dimers with one of the two DP proteins (DPA and DPB)^7–10^. The three non-canonical E2Fs (E2FD, E and F) function independently of DP and RBR^11,12^. Canonical E2Fs are structurally related to their animal counterparts, and consensus E2F-binding sites were identified in many cell cycle regulatory genes^11,13^. Their C-termini contain the transactivation domain overlapping with the RBR-binding region^14,15^ and thus function as transcriptional activators or repressors depending on whether they are in complex with RBR^16,17^. Overexpression studies suggest that E2FA and E2FB function as activators, but recent findings showed that they could also repress genes specifically involved in embryo and seed development^18^. Surprisingly, genetic studies showed that E2F mutations either in single, double or even triple mutants did not universally compromise cell proliferation^17–20^.

It has been established that loss of function *rbr* mutants are gametophytic lethal due to abnormalities during meiosis and gametophyte development^21–23^. Manipulation of RBR level during sporophyte development severely affect the balance between proliferation and differentiation; ectopic overexpression of RBR led to diminishment of root and shoot meristems, while the consequence of RBR silencing is the inhibition of differentiation and increased number of stem cells^7,24^. Conditional RBR silencing strongly represses leaf growth by stimulating the excessive proliferation of stem cells in the stomatal lineage and inhibiting terminal differentiation^8,25^, and triggers cell death^7,26^. It was suggested that upon RBR silencing the E2Fs are de-repressed, which is responsible for the above described developmental defects. However, the recent description of a fully viable, although partially sterile mutant plant, in which all three canonical E2Fs carry a T-DNA insertion (a triple *e2fabc* mutant) questions whether E2Fs are indeed essential for the activation of cell proliferation^20,27^. This is surprising because there is ample evidence that plant E2Fs are the primary effectors of RBR just like in animals^28,29^.

To understand the role of E2Fs for the developmental regulation of cell cycle, in this work we analysed the *e2fabc* triple mutant in detail for cell proliferation defects and for the deregulation of E2F targets. Surprisingly, just as upon RBR silencing, we observed hyperplasia in the *e2fabc* triple mutant, suggesting that E2Fs are not required for maintaining cell proliferation, but rather have a repressive role. RBR silencing leads to growth arrest during seedling establishment due to the inhibition of this developmental transition and of cellular differentiation^9^. This is not the case for the *e2fabc* mutant, which shows hyperplasia during embryonic and post-embryonic organ development with delayed cell cycle exit and unstable quiescence both in stem and in terminally differentiated cells. The production of excess number of cells in a developmental setting naturally does not mean that all cells uncontrollably proliferate, as these cells become incorporated into an enlarged organ. Some of these extra cells are the result of continued proliferation, e.g., more rounds of amplifying divisions of stomata meristemoids. In other cases, we observed differentiated pavement cells to form cell division planes. It is equally possible that these differentiated pavements cells retain their ability to proliferate or they re-enter cell division after they attained quiescence. We also established that the three E2Fs and RBR have largely overlapping gene targets and cell cycle genes were markedly upregulated in *e2fabc* mutant seedlings. We conclude that the three canonical E2Fs are collectively involved in cell cycle exit and in establishing transient and stable cellular quiescence by forming repressor complexes with RBR.

## Results

### The triple *e2fabc* mutant displays hyperplasia, leading to enlarged organs and plant stature

Several alleles of T-DNA insertion lines have been described for canonical E2Fs, all of which disrupt the carboxyl terminus containing the entire transactivation and RBR-binding domains and they, except *e2fa-2* also lost the MARKED BOX (MB) region, that mediates the interactions between E2Fs and various other transcription factors in animals (Supplementary Fig. 1a)^18,30^. By using specific antibodies in immunoblot assays, we confirmed the loss of the corresponding E2F proteins as well as the accumulation of a truncated E2FA protein in the *e2fab* double and in the *e2fabc* triple mutants (Supplementary Fig. 1b, c). These E2F mutations, however, did not affect DPA, DPB or RBR protein level in the triple *e2fabc* mutant seedlings (Supplementary Fig. 1d). As described previously, the triple *e2fabc* mutant is partially sterile, mostly due to abnormal gametophyte development (Fig. 1a), but the reason for this is not yet known^27^. In addition, at a very low frequency, there is a so far unnoticed anomaly of supernumerary nuclei in the *e2fabc* mutant embryo sacs (2%; *n* = 240), a characteristic phenotype for *rbr* mutant ovules (Fig. 1a)^21,31^. Further similarities to *rbr* mutant phenotypes are the twin embryo sacs^31^, that may originate from two megagametophyte mother cells (Fig. 1a)^27^. These excessive proliferation phenotypes suggest that the canonical E2Fs may also have common repressor functions with RBR at some stages of gametophytic development.

**Fig. 1:**
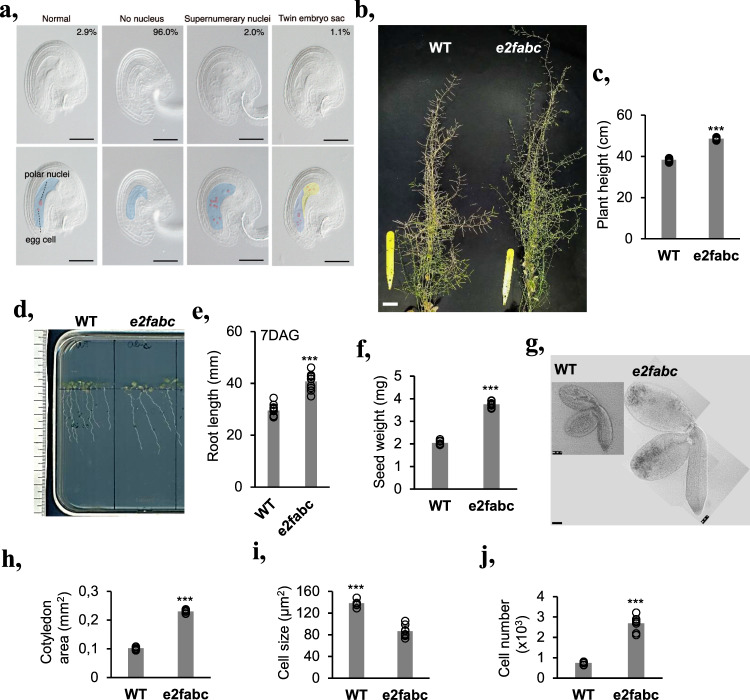
The *e2fabc* mutant displays hyperplasia. **a** Gametophytic defects observed in *e2fabc* triple mutants (highlighted in the lower panel of pictures). DIC images of cleared ovules showing embryo sacs with non-distinguishable nuclei (96% of images), a minority of normal-looking embryo sacs that account for the few viable seeds produced by the mutant (2.9%), but also embryo sacs with supernumerary nuclei (2,0%) or even twin embryo sacs (1,1%). The latter two are excessive proliferation phenotypes that were also reported in *rbr* mutants. Scale bars = 50 µm. **b** A representative picture of mature plants showing that the *e2fabc* mutant has shorter siliques and is taller than the WT. Pictures were taken 30 DAG. Bar is 1,5 cm. **c** Graph showing average height of WT and *e2fabc* plants (*N* = 10 samples in each). ***P ≤ 0.001 indicates statistically relevant differences between the mutant and the WT (two-tailed paired *t* test between the mutant and the WT). Root length is increased in *e2fabc* mutants as shown by representative pictures of plantlets at 7 DAG (**d**), and quantification of root length (**e**), data are average +/− standard deviation (*n* = 3 biological replicates; *N* = 10 samples in each), ***P ≤ 0.001 indicates statistically relevant differences between the mutant and the WT (two-tailed paired *t* test between the mutant and the WT). **f** Seed weight of *e2fabc* mutant is increased (weight of seeds is per 100 seeds, *n* = 10/line). ***P ≤ 0.001 was considered significant between the WT and the mutant (two-tailed paired *t* test between the mutant and the WT). **g**–**j** *e2fabc* embryos are larger than those of WT and consist of more and smaller cells. **g** representative pictures of dissected embryos from mature seeds (Bar: 200 µm), (h) cotyledon area, (i) epidermal cell size, (j) epidermal cell number in embryonic cotyledon. Cell size was calculated using ImageJ. Sample size *N* ≥ 200 cells/image. For all graphs, data are average +/− standard deviation (*n* = 3 biological replicates; *N* = 8 sample in each) and ***P ≤ 0.001 (two-tailed paired *t* test between the mutant and the WT) indicate statistically relevant differences.

To our surprise, the embryo and plant that came through the viable gametes of *e2fabc* triple mutant was overall normal but showed an increased plant size at the adult stage (Fig. 1b, c) as well as longer roots (Fig. 1d, e) and larger plantlet and rosette sizes (Supplementary Fig. 2a–e). Importantly, another triple *e2fabc* mutant obtained by crossing the *e2fab* double with the *e2fc-2* T-DNA insertion mutant (Supplementary Fig. 1a), gave identical phenotypes with the original *e2fabc* mutant line (Supplementary Fig. 2f–h).

Due to the above-described sterility, the *e2fabc* mutant only produced few seeds, but these were significantly larger and heavier than WT (Fig. 1f)^20^, containing enlarged embryos (Fig. 1g and Supplementary Fig. 3) that consisted of smaller and more numerous cells than WT and double *e2fab* mutant (Fig. 1h–j and Supplementary Fig. 3a–e)^17^. Contrary to the triple *e2fabc* mutant embryo, double *e2f* mutant embryos (*e2fab*, *e2fbc* or *e2fac*) did not show hyperplasia (Supplementary Fig. 3e, f). Likewise, developing leaves of the *e2fabc* mutant seedlings became gradually larger than those of WT, until they reached 1.5 times the size of WT leaves at 20 DAG (Fig. 2a, b). Cellular analysis revealed that cell size was comparable with WT at early leaf development but failed to reach WT values at 16 DAG (Fig. 2c). Consequently, epidermal cell number was significantly higher in *e2fabc* mutants than in the WT (Fig. 2d). In addition, we observed some fully differentiated lobbed pavement cells with straight division planes in the *e2fabc* mutant, but not in WT, indicating their re-entry into cell division or continue proliferation while simultaneously differentiating (Fig. 2e, f and Supplementary Fig. 4a). Introducing a nuclear targeted CYCB1;2-YFP, that marks mitotic cells until telophase, into the triple *e2fabc* mutant further supported that enlarged, lobbed pavement cells divide, while in the control WT, CYCB1;2-YFP signal is never present in these type of cells (Supplementary Fig. 4b). Similar divisions of differentiated leaf epidermal cells was reported when regulators of this pathway like CYCD3;1 or E2FB was ectopically expressed in tobacco leaves^32,33^. The number of these extra divisions continuously rose and became the highest in the most advanced leaves at 16 DAG, resulting in smaller sized cells than in the WT (Fig. 2d–f), further suggesting that differentiated cells undergo extra cell divisions. As a result, the *e2fabc* mutant leaves contained almost twice as many cells (48%) as the control WT at 16 DAG (Fig. 2d). In some large pavement cells multiple cell division planes could be detected, indicating repeated cell division cycles (Supplementary Fig. 4a). Leaf cells dispersed among lobbed pavement cells, round and smaller than 60 µm^2^ are considered to be stomatal meristemoids^34^. The number of these cells was significantly increased in the expanding *e2fabc* mutant leaf at 12 and 16 DAG (Fig. 2e, g), suggesting that also the cell cycle exit is compromised in stomata stem cells in the *e2fabc* mutant. Consistent with the excessive proliferation the expression levels of the S-phase-related *MCM3* (Supplementary Fig. 4c) and the mitotic *CDKB1;1* (Fig. 2h), continuously increased in the *e2fabc* mutant during leaf development whereas these were strongly reduced or only detectable at the youngest stage of 9 DAG in the WT. To see whether the elevated expression of S-phase genes is related to endocycle or overproliferation in the triple *e2fabc* mutant compared to WT, we measured the nuclear DNA content of the first leaf pairs at early, when normally there is no endocycle, and at a later developmental stages, when control WT leaves enter endocycle (8 and 14 DAG, respectively), as well as in cotyledons, which is known to have high degree of endoreduplication at 10DAG (Supplementary Fig. 4d). As expected, in WT the 8C DNA content started to appear in true leaves at 14 DAG and reached 16C in the cotyledons, while in the triple mutant the 4C DNA level was the highest both in 14 DAG leaf and in the cotyledon, indicating a G2 arrest and block of endocycle. Similar effect on the leaf nuclear DNA content was reported when RBR level was silenced, further supporting that RBR functions together with E2Fs^7^. The elevated expression of two genes associated with the stem cell lineage of stomatal meristemoids: *TOO MANY MOUTH* (*TMM*; Fig. 2i), and *SPEECHLESS* (*SPCH*; Supplementary Fig. 4c) was also in agreement with the observed phenotype. Moreover, both RBR protein amount and its phosphorylation increased and remained at high levels in the *e2fabc* mutant leaf during its development in comparison to WT, supporting that quiescence was not stable in the triple *e2fabc* (Supplementary Fig. 4e). In contrast, the leaf size of *e2fab* double mutant was comparable to WT (Supplementary Fig. 5a, b). Additionally, the expression pattern of the mitotic *CYCB1;1* in the developing *e2fab* double mutant leaf was similar to WT, while it was significantly upregulated in the triple *e2fabc* mutant (Supplementary Fig. 5c). Taken together, these data suggest that the three canonical E2Fs together are essential to allow cell cycle arrest to establish both stable and transient quiescence.

**Fig. 2:**
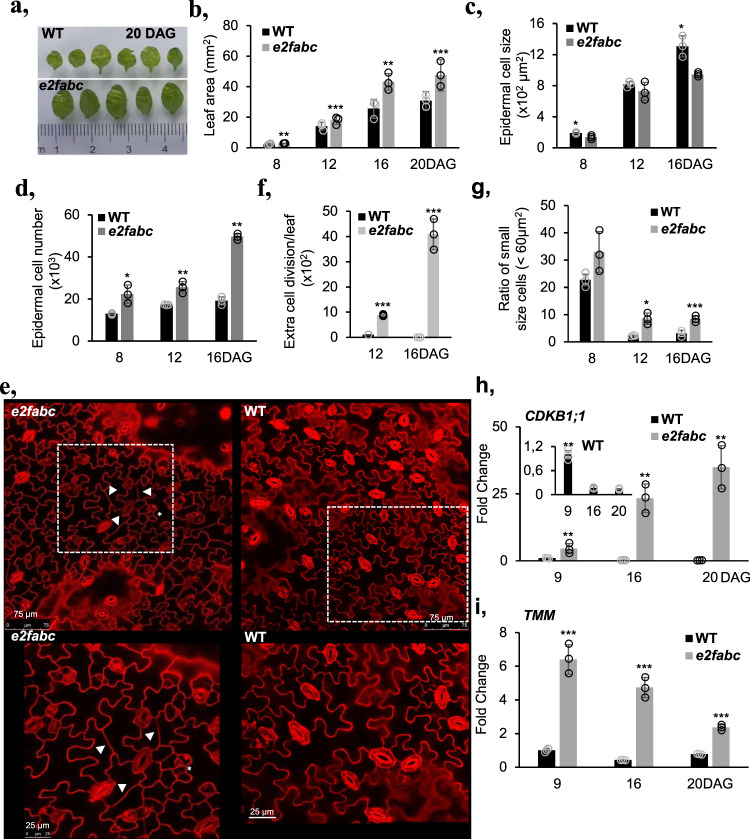
Hyperplasia in developing leaves of the *e2fabc* mutant. **a**–**d** First leaves of *e2fabc* mutant are enlarged due to prolonged proliferation, such as in stomata meristemoids and due to possible re-entry into cell division, such as in differentiated puzzle shaped pavement cells. **a** representative pictures of the first leaves of WT plants or *e2fabc* mutants at 20 DAG. **b** quantification of leaf area, (**c**) quantification of cell area, and (**d**) quantification of cell number in the leaf epidermis (first leaf pair). For all graphs, data are average +/− standard deviation *n* = 3 biological replicates, *N* = 10 samples in each. **P ≤ 0.001, ***P ≤ 0.0001 indicates statistically relevant differences between the mutant and the WT (two-tailed paired *t*-test between the mutant and the WT). **e**–**g** The increased cell number is derived from prolonged proliferation of stomata meristemoids and re-entry into cell division in differentiated puzzle shaped pavement cells in the *e2fabc* mutant. **e** Confocal microscope image of leaf epidermis of WT and *e2fabc* plants stained with propidium iodide (PI). Clustered stomata meristemoids (*) and division of differentiated puzzle-shaped cells (arrowheads) are observed in the *e2fabc* mutant. White dashed boxes outline the epidermal region of leaf in WT and *e2fabc* and magnified below. (Bar:75 µm and 25 µm). **f** Quantification of extra cell division events (*n* = 3 biological replicates, *N* = 6 samples in each), (**g**) proportion of small cells corresponding to stomata meristemoids. Data are mean +/− sd., *n* = 3 biological replicates, *N* = 5 samples in each and sample size ≥600 cells *P < 0.05, ***P < 0.001 (two-tailed, paired *t* test between the mutant and the WT at a given developmental time point). **h**, **i** The cell cycle gene *CDKB1;1* and the stomata development gene *TMM* are elevated in *e2fabc* mutant compared to the wild-type. Expression of the two genes was monitored by qRT-PCR. Inset shows *CDKB1;1* expression in the WT. Values represent fold changes normalised to the value of the relevant transcript of the wild type at 9DAG, which was set arbitrarily at 1. Data are means +/− sd., *n* = 3 biological repeats. **P < 0.01; ***P < 0.001 (two-tailed, paired *t* test between the WT and the mutant at a given time point). Abbreviations and primer sequences are listed in Supplementary Table 1.

### Canonical E2Fs maintain quiescence through the recruitment of RBR to repress cell cycle-related genes

To further understand the underlying mechanism for the repressor role of E2Fs, we investigated global gene expression changes in the triple *e2fabc* mutant seedlings (Supplementary Data 1). 1766 genes were significantly upregulated and only 647 were downregulated in *e2fabc* compared to the WT (adj *P* value < 0.01). Additionally, Gene Ontology (GO) terms associated with upregulated, but not with downregulated genes, were highly enriched with functions linked to cell cycle control (Fig. 3a). To go further, we analysed the expression changes of two gene categories: the G1/S transition specific genes consisting of the canonical E2F targets, that were defined as genes misregulated in *E2FA* overexpressing lines, and harbouring a consensus E2F binding motif in their promoter^13^, and the G2/M-specific genes, respectively^35^. Among the genes upregulated in *e2fabc*, we found significant enrichment for canonical E2F target genes (*P*-value < 2.2e-16), but interestingly G2/M-specific genes were also affected (*P*-value = 0.0001401, Fig. 3b). On the other hand, neither categories were enriched among the downregulated genes in *e2fabc* mutant (Fig. 3b, *p* = 0.3336 and 1 respectively). Similarly, the scatter plot comparison of transcript levels in *e2fabc* and wild type seedlings showed general upregulation of the canonical E2F target genes (Fig. 3c).

**Fig. 3:**
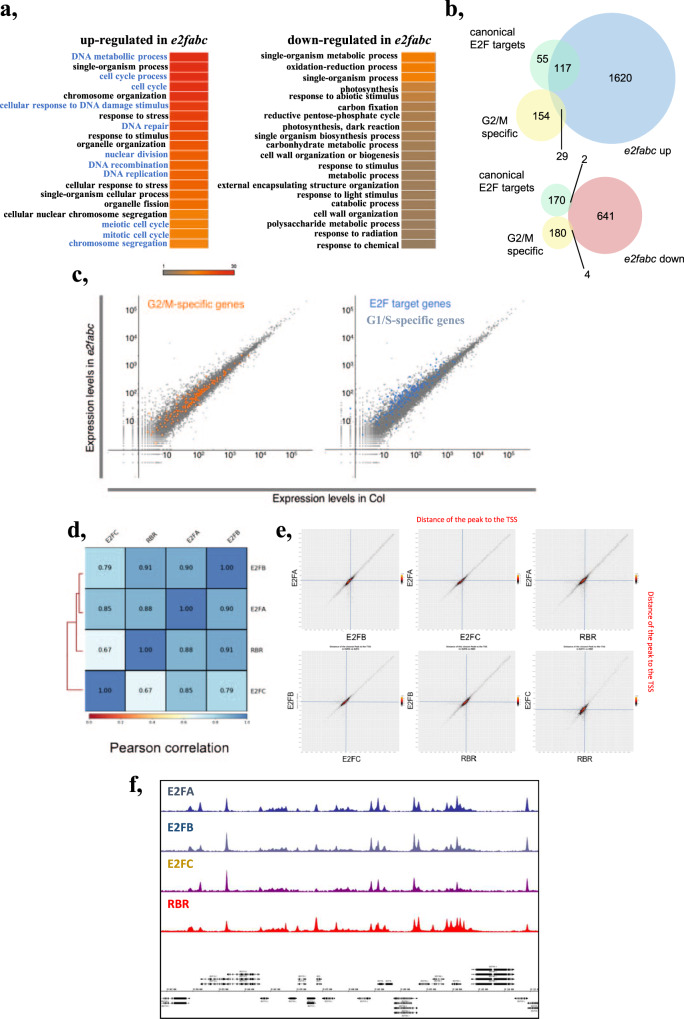
E2FA, B and C together act as repressors of cell cycle genes. **a**–**c** Cell cycle genes are globally upregulated in *e2fabc* triple mutant. **a** GO term enrichment found amongst genes up- or downregulated in *e2fabc* triple mutant. The colour scale corresponds to the -log_10_ of the FDR. **b** Venn diagram showing the overlap between up- or downregulated genes in *e2fabc* mutant and G1/S or G2/M cell cycle regulators. **c** Scatterplot highlighting the expression of G2/M specific (orange) and canonical E2F target (blue) genes in *e2fabc* mutant compared to the WT. **d**–**f** E2FA, B, C and RBR have largely overlapping target sites genome-wide. **d** Pearson correlation of binding sites identified by ChIP-seq for E2FA, B, C and RBR. **e** plots showing 2 by 2 comparison of the position of binding sites for E2FA, B, C and RBR on their targets. Plots are centred on the TSS of target genes. **f** Example ChIP-seq profiles to illustrating the similarities among E2FA, B, C and RBR.

Strong upregulation of cell cycle genes is also observed when RBR function is inhibited^8,9^. 

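Chromatin of whole Arabidopsis thaliana seedlings was precipitated with an antibody against GFP, and the authors called peaks in 7 libraries, each on its own. E2FA, E2FB and RBR had 2 libraries each, replicate 1 and replicate 2, and E2FC had replicate 1 only. The paper's methods give an age of 14 days for the seedlings and the sample labels give 12 days. According to the authors' Reporting Summary, 59522379 reads of 76 bp were obtained for E2FA, 62993350 for E2FB, 64666726 for E2FC and 81607431 for RBR in the experiment with all 4 proteins, and 35787887, 40743647, 36104297 and 62551637 of them mapped uniquely. The depth of replicate 2 is unknown here. The data analysed were the deposited lists of peaks on the TAIR10 genome, and read coverage was not analysed here. Each peak carries a fold enrichment over the local background of its own library and a q-value. Both are the authors' own values and were used only to describe, rank or filter peaks within a list. The replicate 1 lists are in broad peak format, where these values are averages over the whole peak, and the replicate 2 lists are in narrow peak format, where they refer to the summit. Replicate and peak format therefore cannot be told apart. The 7 libraries include none from plants without a GFP fusion. On the 5 nuclear chromosomes, the replicate 1 lists held 27771 peaks for E2FA, 26356 for E2FB, 24883 for E2FC and 27090 for RBR. Their median widths were 610, 501, 436 and 508 bp, and they covered 21.3, 16.2, 12.4 and 18.3% of the nuclear genome. The replicate 2 lists held 25897 peaks for E2FA, 27033 for E2FB and 28742 for RBR, with median widths of 438, 499 and 567 bp and 12.0, 14.5 and 18.6% of the genome covered. The median fold enrichment was between 1.62 and 1.81 in replicate 1 and between 2.65 and 3.06 in replicate 2. The highest value in a list was 4.34 for E2FA, 3.66 for E2FB, 3.92 for E2FC and 3.21 for RBR in replicate 1, against 69.4 for E2FA, 82.0 for E2FB and 119 for RBR in replicate 2. Between 4 and 97 peaks per library on the organelle genomes were left out. The number of peaks changed most when only those with a fold enrichment over 3 and a q-value under 0.01 were kept, which left 433 for E2FA, 56 for E2FB, 62 for E2FC and 10 for RBR in replicate 1. Values are from replicate 1 unless replicate 2 is named, because only replicate 1 covers all 4 proteins. With 1 library per protein there is no error between replicates, and the 95% confidence intervals given for shares are exact Clopper-Pearson intervals that cover counting error only.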

To test whether E2FA, B, C and RBR actually target the same loci, we performed chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-seq) using plants expressing translational GFP fusions under the control of the native promoters^16,17,36,37^. 

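The midpoint of each peak was assigned to the nearest transcriptional start site (TSS) among 37899 annotated genes and pseudogenes, and its distance was counted along the direction of transcription. For E2FA, 51.3% of the midpoints (95% interval 50.7 to 51.9) were within 1000 bp upstream of a TSS. The share was 51.2% for E2FB (50.6 to 51.8), 48.7% for E2FC (48.1 to 49.4) and 47.9% for RBR (47.3 to 48.5). When the same peaks were placed at random within their chromosomes, on average 23.4% of the midpoints fell in this window for each of the 4 lists. None of 1000 placements reached the observed share of any list (one-sided permutation test, p = 0.001 for each list before and after Benjamini-Hochberg adjustment over the 4 lists, the smallest p that 1000 placements can give). The median distance to the TSS was -199 bp for E2FA, -147 bp for E2FB, -255 bp for E2FC and -97 bp for RBR. A further 15.1, 17.3, 13.2 and 20.8% of the midpoints were within 1000 bp downstream, and the remaining 33.6, 31.6, 38.0 and 31.3% were farther from any TSS. The share changed most with a window of 500 bp for E2FA, E2FB and E2FC, to 37.4, 39.7 and 34.4%, and with the filter on fold enrichment for RBR, where 30.0% of the 10 remaining peaks were in the upstream window (permutation test, p = 0.415). In replicate 2, the upstream share was 42.2% for E2FA, 45.7% for E2FB and 41.9% for RBR. There a further 30.6, 28.2 and 30.0% of the midpoints were within 1000 bp downstream, and the median distances were -32, -44 and -29 bp. Replicate 2 peaks thus lay around the TSS more than upstream of it alone, and upstream was not tested against downstream placement. The E2FA peak with the highest fold enrichment was on chromosome 4 from 7760762 to 7761766, in the 3' UTR of LRX3 (AT4G13340), 2989 bp downstream of its TSS. The top E2FB peak, on chromosome 4 from 18270684 to 18271394, was centred at -239 bp from the TSS of AT4G39240, and the top E2FC peak, on chromosome 1 from 24323869 to 24324461, at -74 bp from that of FAS1 (AT1G65470). For RBR the top peak was on chromosome 1 from 19225418 to 19226668, at -246 bp from the TSS of AT1G51805.

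**Figure D1:**
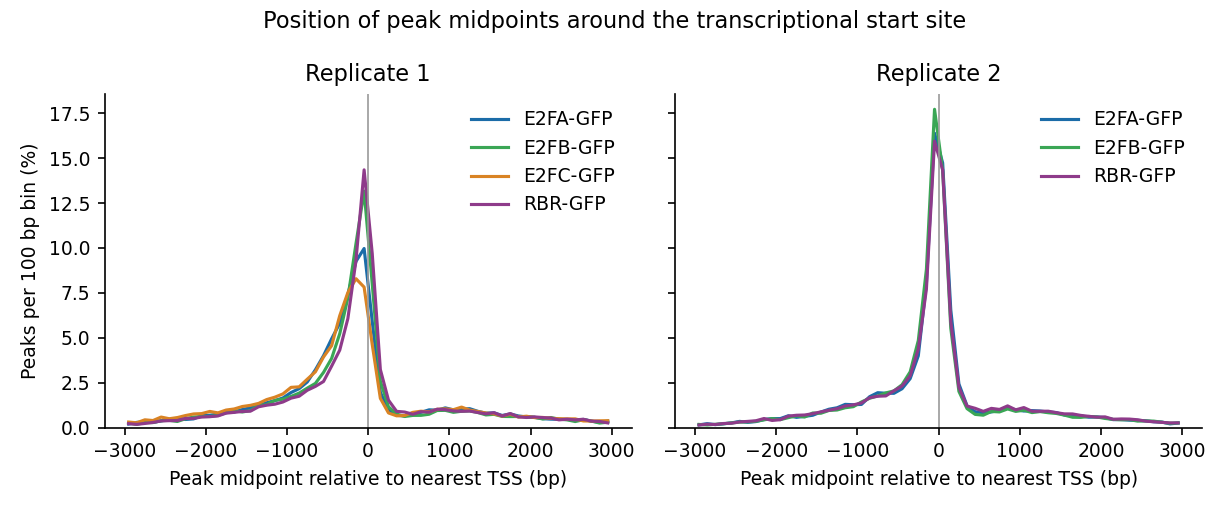
Percentage of peaks per 100 bp bin against the distance from the peak midpoint to the nearest TSS (bp), with 1 line per GFP fusion, in replicate 1 (left) and replicate 2 (right). In replicate 1 the bin just upstream of the TSS holds 9.97% of the E2FA peaks, 13.2% of the E2FB peaks, 7.82% of the E2FC peaks and 14.3% of the RBR peaks, and in replicate 2 it holds 16.4% for E2FA, 17.7% for E2FB and 15.9% for RBR. The bin just downstream holds 5.92, 8.00, 4.63 and 9.69% in replicate 1 and, for E2FA, E2FB and RBR, 14.7, 14.3 and 14.3% in replicate 2.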

Binding of all four proteins occurs mostly just upstream from transcriptional start sites of genes (Supplementary Fig. 6a), and targets identified here for E2FA and RBR largely overlapped with previous reports (Supplementary Fig. 6b, c)^38^, validating the reliability of our data. Pearson correlation analysis (Fig. 3d), as well as plots representing 2 by 2 comparisons of distances separating defined peaks from the closest TSS (Fig. 3e) revealed that the four proteins have very similar binding profiles genome-wide, as further illustrated by a representative chromatin enrichment profile in Fig. 3f.

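The signal tracks behind the correlation in Fig. 3d were not analysed here, and the 4 lists of peaks were compared in 6 pairs. Of the E2FB peaks, 90.2% shared at least 1 bp with an RBR peak, and 84.0% of the RBR peaks did so with an E2FB peak. Of the E2FA peaks, 79.1% overlapped an E2FB peak, 71.9% an E2FC peak and 79.9% an RBR peak. For E2FB and E2FC the share was 69.7% of the E2FB peaks, and for E2FC and RBR it was 75.0% of the E2FC peaks but 62.3% of the RBR peaks. Random placement of the first list of each pair gave means between 25.3 and 34.8%, and no placement reached the observed share (one-sided permutation test, p = 0.001 for each of the 6 pairs and also after adjustment). The placements ignore the concentration of each list near TSSs. This test therefore does not separate shared sites from a preference for promoters common to the lists. Between 55.4% (E2FA) and 71.6% (E2FC) of a list overlapped a peak of each of the other 3 proteins, while 4.65% of the E2FA peaks, 1.81% of the E2FB peaks, 4.56% of the E2FC peaks and 8.12% of the RBR peaks overlapped none. In 5 of the 6 pairs the overlap changed most with the filter on fold enrichment, which left lists of unequal length. With it, 89.3% of the 56 E2FB peaks and 64.5% of the 62 E2FC peaks overlapped one of the 433 E2FA peaks, while 11.5% of the E2FA peaks overlapped an E2FB peak. None of the 62 E2FC peaks overlapped any of the 10 RBR peaks, where 0.00806% did so in random placement. Among the 2000 peaks of highest fold enrichment in each list, the shares were between 12.0% (E2FC and RBR) and 52.9% (E2FA and E2FB), and that of E2FB and E2FC changed most there, to 33.2%. For genes with peaks of both proteins within 1000 bp of the TSS, the Pearson correlation across genes between the 2 distances was 0.626 for E2FA and E2FB (22841 genes), 0.586 for E2FA and E2FC, 0.565 for E2FA and RBR, 0.527 for E2FB and E2FC, 0.633 for E2FB and RBR and 0.420 for E2FC and RBR (16939 genes). Genes are not independent replicates, so no p-value was computed for these 6 correlations. The median over the 6 pairs was 0.576. It moved most, to 0.990, among the few genes left by the filter on fold enrichment, over the 3 pairs with at least 10 genes. The correlation of E2FA and RBR was 0.986 there with 6 genes, and the other 2 pairs had none. The median difference between the distances of 2 proteins was smallest for E2FB and RBR, at 62 bp, and largest for E2FC and RBR, at 171 bp. From the correlation of binding sites and the comparison of distances to the TSS in pairs, the paper concludes that the 4 proteins bind in a very similar way across the genome.

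**Figure D2:**
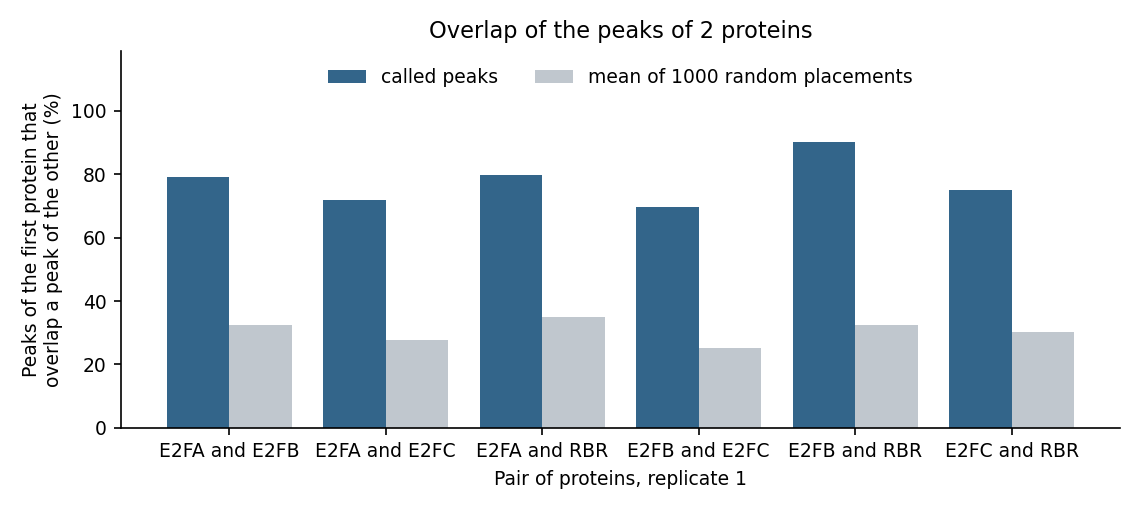
Percentage of the replicate 1 peaks of the first protein that share at least 1 bp with a peak of the second, for each pair of proteins, as called (blue) and as the mean of 1000 random placements (grey). The called peaks lie between 69.7 and 90.2% and the placed peaks between 25.3 and 34.8%.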

The ability of canonical E2Fs and RBR to target the same set of genes, together with the observation that the simultaneous loss of E2FA, B and C triggers excessive proliferation like RBR silencing, suggest that one key function of E2F proteins during vegetative development could be the recruitment of RBR to impose cell proliferation arrest. We therefore monitored the presence of RBR-DPB complexes in the *e2fabc* mutant, compared to *e2fab* mutants in which E2FC is still intact and its heterodimeric E2FC-DPB form is able to form complexes with RBR. As expected, RBR was in complex with DPB in the *e2fab* double mutant (Fig. 4a), but strongly reduced in the *e2fabc* mutant lacking E2FC, supporting our hypothesis that RBR recruitment to its targets is affected in these mutants. The residual RBR binding in the *e2fabc* mutant might be mediated by the MB region retained on E2FA in the case of *e2fa-2* mutant allele.

**Fig. 4:**
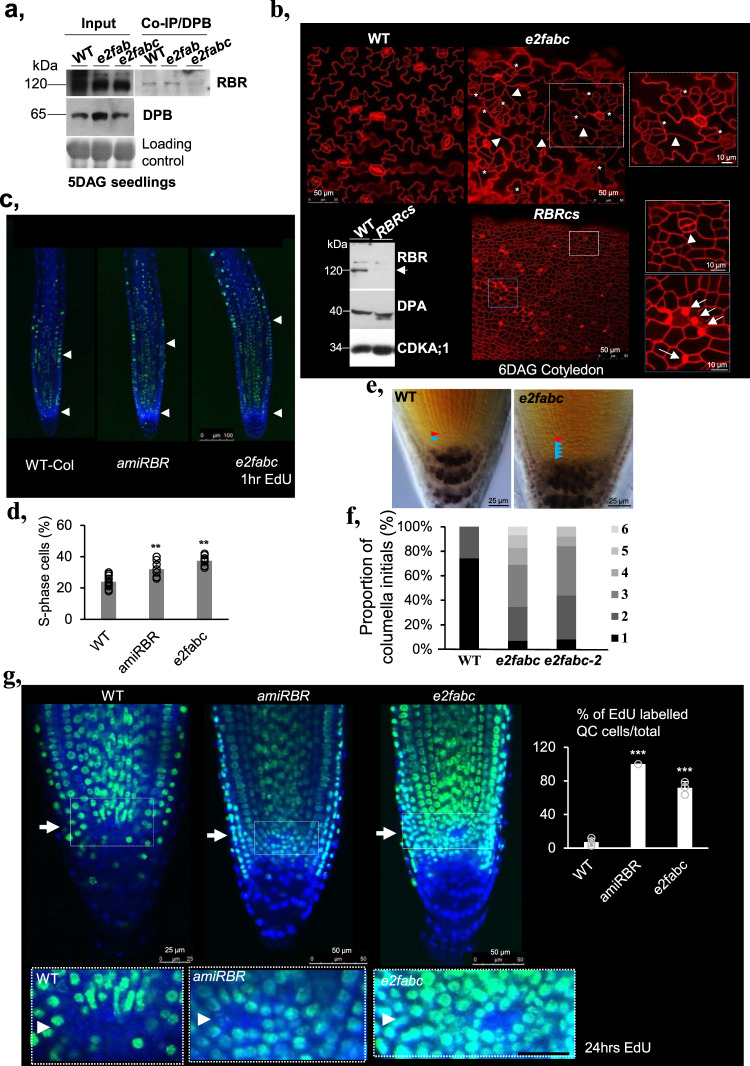
E2F/RBR complexes cooperate to control cellular quiescence. **a** RBR-DPB association is strongly reduced in the *e2fabc* mutant. Protein complexes were immunoprecipitated from protein extracts obtained from WT, *e2fab* or *e2fabc* mutant seedlings grown at 5 DAG using anti-DPB antibody. Comparable levels of both RBR and DPB can be detected in all genotypes (left, Input). However, although RBR could be co-IP-ed with DPB using protein extracts of WT or *e2fab* seedlings, amount of RBR immune-precipitated from *e2fabc* protein extracts were dramatically reduced (see also in Supplementary Fig. 14). **b** Comparison of the cellular phenotypes observed in the cotyledon epidermis of *e2fabc* triple mutant and *RBRcs* line. Asterisks indicate clustered stomata meristemoids, arrowheads point to extra cell division events in puzzle-shaped differentiated pavement cells found only in *e2fabc*. In *RBRcs* line all epidermal cells are small embryonic-like. White and blue boxes outline the epidermal region of cotyledon in *e2fabc* and *RBRcs* magnified on the right side. Arrowhead in *RBRcs* shows a dividing guard cell, while white arrows mark dead epidermal cells. Western blot in the left corner shows the lack of RBR in the *RBRcs* in comparison to the WT seedlings at 6DAG, while DPA and CDKA;1 amounts were comparable between them. Arrowhead shows RBR protein, and molecular weight markers are indicated on the left side (see also in Supplementary Fig. 14). **c**, **d** *e2fabc* and *amiRBR* lines display enlarged root meristems. Roots of the indicated genotypes were labelled with EdU for 60 min. **c** EdU staining of root tips of WT, *e2fabc* and *amiRBR* lines. White arrowheads mark the position of QC and the end of the meristematic zone indicated by enlarged nuclear size in the root epidermal cells. Bar: 100 µm. **d** Percentage of EdU-positive S-phase cells relative to DAPI-stained nuclei in the root meristems of WT, *amiRBR* and *e2fabc* lines. Average of 10 roots were imaged for each genotype. Data are average +/− standard deviation (*n* = 3 biological replicates, *N* = 10 samples in each). **P < 0.01 (two-tailed, paired *t* test between the mutant and the WT). **e**, **f** *e2fabc* triple mutant with supernumerary columella initials. **e** microscopy images of lugol-stained root tips of WT and *e2fabc* mutants (Bar: 25 µm). Differentiated root cap cells can be identified by amyloplast accumulation. The red arrowhead points to the QC and blue arrowheads indicate layers of columella initials. f: quantification of the proportion of roots with 1, 2, 3, 4, 5 or 6 layers of columella initials in WT, *e2fabc* or *e2fabc-2* mutants. **g** Cell proliferation is reactivated in the QC of *e2fabc* and *amiRBR* lines. Plants were incubated in EdU for 24 h. Representative images are shown on the top panel and the white arrows point at the QC (Bar: 25 and 50 µm). White boxes outline the QC region of root meristems and magnified in below (Bar: 20 µm). White arrowheads mark the QC. The graph below shows the proportion of roots showing EdU labelling in the QC. Average of 35 roots were imaged for each genotype. Data are average +/− standard deviation (*n* = 3 biological replicates, *N* = 35 samples in each). ***P < 0.001 (two-tailed, paired *t* test between each mutant and the WT).

Because the strong RBR co-suppression line (*RBRcs*) is arrested during seedling growth^9^ (Supplementary Fig. 7a), we analysed the cotyledons for excessive proliferation and compared them to the *e2fabc* mutant (Fig. 4b, Supplementary Fig. 7). As in developing leaves, puzzle-formed pavement cells and guard cells in their regular bicellular forms could form in the cotyledon of *e2fabc* mutants, but meristemoids appeared clustered and differentiated pavement cells showed large number of straight cross walls, while neither of these ectopic proliferations were present in the WT (Fig. 4b, Supplementary Figs. 7b and 4a, Supplementary 8c, d). In the *e2fabc* cotyledon epidermis, straight cross walls could be detected in nearly all pavement cells supporting that quiescence was neither efficiently established nor maintained in these otherwise committed epidermal cells (Fig. 4b and Supplementary Fig. 8d). By contrast, most of the epidermal cells in *RBRcs* were small embryonic-like (Fig. 4b; Supplementary Fig. 7c, d), and many dead cells could be visualised (Fig. 4b; Supplementary Fig. 7c, d)^8,9^. Cell size was markedly shifted from large cells towards smaller cells, and cell number was increased in both *RBRcs* and *e2fabc*, although much more in *RBRcs* (Supplementary Fig. 8a–c). Consistently, the expression of key cell cycle regulators, DNA repair genes and embryonic genes was markedly increased in *RBRcs* line, and to a lesser extent in *e2fabc* mutant (Supplementary Fig. 9a). Extra cell divisions could also be visualised both in cotyledons and leaves of *e2fabc* triple mutant through the accumulation of the CYCB1;2 protein labelled with YFP (Supplementary Figs. 4b and 10). By contrast, photosynthesis-related genes that fail to be activated in *RBRcs* line due to defects in cell differentiation, were expressed at comparable levels in *e2fabc* and WT plants (Supplementary Fig. 9a). These findings match the observation that cell differentiation is delayed but not compromised in *e2fabc* mutant whereas the *RBRcs* line is severely growth arrested because cell differentiation is prevented^9^. Interestingly, late embryonic *LEC2* and *ABI3* genes were expressed at a comparable high level in both *RBRcs* and *e2fabc* mutants, and additionally seed storage 12S globulin was accumulated in the *e2fabc* seedlings suggesting that embryonic genes are repressed by RBR after germination probably in complex with E2Fs (Supplementary Fig. 9b).

We also compared cell proliferation defects in the root meristem of *e2fabc* mutants and in a weaker RBR loss of function line, where RBR levels are reduced by an artificial microRNA (*amiRBR*)^39^. Pulse labelling with 5-ethynyl 20-deoxyuridine (EdU) revealed a similar increase of S-phase cell number in the *e2fabc* mutant and the *amiRBR* line in comparison to the WT (Fig. 4c, d). Furthermore, we observed supernumerary undifferentiated columella stem cells in the *e2fabc* root cap, as well as supernumerary cortex/endodermis initials (Fig. 4e, f and Supplementary Fig. 11a), as previously shown in an RBR silenced line^7^. Mitosis, as followed by the YFP-tagged CYCB1;2 marker was clearly present in small dividing epidermal cells and the supernumerary columella initials, providing further evidence for their sustained ability to divide (Supplementary Fig. 10–11b). The lack of signal in quiescent centre (QC) compared to the surrounding cells when using prolonged EdU labelling allows to visualise the low frequency of S-phase in cells in QC, as shown in WT, while both in the *e2fabc* triple mutant and in *amiRBR* the QC cells were positive for EdU (Fig. 4g). Quiescence of stem cells was shown to protect them against DNA damage^39^. As it was shown before for *amiRBR*, we found an increased sensitivity of root stem cells of the *e2fabc* line compared to WT to the DNA damaging agent cisplatin (Supplementary Fig. 12c). The RBR silenced lines also display spontaneous cell death within the root meristem, but this is not the case for the *e2fabc* line (Supplementary Fig. 12a, b). Together, these data indicate that proliferation activities of the root meristem and specifically of the stem cells increased in the triple *e2fabc* mutant root, as is the case in *amiRBR* line, providing evidence for the role of E2F/RBR complexes in the maintenance of the quiescent state.

### E2Fs and MYB3Rs participate in common multiprotein DREAM-complexes but have unique regulatory roles in the cell cycle

MYB3Rs together with E2FB, E2FC, and RBR, but not E2FA have been implicated in the repression of cell cycle genes as part of large multiprotein complexes, known as DREAM^26,37,40^. We therefore investigated the interplay among E2Fs, RBR and repressive MYB3Rs in relation to their target gene regulation. 

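Peaks past a fold enrichment of 3 and a q-value under 0.01 were assigned to the gene with the nearest TSS, or to each gene whose TSS lay inside the peak. In replicate 1 this gave 529 genes for E2FA, 77 for E2FB, 75 for E2FC and 10 for RBR. The copy of Supplementary Data 3 used here holds 1998 rows, and a further 2521 are not held, but its list of 1836 E2FC target genes and its gene categories are complete. Of the 75 genes found for E2FC, 62 are in the paper's list, a share of 82.7%. They make up 3.38% of the 1836 genes in that list. Of the 10 genes found for RBR, 5 are in the categories that the paper assigns to RBR. With a minimum fold enrichment of 2, these shares were 34.0% for E2FC (1255 of 3688 genes) and 27.1% for RBR (1828 of 6736 genes). The threshold on fold enrichment and the choice of replicate moved these numbers most. With a minimum of 2 in its place there were 9762 genes for E2FA, 3784 for E2FB, 3688 for E2FC and 6736 for RBR, and with a minimum of 4 there were 6 for E2FA and 0 for the other 3 proteins. In replicate 2, the thresholds of 3 and 0.01 gave 9722 genes for E2FA, 14403 for E2FB and 15584 for RBR.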

We defined target genes as those detected with the highest confidence (*q*-value < 0.01 enrichment > 3; Supplementary Data 2). 

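Among the genes past these thresholds, 71 were shared by E2FA and E2FB, where 1.49 would be shared by chance (odds ratio 691, one-sided Fisher's exact test, p = 4.52e-116). E2FA and E2FC shared 52 genes against 1.45 by chance (odds ratio 127, p = 5.68e-72, exact test), and E2FB and E2FC shared 34 against 0.212 (odds ratio 524, p = 8.79e-70, exact test). After Benjamini-Hochberg adjustment over 7 pairs of gene lists, the largest of these 3 p-values was 2.05e-69. The background was the 27279 genes assigned a peak of any of the 4 proteins. The genes shared with E2FA make up 92.2% of the E2FB genes and 69.3% of the E2FC genes, and those shared by E2FB and E2FC make up 44.2% of the E2FB genes and 45.3% of the E2FC genes. All 3 E2Fs shared 33 genes, while 439 were found for E2FA only, 5 for E2FB only and 22 for E2FC only. Within replicate 1, the numbers of shared genes moved most with a minimum fold enrichment of 2, to 3347 for E2FA and E2FB, 3146 for E2FA and E2FC and 1416 for E2FB and E2FC. A gene near the top of each E2F list is RNR1 (AT2G21790, chromosome 2, 9293261 to 9297861), which encodes the large subunit of ribonucleotide reductase. Its peak was centred 16 bp downstream of the TSS for E2FA, 3 bp for E2FB and 20 bp for E2FC, and held 3 matches to the E2F consensus TTSSCGSS (S is C or G) in each of the 3 libraries. It ranked at 2 among the E2FA peaks, at 2 among the E2FB peaks and at 8 among the E2FC peaks.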

As expected, lists of genes bound by each E2F were largely overlapping, irrespective of the combination of isoforms looked at (Supplementary Fig. 13a). To collectively deal with target genes of E2FA, E2FB and E2FC, we defined a gene category representing general E2F targets, that is characterised by being amongst the most significant targets of at least two E2Fs (hereafter called E2F(2)). 

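With the thresholds on fold enrichment and q-value applied to replicate 1, 91 genes were targets of at least 2 E2Fs, and 80 of these are in the paper's categories that contain E2F(2). Only 1 of the 91 was also among the 10 RBR genes, BRG1 (AT5G45100, chromosome 5, 18218586 to 18220047), where 0.0334 would be shared by chance (odds ratio 33.6, one-sided Fisher's exact test, p = 0.0329, or 0.0383 after adjustment over the 7 pairs of gene lists). RBR peaks assigned to BRG1 were centred at -2563 and -4453 bp from its TSS, so this overlap rests on distal peaks. It was not tested with a limit on the distance to the TSS. Of the 10 RBR genes, 7 were targets of E2FA. With a minimum fold enrichment of 2, 5245 genes were targets of at least 2 E2Fs, and 1819 of them are in the paper's categories that contain E2F(2). Of the 5245, 2805 were RBR targets, against 1295 by chance (odds ratio 5.29). When the genes of each protein were taken from the top of its ranked list in the number that the paper lists for it, 2749 genes were targets of at least 2 E2Fs. Of these, 1245 are in the paper's categories that contain E2F(2), and 1250 were shared with RBR, against 328 by chance (odds ratio 9.36). Replicate 2 gave 9237 genes bound by E2FA and E2FB, of which 8616 were bound by RBR, against 5834 by chance (odds ratio 16.9). MYB3R3 was not analysed here.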

E2F(2)-, RBR- and MYB3R3-bound genes showed dramatic overlap in any combinations (Supplementary Fig. 13b), defining 7 gene categories depending on the combination of factors that bind to them (Supplementary Data 3). 

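The gene categories in Supplementary Data 3 are named by the letters of the factors that bind them, E for at least 2 E2Fs, M for MYB3R3 and R for RBR. They rest on the same ChIP experiment, so the occupancy of a category by the peaks that define it is not independent evidence. All 637 genes that carry the 3 letters had a peak of E2FA, of E2FB and of RBR within 500 bp of the TSS (100%, 95% interval from 99.4% for each), and 628 of them had one of E2FC (98.6%, 97.3 to 99.4). Among the 22940 protein-coding genes in none of the 7 categories, 63.9% had a peak of E2FA, 58.7% of E2FB, 42.5% of E2FC and 62.6% of RBR. All 4 proteins had a peak at 33.4% of these genes. E2FC had a peak at 66.4% of the 119 MR genes (57.2 to 74.8) and at 53.7% of the 1667 R genes (51.3 to 56.2), where the other E2Fs were each found at 96.0% or more. The filter on fold enrichment changed the occupancy of the 637 genes most, to 23.1% for E2FA, 8.63% for E2FB, 6.12% for E2FC and 0.314% for RBR.

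**Figure D3:**
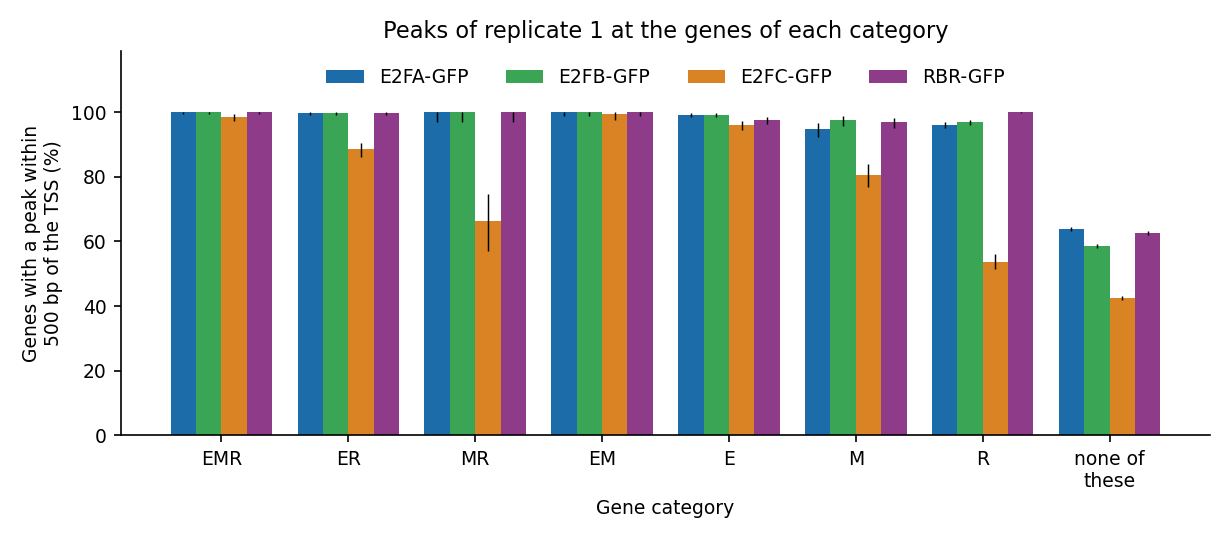
Percentage of the genes of each category with a replicate 1 peak within 500 bp of the TSS, with 1 bar per GFP fusion and exact 95% binomial intervals. E2FC bars are at 98.6% of EMR genes, 66.4% of MR genes and 53.7% of R genes, and the last group of bars shows the 22940 protein-coding genes in none of the categories.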

*EMR* (bound by E2F, MYB3R3, and RBR) corresponded to 637 genes (Fig. 5a). 

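For each EMR gene, the midpoint of the peak nearest to the TSS was compared between proteins in 6 pairs. The median distance between midpoints was 33 bp for E2FA and E2FB, 36 bp for E2FA and E2FC, 45 bp for E2FA and RBR, 46 bp for E2FB and E2FC, 44 bp for E2FB and RBR and 60 bp for E2FC and RBR. When the peaks of different EMR genes were paired at random relative to their TSS, the median distance was on average between 165 and 193 bp, and none of 1000 such pairings gave a value as small as that observed (one-sided permutation test, p = 0.001 for each pair). Over the 628 genes with a peak of all 4 proteins, the outermost midpoints were a median of 91 bp apart. They were within 100 bp of each other at 54.9% of these genes and more than 200 bp apart at 21.2%. The median position of the midpoint was -104 bp from the TSS for E2FA, -87 bp for E2FB, -87.5 bp for E2FC and -74 bp for RBR. Only the replicate 2 lists give summits, and these changed the distances most. The median distance between summits was 17 bp for E2FA and E2FB, 27 bp for E2FA and RBR and 23 bp for E2FB and RBR, and at 85.0% of 635 genes the 3 summits were within 100 bp of each other. In replicate 2 the median position of the summit was -29 bp for E2FA, -33 bp for E2FB and -38 bp for RBR.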

For most of these genes, peaks of ChIP signals exactly coincide for E2FA, E2FB, E2FC, RBR and MYB3R3 at the site of transcriptional initiation (Supplementary Fig. 13c). GO terms associated with *EMR* genes were highly and exclusively enriched with categories related to cell cycle (Fig. 5a). Enrichment of cell cycle-related GO terms was observed both for *EMR* and *EM*, and less prominently in *M*, but not at all in other categories (Fig. 5a). Both the G1/S E2F targets and the G2/M-specific genes comprise a significant fraction of *EMR* and *EM* genes (Fig. 5b). This suggests that genes with cell cycle-related functions are preferentially regulated under the dual control of E2F and MYB3R transcription factors.

**Fig. 5:**
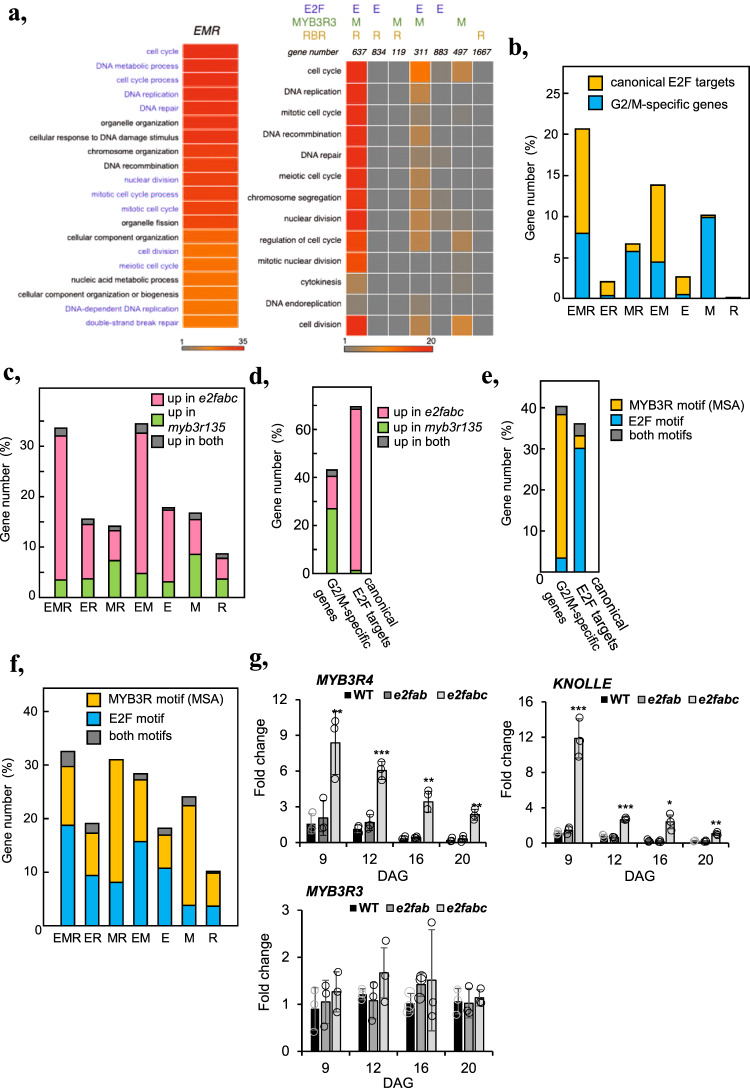
Targets of E2Fs and repressive MYB3Rs largely overlap but they control distinct sets of cell cycle genes. **a** GO term enrichment analysis shows that genes bound by E2Fs, RBR, and MYB3Rs are significantly overrepresented for cell-cycle related genes, whereas this enrichment is not as obvious for genes targeted by 2 or only one of these factors. **b** G1/S and G2/M-related genes are highly enriched in the common targets of E2Fs, MYB3Rs and RBR (EMR). This graph represents the percentage of G1/S (yellow), or G2/M (blue) genes amongst the six categories of genes defined according to their binding by E2F (E), MYB3Rs (M) RBR (R). **c** Genes targeted by E2Fs, RBR and/or MYB3R are preferentially regulated either by E2Fs or by MYB3Rs. This graph represents the percentage of genes in each category that are upregulated either in *e2fabc* or *myb3R1,3,5* mutants, or upregulated in both. **d**–**f** Cell-cycle related genes targeted by E2Fs, RBR and/or MYB3R are preferentially regulated either by E2Fs or by MYB3Rs. **d** graph representing the percentage of G1/S or G2/M genes that are upregulated either in *e2fabc* or *myb3r1,3,5* mutants, or upregulated in both. **e** Graph representing the percentage of G2/M and G1/S genes harbouring canonical E2F- or MYB3R-binding motifs in their promoters. **f** Graph representing the percentage of genes harbouring a canonical E2F or MYB3R binding motif in their promoters within the 6 categories defined according to the binding profiles of E2Fs, MYB3Rs and RBR. **g** The activator MYB3R4 but not the repressor MYB3R3 is upregulated in *e2fabc* mutant. Expression of MYB3R4, MYB3R3 and the MYB3R4 target and G2/M marker KNOLLE was monitored by qRT-PCR in the first leaf pairs of WT, *e2fab* and *e2fabc* mutants at 9, 12, 16 and 20 DAG. Values represent fold changes normalised to the value of the relevant transcript of the WT at 9DAG, which was set arbitrarily at 1. Data are means +/− sd., *n* = 3 biological repeats. **P < 0.01, ***P < 0.001 (two-tailed, paired *t* test between the WT and the mutant at a given time point). Abbreviations and primer sequences are listed in Supplementary Table 1.

We then analysed the effects of E2F and MYB3R mutations on the expression of genes in each category as defined by our ChIP-seq data. For this purpose, RNA-seq gene expression datasets of *e2fabc* and *myb3r135* triple mutant were utilised. Genes within the *EMR* and *EM* groups were frequently upregulated in either *e2fabc* or *myb3r135* mutants, but very rarely in both (Fig. 5c). Therefore, we concluded that in spite of the fact that MYB3Rs and E2Fs can be present in the same protein complex, and they are recruited onto the same promoter site, on a particular target gene only one or the other predominantly regulates the expression. This unique mode of regulation can be also confirmed for canonical E2F target and G2/M-specific genes, which are preferentially influenced by E2Fs and MYB3Rs, respectively, but much less frequently by both factors (Fig. 5d). Interestingly, the propension of genes to be influenced either by E2Fs or MYB3Rs correlated with the presence of consensus motifs for E2F or MYB3R binding, respectively (Fig. 5e, f). Altogether, these data indicate that E2F and MYB3R transcription factors could bind to common cell cycle genes, but they specifically regulate the expressions of genes holding their characteristic E2F or MSA binding sequences, respectively.

While MYB3Rs are specifically targeted and regulate mitotic genes containing MSA elements, E2Fs can regulate cell-cycle genes involved both in G1-S and G2-M transitions (Fig. 3b), an example is CDKB1:1 (Fig. 2h), a critical controller of G2-M and the switch from mitosis to endoreduplication^41^. 

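MYB3R4 (AT5G11510) lies on chromosome 5 from 3679748 to 3684884 on the forward strand. Its TSS was inside a peak of each E2F library. In replicate 1, the E2FA peak from 3679472 to 3680046 had a fold enrichment of 2.29 and ranked above 84.5% of the E2FA list, the E2FB peak from 3679212 to 3680118 had 1.91 (above 82.8% of its list), and the E2FC peak from 3679525 to 3680083 had 1.89 (above 78.2%). None of the 3 passed a fold enrichment of 3. In replicate 2, the fold enrichment was 4.25 for E2FA and 5.87 for E2FB, above 87.8 and 94.1% of their lists, and both passed. No match to TTSSCGSS was found in any of these peaks. Summits in replicate 2 were at -98 bp (E2FA) and -97 bp (E2FB) from the TSS. MYB3R3 (AT3G09370, chromosome 3, 2879353 to 2882396) also had a peak of each E2F within 1000 bp of its TSS. In replicate 1, the fold enrichment at MYB3R3 was 1.38 for E2FA, 1.48 for E2FB and 1.39 for E2FC, above 2.10, 23.5 and 1.24% of the lists, and in replicate 2 it was 3.55 for E2FA and 4.80 for E2FB, above 78.0 and 87.0%.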

Interestingly, the activating MYB3R, MYB3R4 is also a direct target of canonical E2Fs and is upregulated in the *e2fabc* mutant leaves at all analysed time points, whereas expression of the repressor MYB3R3 remained unchanged (Fig. 5g). Accordingly, the MYB3R4 target, *KNOLLE* with a role in cytokinesis, was also upregulated (Fig. 5g). These suggest that E2Fs may also regulate mitosis indirectly through the activating MYB3Rs. The ability of RBR and the three canonical E2Fs to regulate both G1/S and G2/M transitions may explain why only upon their loss the quiescence is broken, but not upon MYB3Rs that only act on mitotic genes.

## Discussion

The E2F-Rb regulatory pathway is a pivotal conserved regulator of cell proliferation both in animal and plant cells, acting at the critical transition point of G1 to S phase, known as restriction point. The textbook model is that E2Fs, when Rb-bound, restrict cell proliferation by preventing the expression of key cell cycle genes. This repression is relieved through Rb phosphorylation by CDKs, the activity of which is regulated by a plethora of signalling inputs. Therefore, it is surprising that genetic knockout of all three canonical E2Fs in Arabidopsis can produce viable plants with a functional cell cycle. One possibility could be that the distantly related DP and E2F-like DELs (DEL1-3 or E2FD-F) might replace canonical E2Fs to activate cell cycle genes, but they considered to be repressors without the ability to induce gene expression^42^. Here we show that while none of the canonical E2Fs are fully required for activation of cell cycle genes, but collectively they are responsible for their repression and thereby to establish both transient quiescence in stem cells and stable quiescence in differentiated cells leading to supernumerary cell numbers in all organs examined. This scenario resembles to what has been established for the mammalian activator E2Fs (E2F1-3), as on the one hand they were also found dispensable for cell proliferation while on the other hand they form complexes with Rb in differentiating cells to repress cell cycle genes^43^.

Much of the previous studies have focused on the functional differences among the three canonical E2Fs^16,44–47^. E2FA and E2FB are portrayed as transcriptional activators while E2FC as a repressor. Moreover, it appears that they work through different mechanisms, only E2FB and E2FC but not E2FA are part of DREAM-like multi-subunit protein complexes^37,40^. Cell proliferation in single *e2fa*, *e2fb* or *e2fc* mutants is largely normal and these plants only display mild phenotypes, e.g., the compromised meristem maintenance and reduced formation of lateral root primordia in *e2fa* mutant, and a slight increase in cell number during leaf development in *e2fb* mutant and an *e2fc* silenced line^17,18,47,48^, suggesting that the distinction between activator and repressor classes of E2Fs is more nuanced. Interestingly, full loss of function *e2fab* double knock-out line could not be obtained^49^, but this appears to be allele specific, as combining the *e2fb* mutant with *e2fa-2* is viable and did not show proliferation defects either during embryo or leaf development^18,19^. The hyperplasia in the *e2fabc* triple was not characteristic for any of the *e2fc* double mutant combinations with *e2fa-2* (*e2fc-1*/*e2fa-2*) or *e2fb-1* (*e2fc-1*/*e2fb-1*), suggesting that it is not E2FC, but the action of the three E2Fs together that is responsible for the repression. This was also the case when combining the *e2fa/e2fb* double mutant with two different *e2fc* knockout lines, both displayed hyperplasia, mostly due to the inability of maintaining quiescence. This suggests that the three canonical E2Fs are collectively required for the repression of cell cycle genes even if they act through different molecular mechanisms^17,18^. The principal component of repressor complexes on all canonical E2Fs is RBR and it was demonstrated that all three canonical Arabidopsis E2Fs strongly interact with it^16,17,37^. However, we have seen a stunning difference between the phenotypes of RBR silencing and the triple *e2fabc* mutant, both showing hyperplasia during organ development, but only upon RBR silencing and not in the *e2fabc* mutant the cell differentiation is repressed. A similar inhibition of differentiation occurs when CYCD3;1, the regulatory component of the major RBR kinase is overexpressed^50^. Transient overexpression of CYCD3;1 and CYCD4;2 in nonproliferating tobacco epidermal leaf cells was shown to induce the re-entry into cell division, demonstrating that quiescent leaf cells maintain their competence to divide^32^. These suggest that the de-repression of active E2Fs upon RBR silencing or phosphorylation interferes with differentiation and maintenance of quiescence. Because through the dimerisation partner, DPB, we still could detect a tiny amount of RBR association in the triple *e2fabc* mutant, presumably through the conserved MB region that was retained on E2FA in the *e2fa-2* allele, we cannot rule out that a small residual E2F-RBR complex is able to repress cell proliferation to an extent that lead to cell cycle exit and differentiation^51^. However, the RBR association in the *e2fabc* is far less than in the double *e2fab* mutant, supporting that the main RBR binding activity of E2Fs is at the C-terminal RBR-binding domain, which in the case of *e2fab*, is presented on E2FC^16^.

On the one hand, RBR repression on E2Fs is the pivotal regulator of the restriction point in G1 and in response to developmental cues can determine the G1 length and whether cells can exit to differentiation. In this scenario tuning E2F activation of cell cycle genes by RBR is the critical mechanism. On the other hand, mutation of all three E2Fs impairs both the RBR-E2F corepressor function and the transcriptional activation of cell cycle genes. The comparison of RBR silencing and *e2fabc* mutant lines indicates that E2F activator function is important to maintain proliferation through preventing cell cycle exit and the onset of differentiation, while maintaining quiescence is primarily regulated by the RBR-E2F corepression. However, quiescence was not disrupted in each of the studied organs and cell types the same way in the *e2fabc* mutant, reflecting that different cell types have various levels of quiescence dependent on the developmental context, developmental regulation, and positional organisation of stem cells and cell files, as it was demonstrated in animals^3^. Leaves and roots for example have different temporal and spatial proliferation patterns under the control of the E2F-RBR regulation^6,16^ suggesting that this pathway is involved to establish and maintain quiescence in both organs but whether alone or in combination with other regulatory pathway is not known yet. In addition, our results show that plant E2Fs, like their animal counterparts, are the primary effectors of RBR in nearly every process where RBR is involved (Fig. 6a). The transient stem cell quiescence is most sensitively abrogated in the stomata lineage when RBR is silenced or the canonical E2Fs are mutated, as indicated by the abundance of small cells characterised as stomata stem cells and by the continuous upregulation of stomata stem cell factors, *TMM* and *SPCH*^8^. Interestingly, RBR, in an E2F-independent manner, by direct interaction with the stomata terminal differentiation transcription factor, FAMA, was also shown to regulate the late steps of differentiation within the stomata cell linage^52^. However, in the *e2fabc* mutant we have not seen the characteristic phenotype of the *fama-1* mutant, called fama-tumours, clusters of small, narrow epidermal cells that are unable to go through the final stages of stomata differentiation. RBR and E2Fs can also directly regulate genes involved in late embryonic differentiation programs, e.g., *LEC2* and *ABI3*, which are direct E2F and RBR targets and are upregulated both when RBR is silenced or in the *e2fabc* mutant, but the developmental transition of seedling establishment is blocked only in the former ^9^. Therefore, it is likely that as during leaf emergence, the developmental arrest in seedlings, when RBR is silenced, is due to the deregulated cell cycle.

**Fig. 6:**
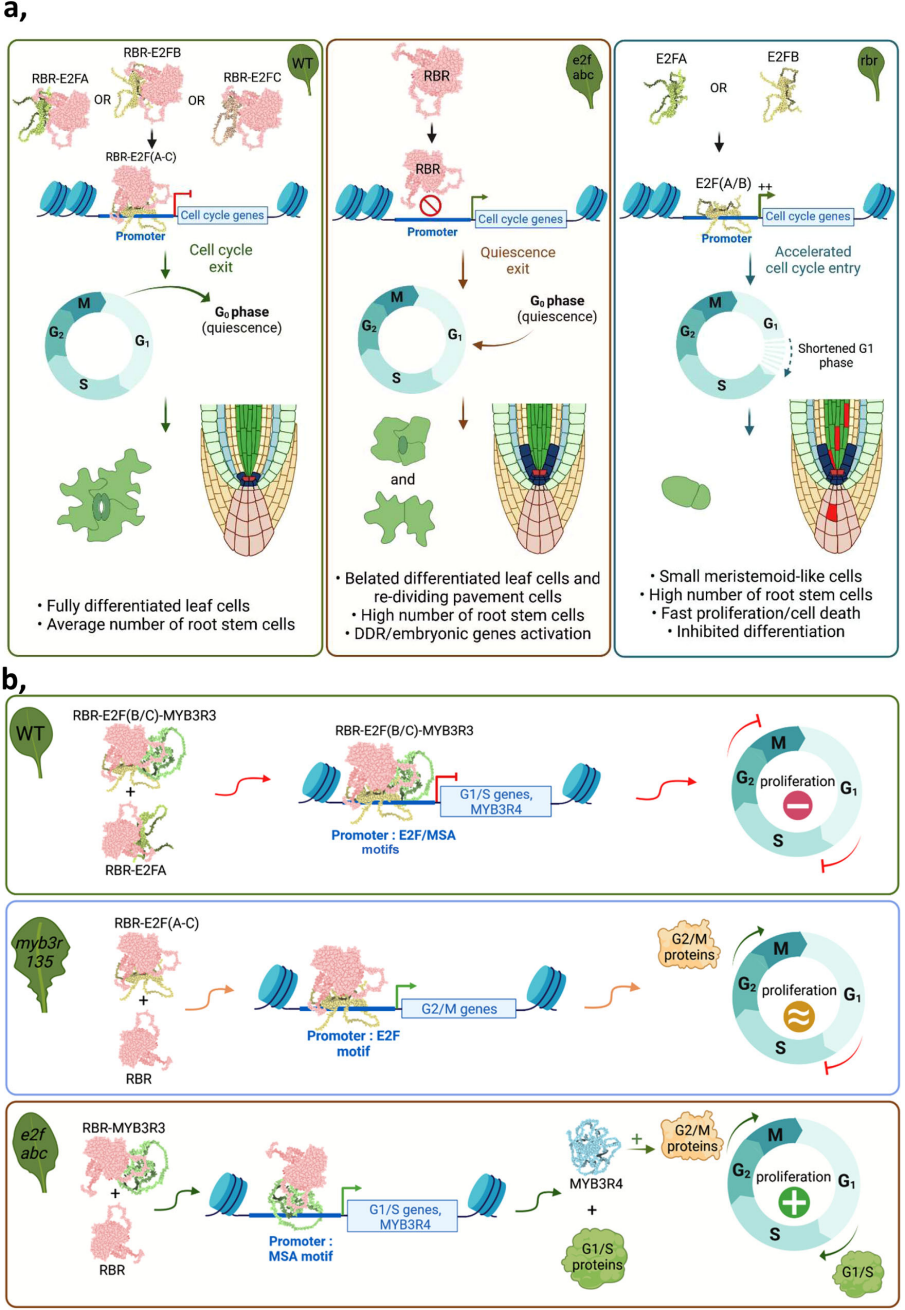
Schematic model how E2Fs and RBR induce developmental quiescence. **a** Canonical E2Fs function as co-repressors of cell cycle genes with RBR. Left: in the wild-type, E2Fs form complexes with RBR to repress cell cycle genes and allow cell division arrest in quiescent and differentiated cells. Middle: in the *e2fabc* mutant, lack of RBR-E2F complexes results in de-repression of cell cycle genes leading to a delay in cell differentiation as well as division reactivation in quiescent cells. Right: in RBR-deficient lines, E2F/RBR complexes are also lacking, but E2Fs are fully active, leading to a more pronounced hyperactivation of cell cycle genes and thus completely preventing cell differentiation, and inducing cell death. **b** Distinct molecular roles of E2Fs and MYB3Rs in the control of cell cycle arrest. Top: in the wild-type, Repressor complexes containing RBR, E2Fs and MYB3Rs target G1/S and G2/M genes to repress their expression either via the MSA or the E2F motifs. Middle: in the *myb3r1,3,5* mutant that lacks repressor MYB3Rs, E2Fs are still present and able to repress G1/S and some G2/M genes bound via the E2F motif. Cell proliferation is therefore not induced in differentiated cells. Bottom: in the *e2fabc* mutant, repressor MYB3Rs can still repress some G2/M genes with or without RBR, but repression of both G1/S and G2/M activators such as MYB3R4 is lost, resulting in enhanced cell proliferation. Model was created by using Biorender.

It was shown both in animals and plants that quiescence protects long-lived stem cells against stress and toxicities^39,53,54^. In agreement, we found that stem cells are sensitive to genotoxic stress both upon RBR silencing and in the *e2fabc* mutant. RBR and E2Fs were also implicated to directly regulate the expression of DNA damage genes and cell death. In this respect we observed a much more pronounced spontaneous cell death with RBR silenced cells than in the *e2fabc* mutant, which correlated with the level of induction of DNA damage genes, suggesting that both co-repression and E2F transactivation function contributes to this regulation.

RBR, E2FB and E2FC together with the mitotic MYB3Rs can be part of large repressor complexes, called DREAM^37^. Here we show that RBR, E2Fs and MYB3Rs are also recruited to largely overlapping sets of cell cycle target genes, but still maintain a specific regulatory function on E2F targets or mitotic genes dependent on whether the MSA or E2F target sequence is present in these promoters. We have shown previously that mutation of the three repressor MYB3R (*myb3r1/3/5*) in Arabidopsis resulted in excess cells in developing organs but exclusively within the meristems^40^. Interestingly, mitotic genes like *CYCB1;2* were found to be ectopically expressed also in differentiated leaf cells, but this did not result in mitotic reactivation, possibly because E2F-RBR complexes are still present, and capable of repressing genes involved in the G1/S transition, which may explain why quiescence is efficiently maintained in the myb3r1/3/5 mutant (Fig. 6b). In contrast, in the *e2fabc* mutant, where the E2F target genes are de-repressed, we find that both the transient quiescence in stem cells and stable quiescence in differentiated cells are broken. Although E2Fs primarily regulate genes with G1-S function, they were also shown to control the expression of key G2-M regulatory genes, like the plant specific CDKBs, supporting that E2Fs regulate both cell cycle transitions^45^. Moreover, E2Fs and RBR were specifically enriched on the promoter of the activator MYB3R4, a key regulator of mitosis, and indeed it was activated in the *e2fabc* mutant leaf, which might explain the central role of E2Fs to maintain cellular quiescence by controlling both G1/S and G2/M transitions (Fig. 6b). 

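At MYB3R4, the RBR peak of replicate 1 reached from 3679165 to 3679953 and was centred at -189 bp from the TSS. Its fold enrichment of 1.69 was above 45.4% of the RBR list, and in replicate 2 the RBR peak had 4.52, above 82.0%. At MYB3R3, the RBR peak had a fold enrichment of 1.68 in replicate 1, above 45.0% of the list, and 5.21 in replicate 2, above 90.3%. Both genes had a peak in each of the 7 libraries.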

Recently a similar feed forward regulatory loop has been discovered in the mammalian cell cycle, where the activity of G1/S regulator CDK4/6  was also responsible to maintain CDK2 throughout G2/M and thus the cell cycle re-activation and restriction point remains sensitive to mitogenic signals until mitosis^55^.

Taken together, we have shown that the canonical E2Fs together with RBR form a repressor complex on a cohort of cell cycle genes that is pivotal for maintaining quiescence. Through this repression mechanism it is possible to influence plant growth, which could open novel ways for improving crop biomass and productivity.

## Methods

### Plant material and growth conditions

Arabidopsis thaliana Col-0 ecotype was the WT and background of all transgenic lines used in this study. In vitro-cultured plants were grown on a half-strength germination medium under continuous light at 22 °C. Soil grown plants were cultivated in a greenhouse at 22 °C under long-day conditions (16 h light/8 h dark). Most of the transgenic and T-DNA insertion mutant lines used in this study have been previously published: E2FA-GFP, RBR-GFP^16^, E2FB-GFP^17^, E2FC-GFP^36^, CYCB1;2-YFP^56^, *e2fb-1* (SALK_103138), *e2fa-2* (GABI-348E09), *e2fc-1*, (GK-718E12,^20,48^; the double *e2fab* (*e2fa-2/e2fb-1*) was reported by Heyman et al.^19^, and the triple *e2fabc* (*e2fa-2/e2fb-1/e2fc-1*) was generated by Wang et al.^20^. The second T-DNA insertion line for E2FC, named as *e2fc-2* (SAIL-1216G10) was obtained from the SALK Institute and the *e2fabc-2* triple mutant was generated by crossing the *e2fab* double (*e2fa-2/e2fb-1*) with the *e2fc-2*. By crossing the corresponding E2F mutants we also generated *e2fc-1/e2fa-2* and *e2fc-1/e2fb-1* double mutants as well as we also generated an *e2fabc* triple mutant line expressing the CYCB1;2-YFP marker. RBR co-suppression (*RBRcs*) seedlings were identified in transgenic lines expressing either the RBR-3xCFP^18^ or the RBR-RFP^57^ in the WT background under the control of the native RBR promoter showing strong growth arrested phenotype identical with previously reported^9^.

Young seedlings (5, 7, or 14 days after germination, DAG) or the first true leaf pairs of the wild-type and mutant Arabidopsis lines (*e2fabc* and *e2fab*) grown in vitro were harvested 9, 12, 16 and 20 DAG, flash frozen and stored at −80 °C.

### Microscopy, EdU labelling and flow cytometry analysis

Mature dried seeds were imbibed for 1 h and dissected under the stereo-microscope. Isolated embryos were stained with propidium iodide (PI) and photographed under confocal laser microscopy (SP5, Leica). Organ and epidermal cell sizes were measured using ImageJ software^18,58^. Cotyledons and the first true leaf pairs of wild-type and mutant lines were dissected from seedlings at 4–8 DAG and 8-16 DAG, respectively. Leaves were stained with propidium iodide (PI; 20 μg/mL) and images on the abaxial side of the cotyledon or the leaf were taken and analysed by confocal laser microscopy. 600–300 cells were counted and measured per cotyledon or leaf samples (*n* = 3 biological replicates and *N* = 5 samples in each case were studied for the transgenic lines and the control WT) using ImageJ software. Average cell size was calculated, and the total cell number was extrapolated to the whole cotyledon and the first real leaf pair^17,59^. To visualise the distributions of the cell area, only non-guard epidermal cells were used for calculation^59^. The number of elongated pavement cells with newly formed cell wall (described as extra cell division) was counted in three different zones (the basal, middle and tip parts) and extrapolated to the whole leaf. Roots were also visualised after PI staining (20 μg/mL) under confocal laser microscopy^17^.

For DIC microscopy of cleared tissues, plant tissues were fixed in a 9:1 of ethanol and acetic acid solution and cleared with Hoyer’s solution (a mixture of 100 g chloral hydrate, 10 g glycerol, 15 g gum arabic, and 25 mL water). They were mounted onto glass slides and used for microscopic observations with differential interference contrast (DIC) microscope (BX51, Olympus). Images were captured with a CCD camera (DP74, Olympus) and an image capture software (CellSens Standard, Olympus). For visualisation of starch granules in columella cells, roots were incubated for 3 min in Lugol solution (Sigma) before clearing.

For EdU incorporation assay WT and the mutant seedlings were grown in half strength liquid MS containing 10 µM EdU (Click-iT Alexa Fluor 647 Imaging Kit; Invitrogene) and incubated either for an hour or for 24 h. Afterward, seedlings were treated according to^60^, and the root samples were also stained by DAPI solution and the observations were done under the confocal laser microscope.

For flow cytometry measurement, the first leaf pair and the cotyledons were collected and chopped by razor blades in nuclei extraction buffer and stained with DAPI with the CyStain UV Precise Kit (Partec, Magyar et al., 2005). Nuclear DNA content was determined by using Partec PAS2 Particle Analysing system (Partec, Germany).

### cDNA preparation and RT-qPCR

RNA was extracted from the plant material using a CTAB-LiCl method of^61^. RNA samples were treated with DNase1 (ThermoScientific #EN0521) according to the manufacturer’s protocol. cDNA was synthesised using 1 µg of RNA using the ThermoScientific Reverse Transcription Kit (#K1691) with random hexamers based on the manufacturer’s prescription. Mock reaction without RevertAid enzyme was also prepared to ensure that there is no contaminating genomic DNA in the samples. RT-qPCR in the presence of SYBR Green (TaKaRa TB Green Primer Ex TaqII, #RR820Q) was carried out according to the manufacturer’s instructions in a BioRAD CFX 384 Thermal Cycler (BioRAD) with the following setup: 50 °C 2 min, 95 °C 10 min, 95 °C 15 s, 60 °C 1 min, 40 cycles followed by melting point analysis. Each reaction was carried out in tree technical replicates and reaction specificity was confirmed by the presence of a single peak in the melting curve. All the data were normalised to the average Ct value of two housekeeping genes (ACTIN and UBIQUITIN) unless otherwise mentioned and the calculated efficiency was added to the analysis. Amplification efficiencies were derived from the slope of amplification curves at the exponential phase. Primer sequences are summarised in Supplementary Table 1.

### Immunoprecipitation and immunoblotting

Total proteins were extracted from dissected leaves or young seedlings in extraction buffer (25 mM Tris-HCl, pH 7.5, 75 mM NaCl, 15 mM MgCl2, 15 mM EGTA, 15 mM p-nitrophenylphosphate, 60 mM β-glycerophosphate, 1 mM dithiothreitol, 0.1% (v/v) IGEPAL CA-630, 0.5 mM NaF, 1 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail for plant tissue [P9599, Sigma]). For immunoprecipitation (IP), equal amounts of protein samples (800 µg) in the extraction buffer^17^ were incubated with anti-DPB antibodies for 1 h at 4 °C on a rotary shaker. Dynabeads Protein A (Invitrogen) was used to pull down polyclonal antibodies, and after washing the beads proteins were eluted by adding SDS sample buffer followed by 5 min boiling. Eluted proteins were loaded on SDS-PAGE gels (10%) and after protein gel electrophoresis proteins were transferred to polyvinylidene difluoride membrane (PVDF, Milipore) and afterwards immunoblotting assay was carried out. For immunoblotting assay^17^, equal amounts of proteins were loaded to SDS-PAGE gel (10%), and proteins were transferred onto PVDF membranes. The membranes were blocked in 5% (w/v) milk powder with 0.05% (v/v) Tween 20 in Tris-buffered saline (TBS; 25 mM Tris-Cl, pH 8.0, and 150 mM NaCl; TBS plus Tween 20 [TBST]) buffer for 1 h at room temperature. The membrane was incubated with 5% (w/v) milk-powder TBST containing the primary antibodies and agitated overnight at 4 °C.

Primary antibodies used in immunoblotting experiments were chicken anti-RBR antibody (1:2000 dilution; Agrisera), mouse monoclonal anti-PSTAIRE (1:40,000 dilution, CDKA;1 specific; Sigma), anti-phospho-specific Rb (Ser-807/811) rabbit polyclonal antibody (1:500 dilution; Cell Signalling Tech), anti-DPA, anti-E2FB polyclonal rabbit antibodies (both 1:400 dilution, Magyar et al., 2005)^45^, anti-DPB polyclonal rabbit antibody^62^, and anti-E2FA rat polyclonal antibody (1:400 dilution,^18^, anti-12S globulin rabbit polyclonal antibody (1:10,000;^63^. After the primary antibody reaction, the membrane was washed (TBST) and incubated with the appropriate secondary antibody conjugated with horseradish peroxidase at room temperature. Afterward, chemiluminescence substrate was applied according to the manufacturer description (SuperSignal West Pico Plus, Thermo Fisher Scientific) or Immobilon western horseradish peroxidase (Millipore).

### Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) assay

ChIP-seq assays were performed on 14-d-old seedlings using anti-GFP antibody (Abcam). Plant material was cross-linked in 1% (v/v) formaldehyde for 15 min under vacuum at room temperature and cross-linking was then quenched with 0.125 M glycine for 5 min. Cross-linked plantlets were ground in liquid nitrogen, and nuclei were lysed in Nuclei Lysis Buffer (0.1% SDS, 50 mm Tris-HCl at pH 8, 10 mm EDTA, pH 8). Chromatin was then sonicated for 5 min using a Covaris S220 (Peak Power: 175, cycles/burst: 200. Duty Factory: 20). Immunoprecipitation was performed overnight at 4 °C with gentle shaking, and immuno-complexes were next incubated for 1 h at 4 °C with 40 μL of Dynabeads Protein A (Thermo Fisher Scientific). The beads were washed 2 × 5 min in ChIP Wash Buffer 1 (0.1% SDS, 1% Triton X-100, 20 mM Tris−HCl at pH 8, 2 mM EDTA at pH 8, 150 mM NaCl), 2 × 5 min in ChIP Wash Buffer 2 (0.1% SDS, 1% Triton X-100, 20 mM Tris−HCl at pH 8, 2 mM EDTA at pH 8, 500 mM NaCl), 2 × 5 min in ChIP Wash Buffer 3 (0.25 mM LiCl, 1% NP-40, 1% sodium deoxycholate, 10 mM Tris−HCl at pH 8, 1 mM EDTA at pH 8) and twice in TE (10 mm Tris-HCl at pH 8, 1 mM EDTA at pH 8). ChIPed DNA was eluted by two 15-min incubations at 65 °C with 250 μL of Elution Buffer (1% SDS, 0.1 m NaHCO_3_). Chromatin was reverse cross-linked by adding 20 μL of NaCl 5 M and incubated overnight at 65 °C. Reverse cross-linked DNA was treated with RNase and Proteinase K and extracted with phenol−chloroform. DNA was ethanol precipitated in the presence of 20 μg of glycogen and resuspended in 10 μL of nuclease-free water in a DNA low-bind tube. Libraries were then generated using 10 ng of DNA and NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB), following the manufacturer’s instructions. The quality of libraries was assessed with an Agilent 2100 Bioanalyzer (Agilent), prior to 1 × 75 bp high-throughput sequencing by NextSeq 500 (Illumina).

### Analysis of ChIP-seq data

Trimmomatic-0.38 was used for quality trimming^64^. Parameters for read quality filtering were set as follows: minimum length of 36 bp; mean Phred quality score greater than 30; leading and trailing bases removal with base quality <5. The reads were mapped onto the TAIR10 assembly using Bowtie 2^65^ with mismatch permission of 1 bp. To identify significantly enriched regions, we used MACS2^66^. Parameters for peaks detection were set as follows: number of duplicate reads at a location:1; mfold of 5:50; Q-value cutoff: 0.05; extsize 200; sharp peak. 

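The deposited lists were tested for these settings. The lowest -log10 q-value of a peak was between 1.00 and 1.05 in the replicate 1 lists and between 1.33 and 1.67 in the replicate 2 lists. In replicate 1, 24595 E2FA peaks, 21249 E2FB peaks, 19012 E2FC peaks and 23974 RBR peaks had a q-value under 0.01. The authors' Reporting Summary gives macs2 2.2.7.1 with a p-value cutoff of 0.05 and an extension size of 150 bp. The widest peaks were between 11362 bp (E2FC) and 14978 bp (RBR) in replicate 1 and between 7272 bp (E2FA) and 9154 bp (RBR) in replicate 2.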

Average scores across genomic regions were extracted using the multiBigwigSummary command of the DeepTools package after data normalisation with the S3norm software^67^. Data were visualised using WashU and the plot Heatmap tool of the DeepTools package^68^ was used to generate heatmaps while the ggplot2 package was used to draw metaplots.

### Motif enrichment analysis

Position weight matrix (PWM) data for binding motifs of E2FA and MYB3R5, determined by DNA affinity purification sequencing (DAP-Seq), were obtained from a website of Plant Cistrome Database at http://neomorph.salk.edu/PlantCistromeDB^69^, and used as E2F- and MYB3R-binding motifs. Motif search based on PWM was conducted using the matchPWM function implementing in R Biostrings package. Forward and reverse of each motif were used as PWM with minimum score of 50%.

### Transcriptome analysis

Total RNAs were extracted using the RNeasy Plant Mini Kit (QIAGEN, Germany) from whole seedlings according to the manufacturer’s instructions. Total RNAs from WT and *e2fabc* at 9 DAG were used for construction of cDNA libraries using the TruSeq RNA Library Preparation Kit v2 (Illumina, United States) according to the manufacturer’s protocol. For transcriptome profiling in WT and *e2fabc* plants, we analysed three biological replicates for statistical analysis. The libraries were sequenced using the NextSeq500 sequencer (Illumina, United States). Raw reads containing adaptor sequences were trimmed using bcl2fastq (Illumina, United States), and nucleotides with low-quality (QV < 25) were masked by *N* using the original script. Reads shorter than 50 bp were discarded, and the remaining reads were mapped to the cDNA reference using Bowtie with the following parameters: “–all–best–strata”^70^. The reads were counted by transcript models. Differentially expressed genes were selected based on the adjusted P-value calculated using edgeR (version 3.20.9) with default settings^71^.

### Other methods

Gene ontology analysis was carried out using the singular enrichment analysis tool offered by agriGO with the default settings^72^.

### Statistics and reproducibility

Each experiments were performed with three biologically independent samples unless stated otherwise. Statistical analysis between two groups was analysed by a paired *t* test in Microsoft Excel. The *p* values were all two-tailed, and *p* < 0.05 was considered significant: *p < 0.05, **p < 0.01, ***p < 0.001. All experiments in this study were repeated three times.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

RNA-Seq data for WT and *e2fabc* can be accessed from the DDBJ database under accession number DRA016858. ChIP-Seq data of RBR, E2FA, E2FB and E2FC can be accessed at Gene Expression Omnibus database under accession number GSE218481. The source data are provided with this paper including raw western blots (Supplementary Data 4 and Supplementary Fig. 14). Other source data supporting the findings of this study and Arabidopsis mutants and transgenic lines generated and used in this study are available from the corresponding author upon reasonable request.

# Supplementary material for: The canonical E2Fs together with RETINOBLASTOMA-RELATED are required to establish quiescence during plant development
**Source:** Commun Biol. 2023 Sep 4;6:903. doi: 10.1038/s42003-023-05259-2
**Supplement:** Supplementary file 2 — Supplementary Information File

# Supplementary Fig. 1

a,

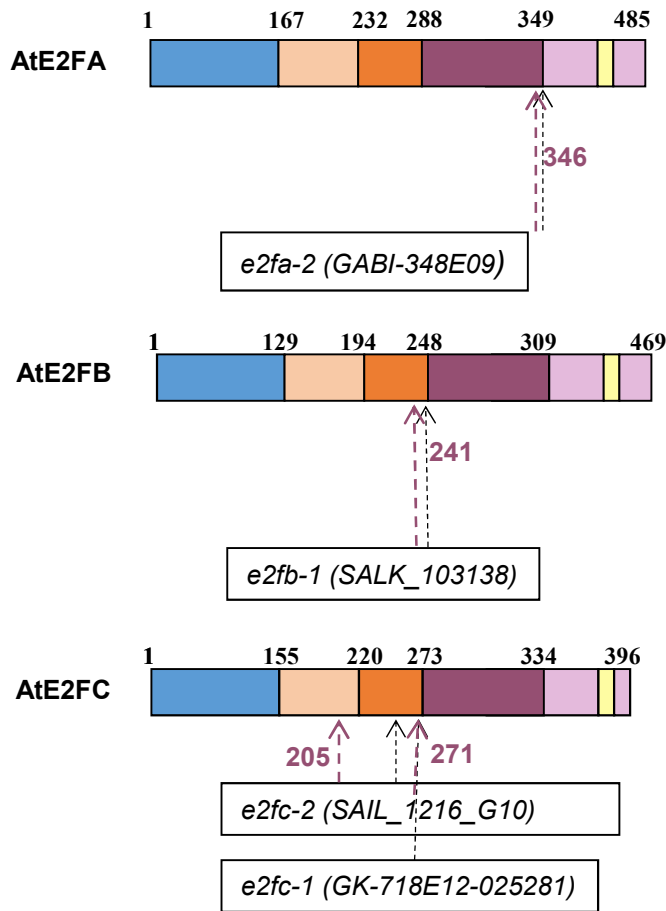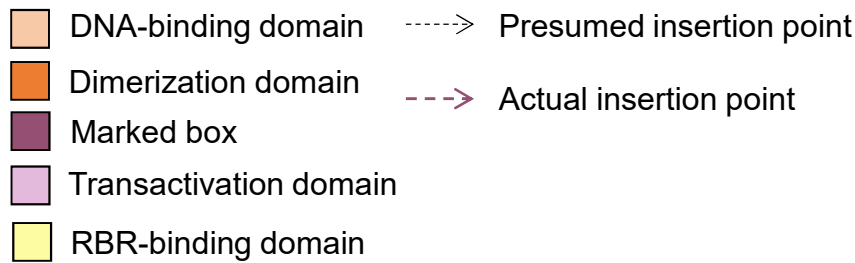

b,

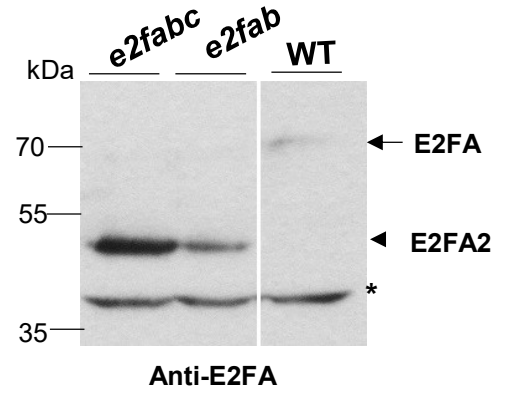

c,

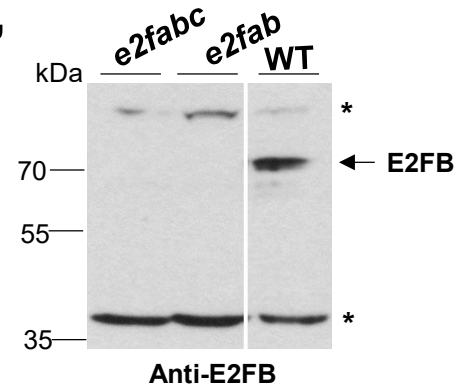

d,

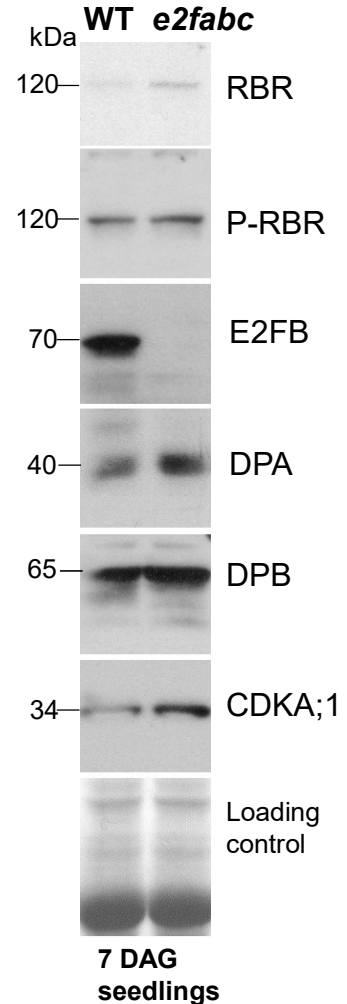

### **Supplementary Fig. 1 Characterization of E2F mutant lines used in this work.**

**a** Position of the T-DNA insertions in mutant lines used in this study. In each mutant the exact position of the insertion was verified by sequencing the flanking regions and the presumed and the actual insertion points are shown by black and purple arrows, respectively. For all genes, the regions encoding each protein domain are highlighted with different colours.

**b, c** Accumulation of E2FB is undetectable in *e2fab*, and *e2fab* mutants using a C-terminal specific anti-E2FB antibody in western blot whereas the N-terminal specific anti-E2FA antibody recognized a truncated version of the E2FA protein in the *e2f* mutants (marked as E2FA2 – Leviczky et al., 2019). Arrow shows the full length E2FA and E2FB proteins, while arrowhead marks the truncated E2FA (E2FA2) and the star indicates an aspecific band recognized by the anti-E2FB antibody.

**d** The accumulation level of RBR, phosphorylated RBR (P-RBR<sup>911Ser</sup>), CDKA;1, DPA and DPB proteins was comparable in the *e2fab* with the WT or even slightly enhanced (description of these antibodies are found in the Methods section). Seedlings at 7DAG were used in Western blot assay. Molecular weight markers are indicated at the left side.

## Supplementary Fig. 2

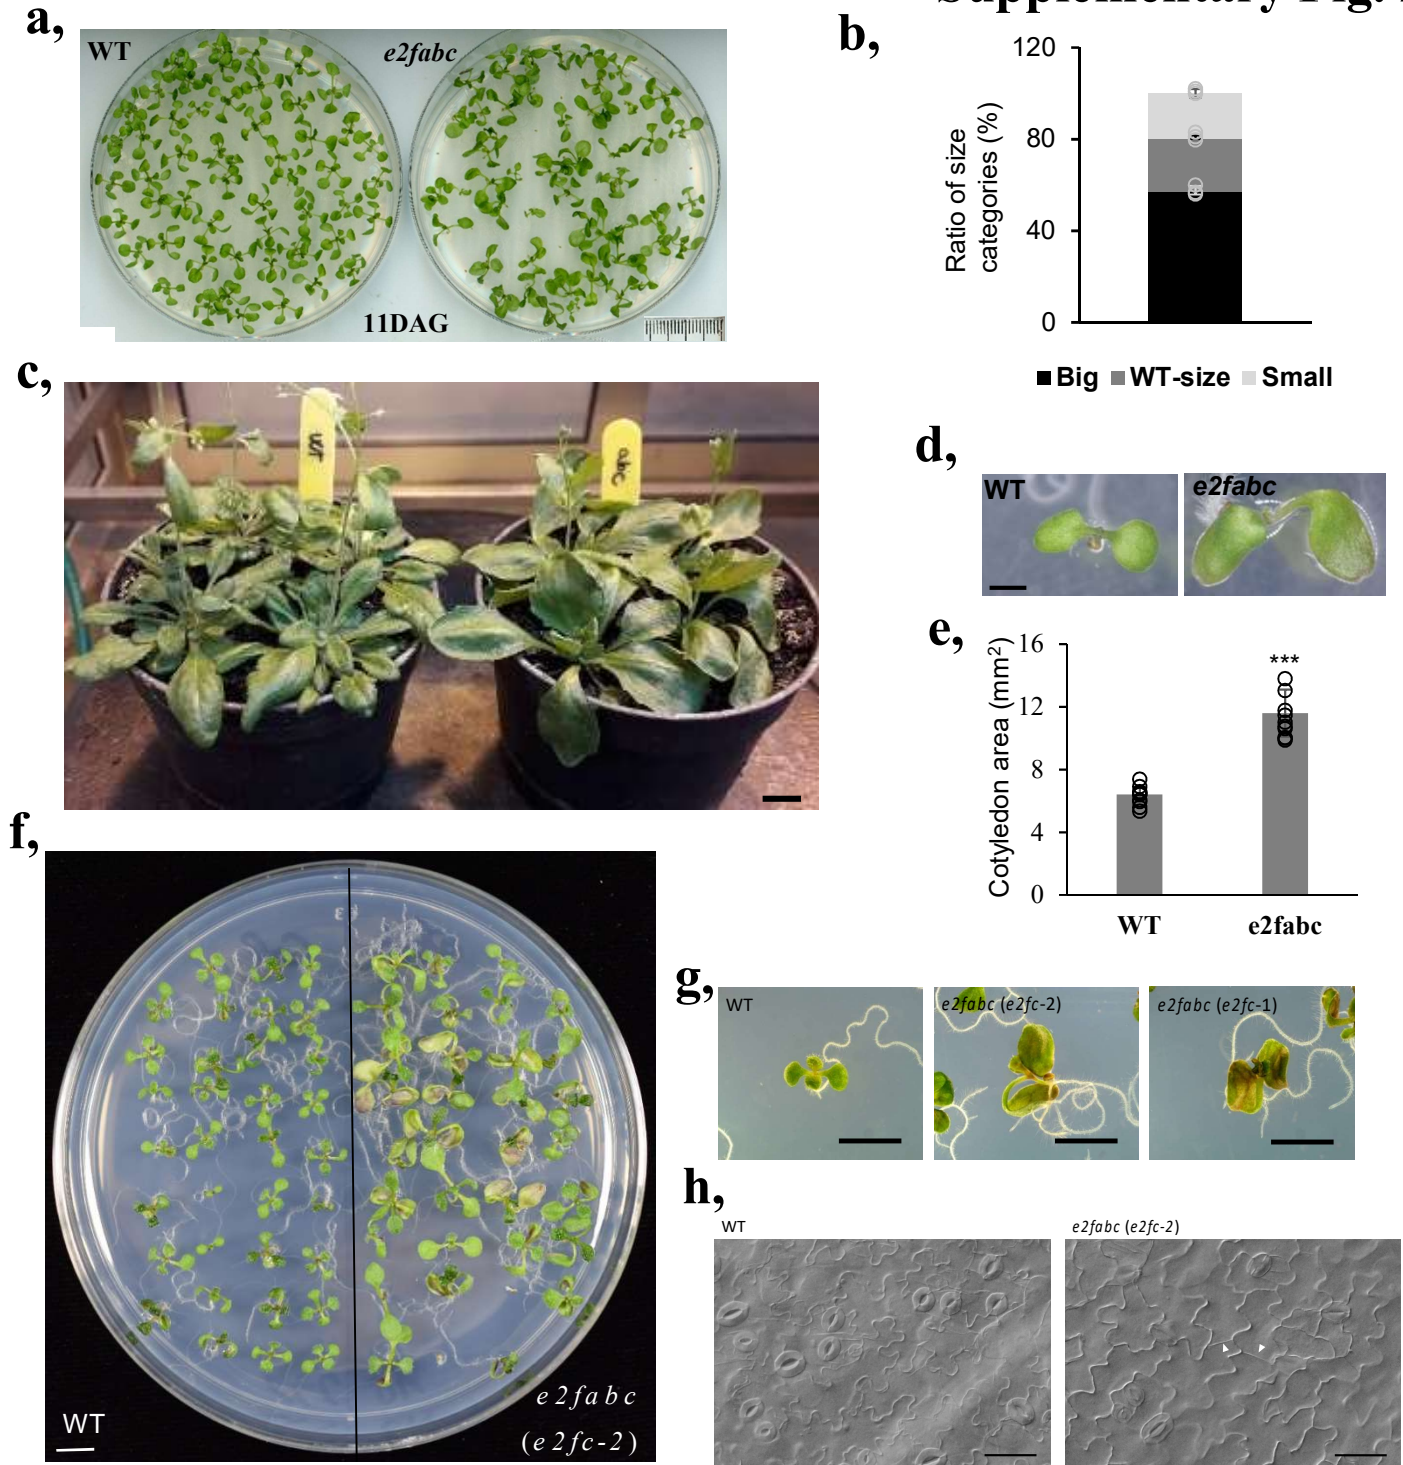

**Supplementary Fig. 2 *E2fab c* mutants are enlarged compared to the WT.**

**a** Representative phenotypes of plantlets at 11 DAG grown on agar medium. **b** Distribution of *e2fab c* plantlets between big, WT-size and small categories determined at 11 DAG. **c** Picture of WT and *e2fab c* plants with fully expanded rosettes grown for 23 days on soil (Bar: 1 cm). **d**, **e** Cotyledons of *e2fab c* mutants are enlarged. **d** Pictures of plantlets at 7 DAG (Bar: 4 mm), **(e)** Graph showing cotyledon area in plantlets at 7 DAG. Data are average  $\pm$  standard deviation ( $n=3$  biological replicates,  $N=10$  samples in each). \*\*\* $P \leq 0.001$ , denotes statistically relevant differences (two-tailed, paired  $t$ -test between the WT and the mutant). **f-h** Young seedlings of *e2fab c-2* triple mutant are enlarged. **f** Pictures of plantlets at 9 DAG (Bar: 0.5cm), **(g)** Higher magnification of seedlings at 9 DAG, scale bar = 5mm **(h)** DIC image of differentiated pavement cells in the leaf epidermis of the triple *e2fab c-2* line show newly synthesised cell walls indicating cell proliferation. Scale bars = 20  $\mu$ m.

## Supplementary Fig. 3

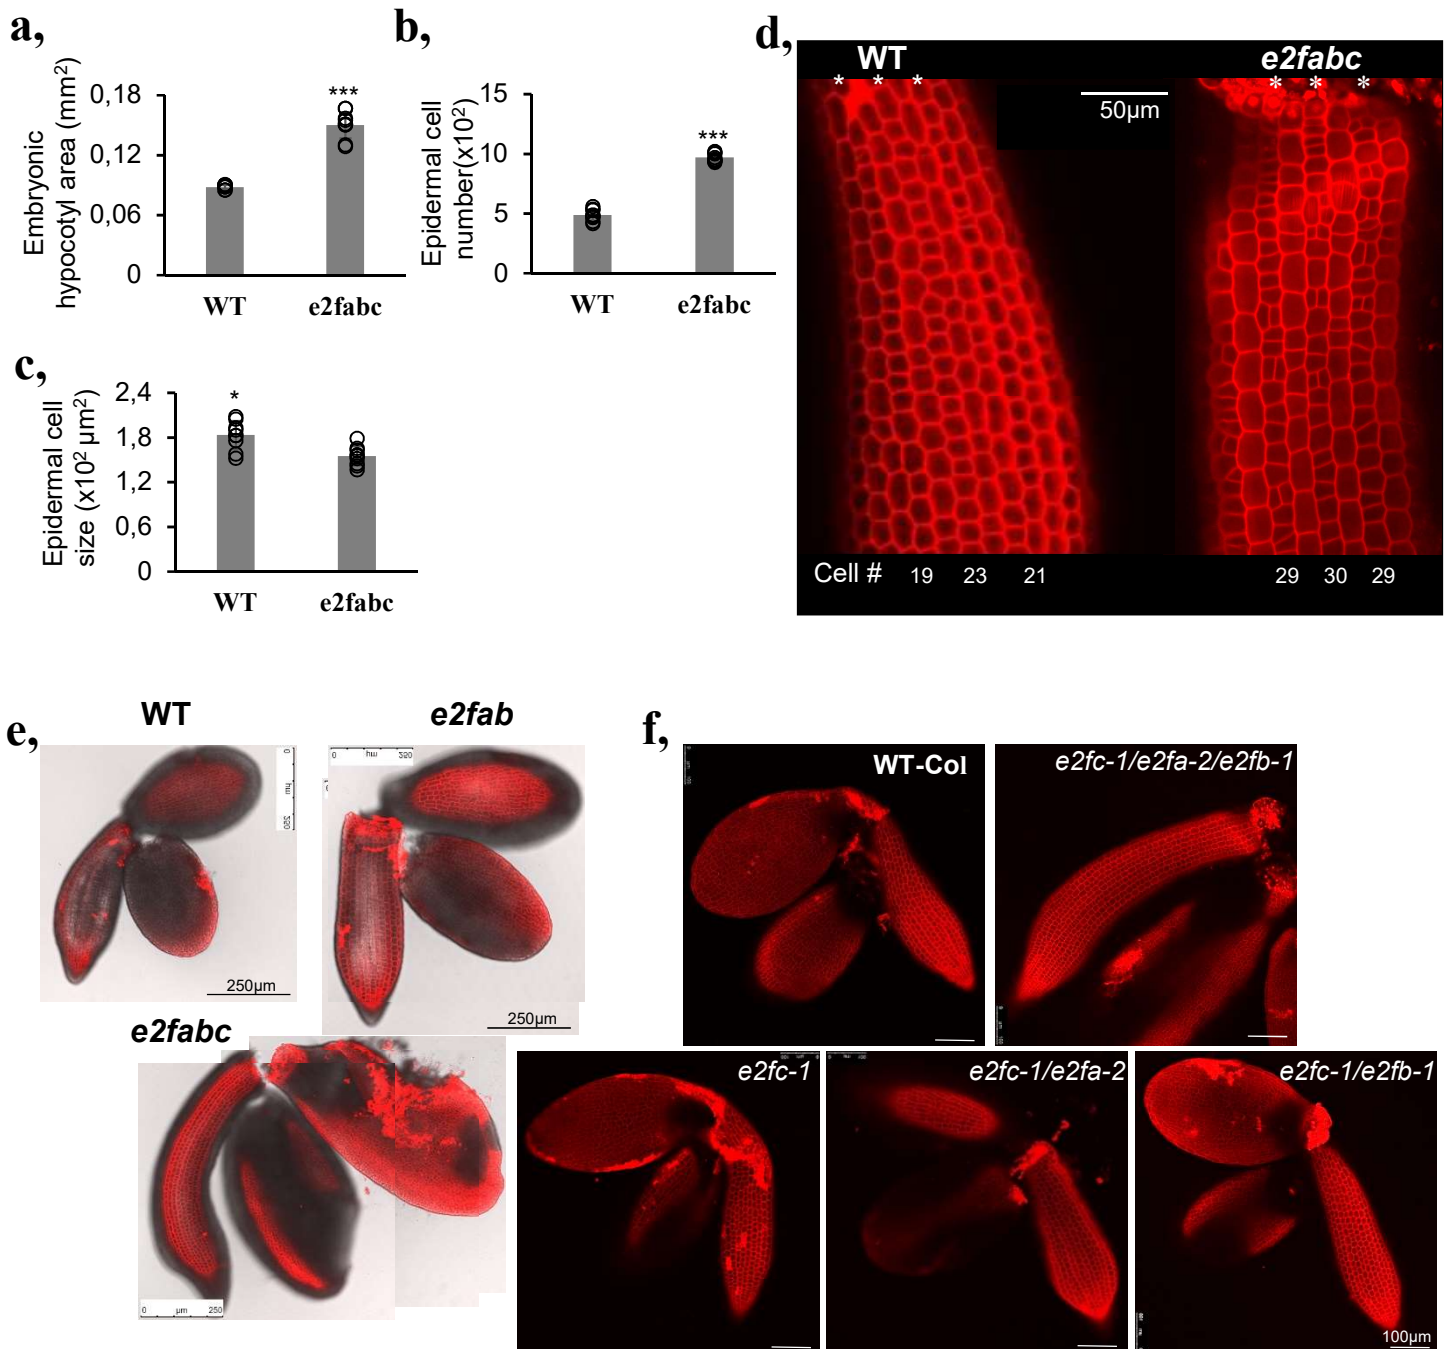

**Supplementary Fig. 3 Excessive proliferation is only apparent in the triple *e2fab* mutant embryos.** **a-c** Hypocotyls of *e2fab* embryos are enlarged and consist of more numerous and smaller cells compared to the WT. **a** Embryonic hypocotyl area, **(b)** Epidermal cell size, **(c)** Epidermal cell number. **d-f** Representative confocal microscopy image showing the hypocotyl epidermis and dissected embryos after propidium iodide (PI) staining. **d** Comparison of hypocotyl epidermis of *e2fab* and the WT control. Asterisks show longitudinal cell files where extra cell divisions were observed in the *e2fab* mutant but not in the WT. **e** The *e2fab* triple embryo is even larger than the enlarged *e2fab* double mutant embryo (Bar: 250 μm). **f** Neither *e2fc-1* nor double *e2fac/e2fb* mutant embryos did show excessive proliferations in their hypocotyl epidermis, and they are more similar in size with WT control embryo (Bar: 100 μm). For all graphs, data are average  $\pm$  standard deviation, (n=3 biological repeats, N=10 samples in each), \* $P \leq 0.05$ , \*\* $P \leq 0.01$  denotes statistically relevant differences (two-tailed, paired *t*-test between the WT and the mutant).

**Supplementary Fig. 4**

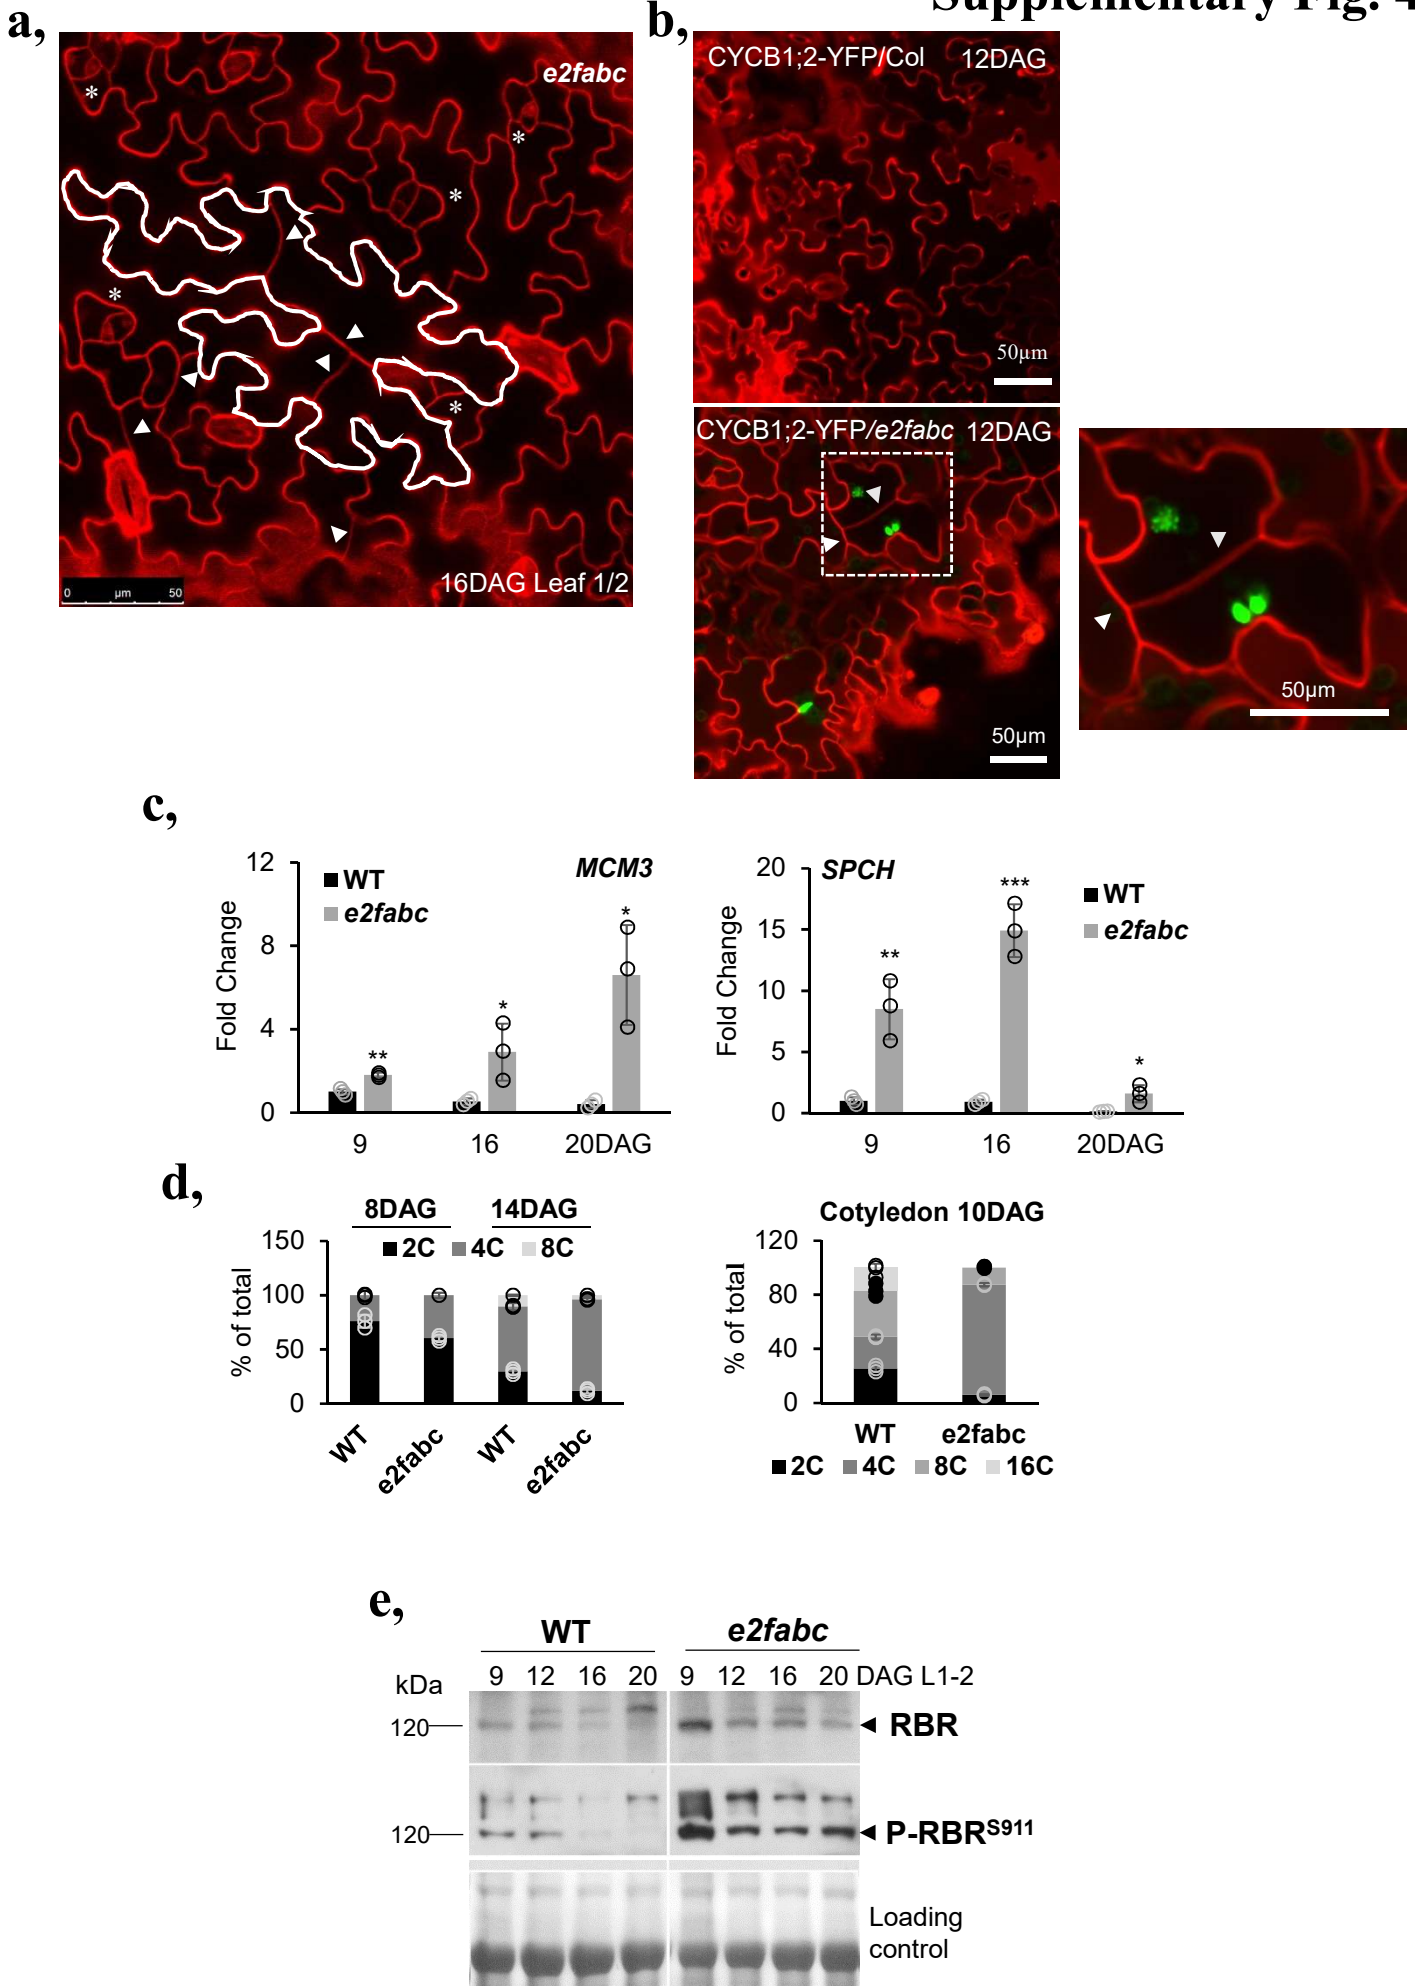

**Supplementary Fig. 4 Excessive cell proliferation is enhanced in *e2fab*c mutants.**

**a** The *e2fab*c mutant leaves display extra cell division events in puzzle-shaped differentiated epidermal cells. An example of a large dividing puzzle-formed pavement cell is outlined in white. Arrowheads show straight cell lines indicative for multiple extra cell divisions. Asterisks mark dividing small meristemoid-like cells. Picture of leaf epidermis was taken at 16DAG. Bar: 50  $\mu$ m.

**b** The CYCB1;2-YFP<sup>NLS</sup> signal was not detectable in the epidermal pavement cells of the WT-Col background but in the leaf of *e2fab*c mutant at 12DAG. Elongated epidermal pavement cells with a straight cell wall inside is marked by a white box containing YFP signal in their nuclei indicating ongoing mitosis and it was zoomed on the right side. Arrowheads indicate newly formed straight cell walls. Bar: 50  $\mu$ m.

**c** The cell cycle gene *MCM3* and the stomata development gene *SPCH* are overexpressed in the first leaf pairs of *e2fab*c mutants compared to the WT at 9, 16, 20 DAG. Expression of the two genes was quantified by qRT-PCR, and values represent fold change levels normalised to the relevant transcript levels of the WT at 9DAG, which was set arbitrarily at 1. n=3 biological repeats. Error bars indicate the +/- SD. \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ ; indicate statistical significance two-tailed, paired *t*-test between the wild type and the *e2fab*c at a given time point. Abbreviations and primer sequences are listed in Supplementary Table 1.

**d** Percentage of DNA ploidy levels were determined by flow cytometry in first leaf and cotyledon samples at the indicated time points (DAG).

**e** In immunoblot assay, phosphorylation on the conserved Ser<sup>911</sup> site in the RBR protein (P-RBR) remained at high level in the triple *e2fab*c mutant in comparison to the WT during leaf development at 9, 12, 16, 20 DAG. Arrowheads indicate the positions of RBR and P-RBR proteins. Molecular weight size is indicated on the left.

## Supplementary Fig. 5

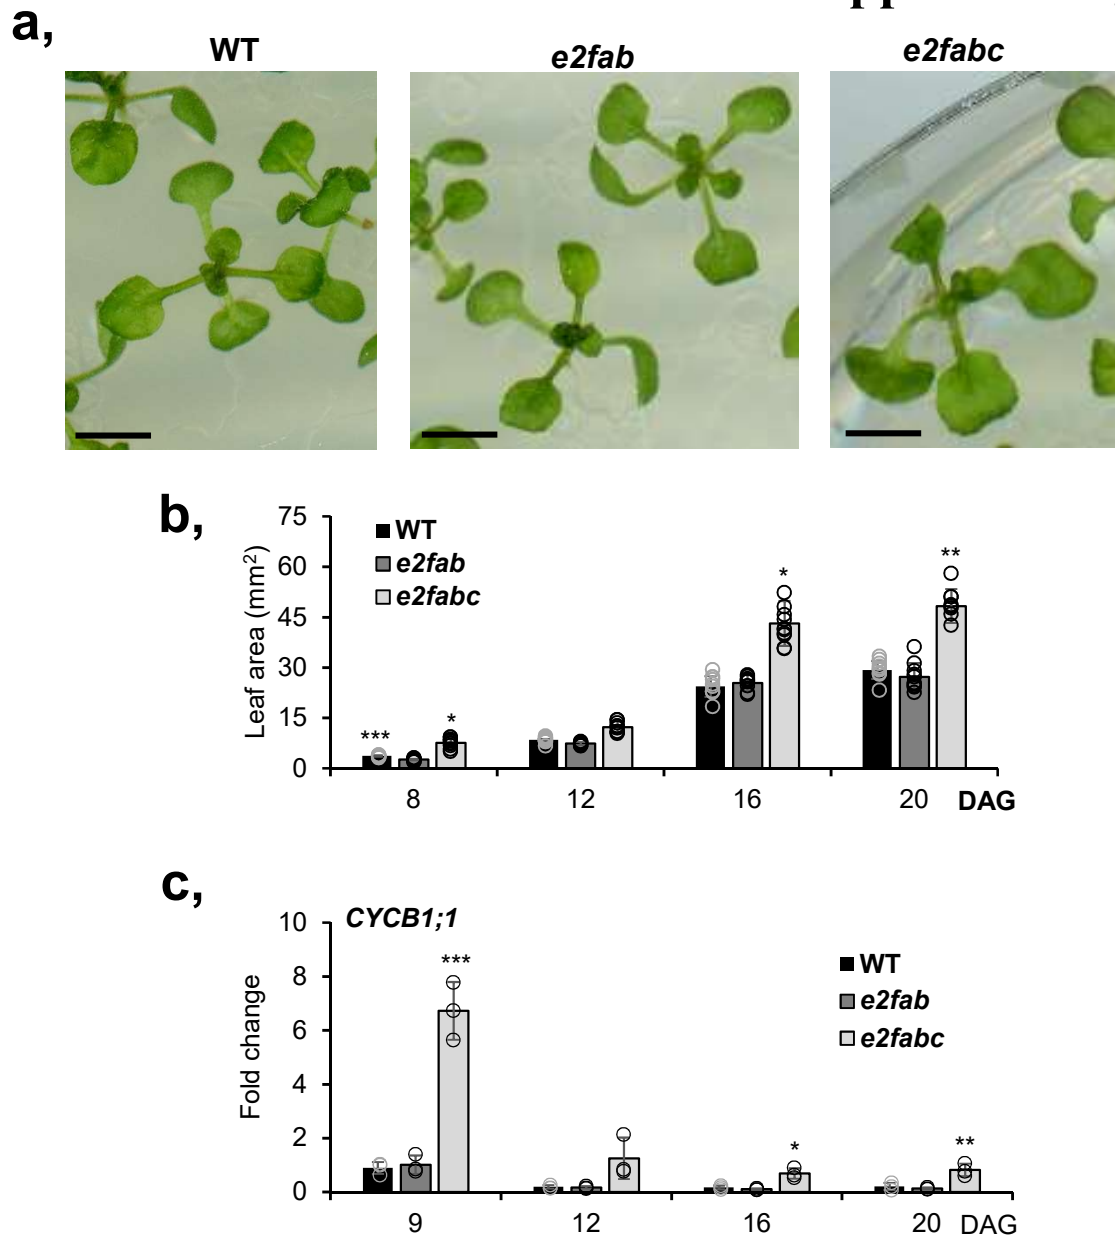

**Supplementary Fig. 5** Leaf size and expression of the mitotic *CYCB1;1* was not affected in the double *e2fab* mutant but in the triple *e2fabc*.

**a** Representative pictures of seedlings of WT, *e2fab* double and *e2fabc* triple mutant lines were taken at 13DAG. Bar: 3mm.

**b** Quantification of leaf area (first leaf pair) during leaf development of WT, *e2fab* and *e2fabc* lines at 8,12,16 and 20 DAG. Data are average  $\pm$  standard deviation  $n=3$  biological replicates,  $N=10$  samples in each. \* $P<0,05$ ; \*\* $P<0.01$ ; \*\*\*  $P<0,001$  (two-tailed, paired t-test between the WT and the two mutants at a given time point).

**c** The mitotic *CYCB1;1* shows significantly elevated expression in *e2fabc* mutant compared to the wild-type and to the *e2fab* double mutant during leaf development at 9, 12, 16 and 20 DAG. Expression was monitored by qRT-PCR. Values represent fold changes relative to average expression levels of two reference genes (*UBC18* and *ACTIN*) and normalised to the value of the relevant transcript of the wild type at 9DAG, which was set arbitrarily at 1. Data are means  $\pm$  sd.,  $n=3$  biological repeats. \*\* $P<0.01$ ; \*\*\*  $P<0,001$  (two-tailed, paired t-test between the WT and the two mutants at a given time point). Abbreviations and primer sequences are listed in Supplementary Table 1.

## Supplementary Fig. 6

**a,**

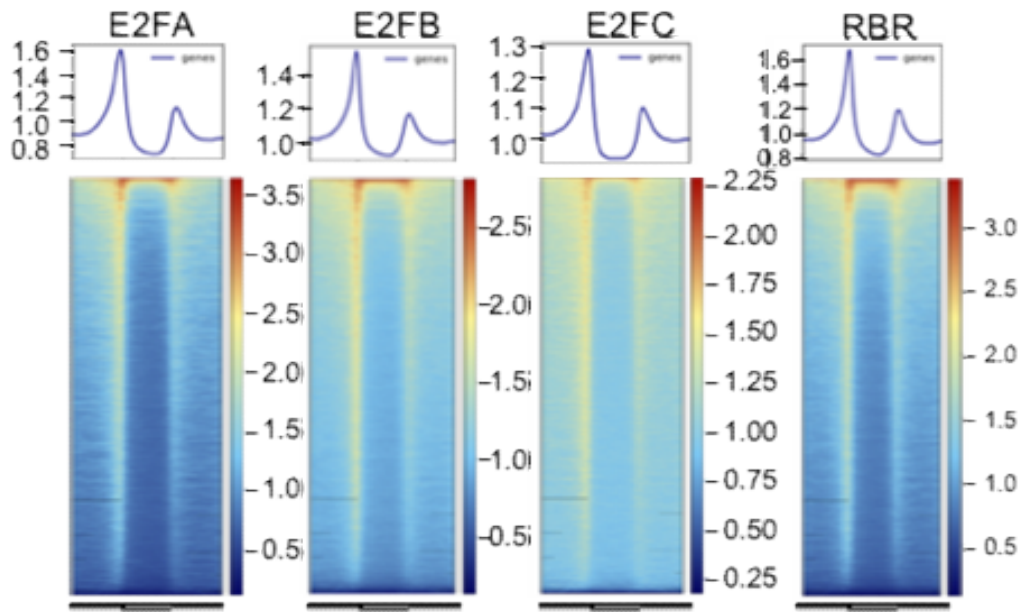

E2FA TChAP top275  
(Verkest et al. 2014)

**b,**

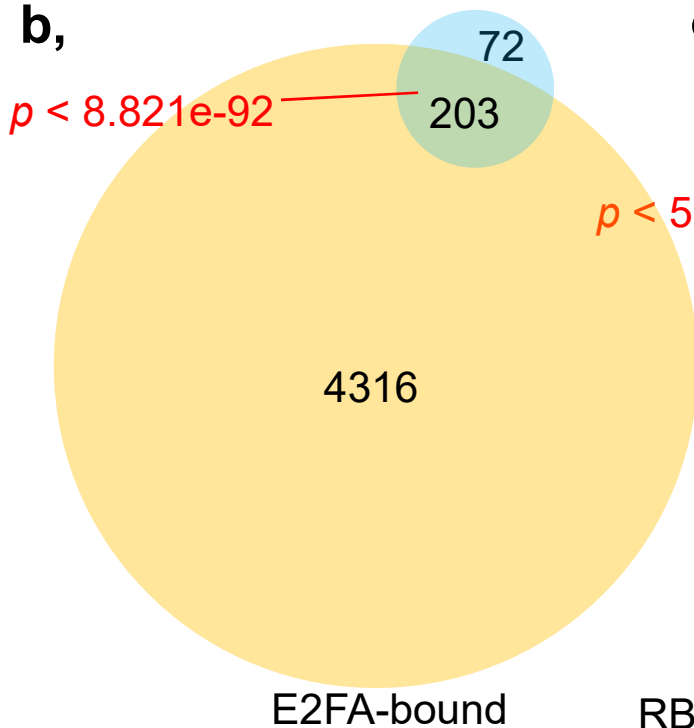

**c,**

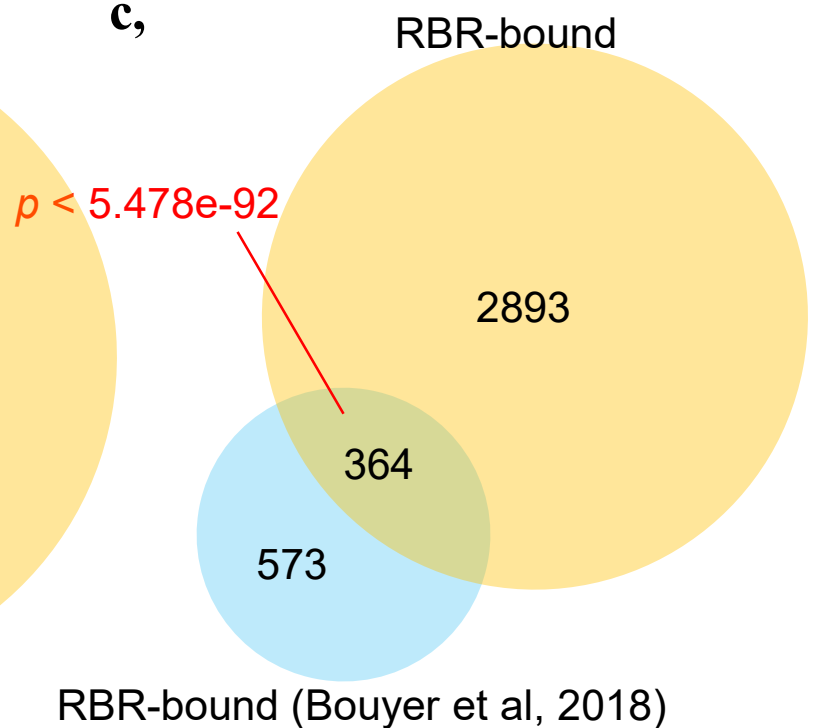

### Supplementary Fig. 6 Quality control of the ChIP-seq analysis

**a** Metaplot and heatmap showing the binding profiles of E2FA, E2FB, E2FC and RBR. Plots are centred on target genes.

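The read coverage behind the metaplot and heatmap was not analysed here. In the lists of peaks, the annotation gives the kind of sequence in which each midpoint lies. Intergenic sequence, which is 35.9% of the nuclear genome, held 76.4% of the E2FA midpoints, 73.1% of the E2FB midpoints, 80.6% of the E2FC midpoints and 67.3% of the RBR midpoints in replicate 1. Coding sequence is 28.3% of the genome and held between 1.27% (E2FC) and 4.06% (RBR). The 5' UTRs, 4.88% of the genome, held 7.63% for E2FA, 10.4% for E2FB, 6.23% for E2FC and 12.8% for RBR. In replicate 2, intergenic sequence held between 55.5 and 58.6% of the midpoints and 5' UTRs between 19.6 and 21.0%.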

**b** comparison of E2FA targets identified in this work, and the top 275 genes defined in previous TChAP experiments (Verkest et al., 2014).

**c** comparison of RBR targets identified in this work, and those targets reported by (Bouyer, Heese et al., 2018). For both comparisons, overlaps obtained are significantly greater than what would be expected by chance,  $P$ -values are indicated in red (Fisher exact test).

**Supplementary Fig. 7**

**a,**

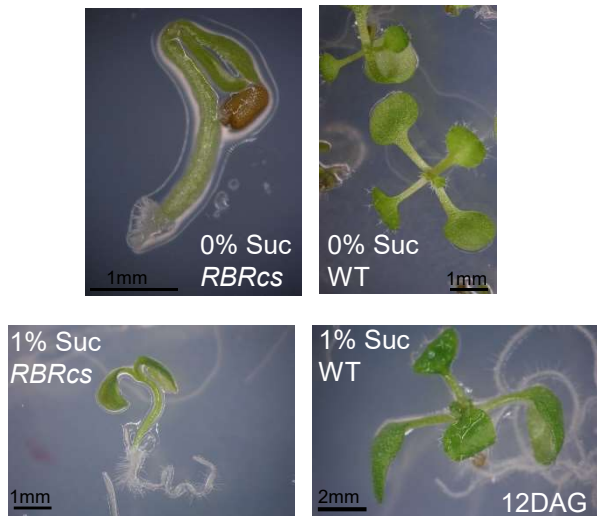

**b,**

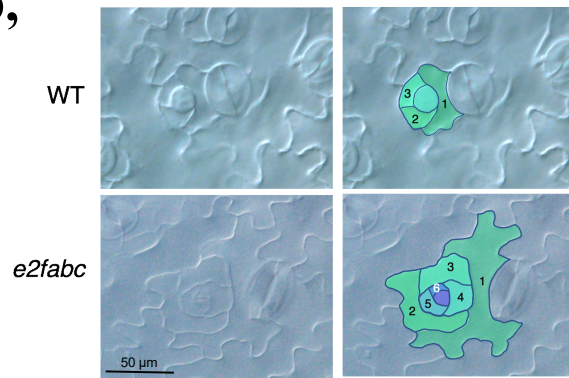

**c,**

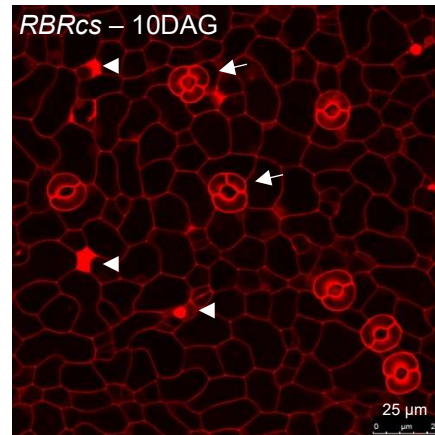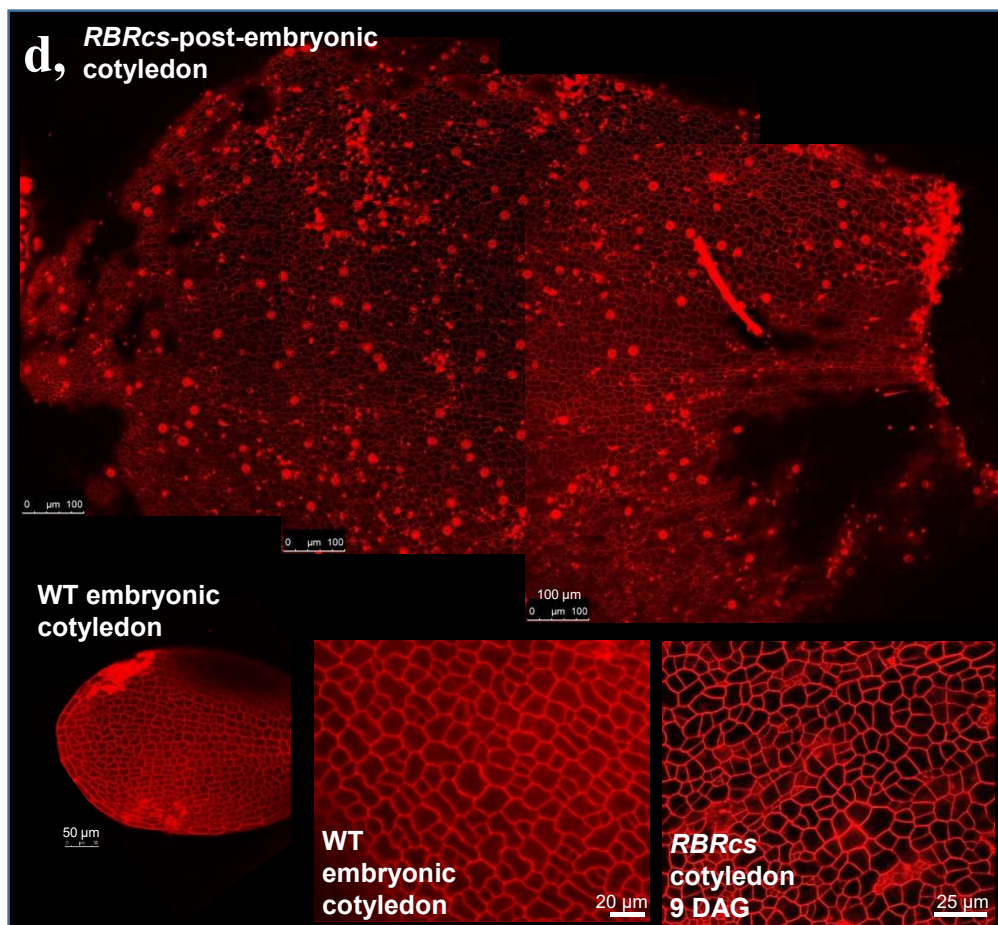

**Supplementary Fig. 7 Comparison of cellular phenotypes observed in the epidermis of *e2fab* and *RBRcs* lines.**

**a** All mutant seedlings with reduced RBR levels had identical phenotypic abnormalities as reported earlier (Gutzat et al., 2011). On sucrose free medium the root of the *RBRcs* seedlings did not grow, and cotyledons were closed (12DAG), while in the presence of sucrose roots grow and cotyledons were open but they never produced expanding first leaf pairs, and their growth was strongly arrested in comparison to the WT at the same age. Scale bars are indicated.

**b** DIC image of a stomata meristemoid (top) and cartoon highlighting reiterated cell division events in the *e2fab* leaf in comparison to the WT. Bar: 50  $\mu$ m.

**c-d** PI stained cotyledons of *RBRcs* seedlings (at 9 DAG) and WT embryos. The obtained images are highly similar, showing that epidermal cells of *RBRcs* remain embryonic-like. Arrows show stomata consisting of three cells, while arrowheads indicate dead cells in d.

# Supplementary Fig. 8

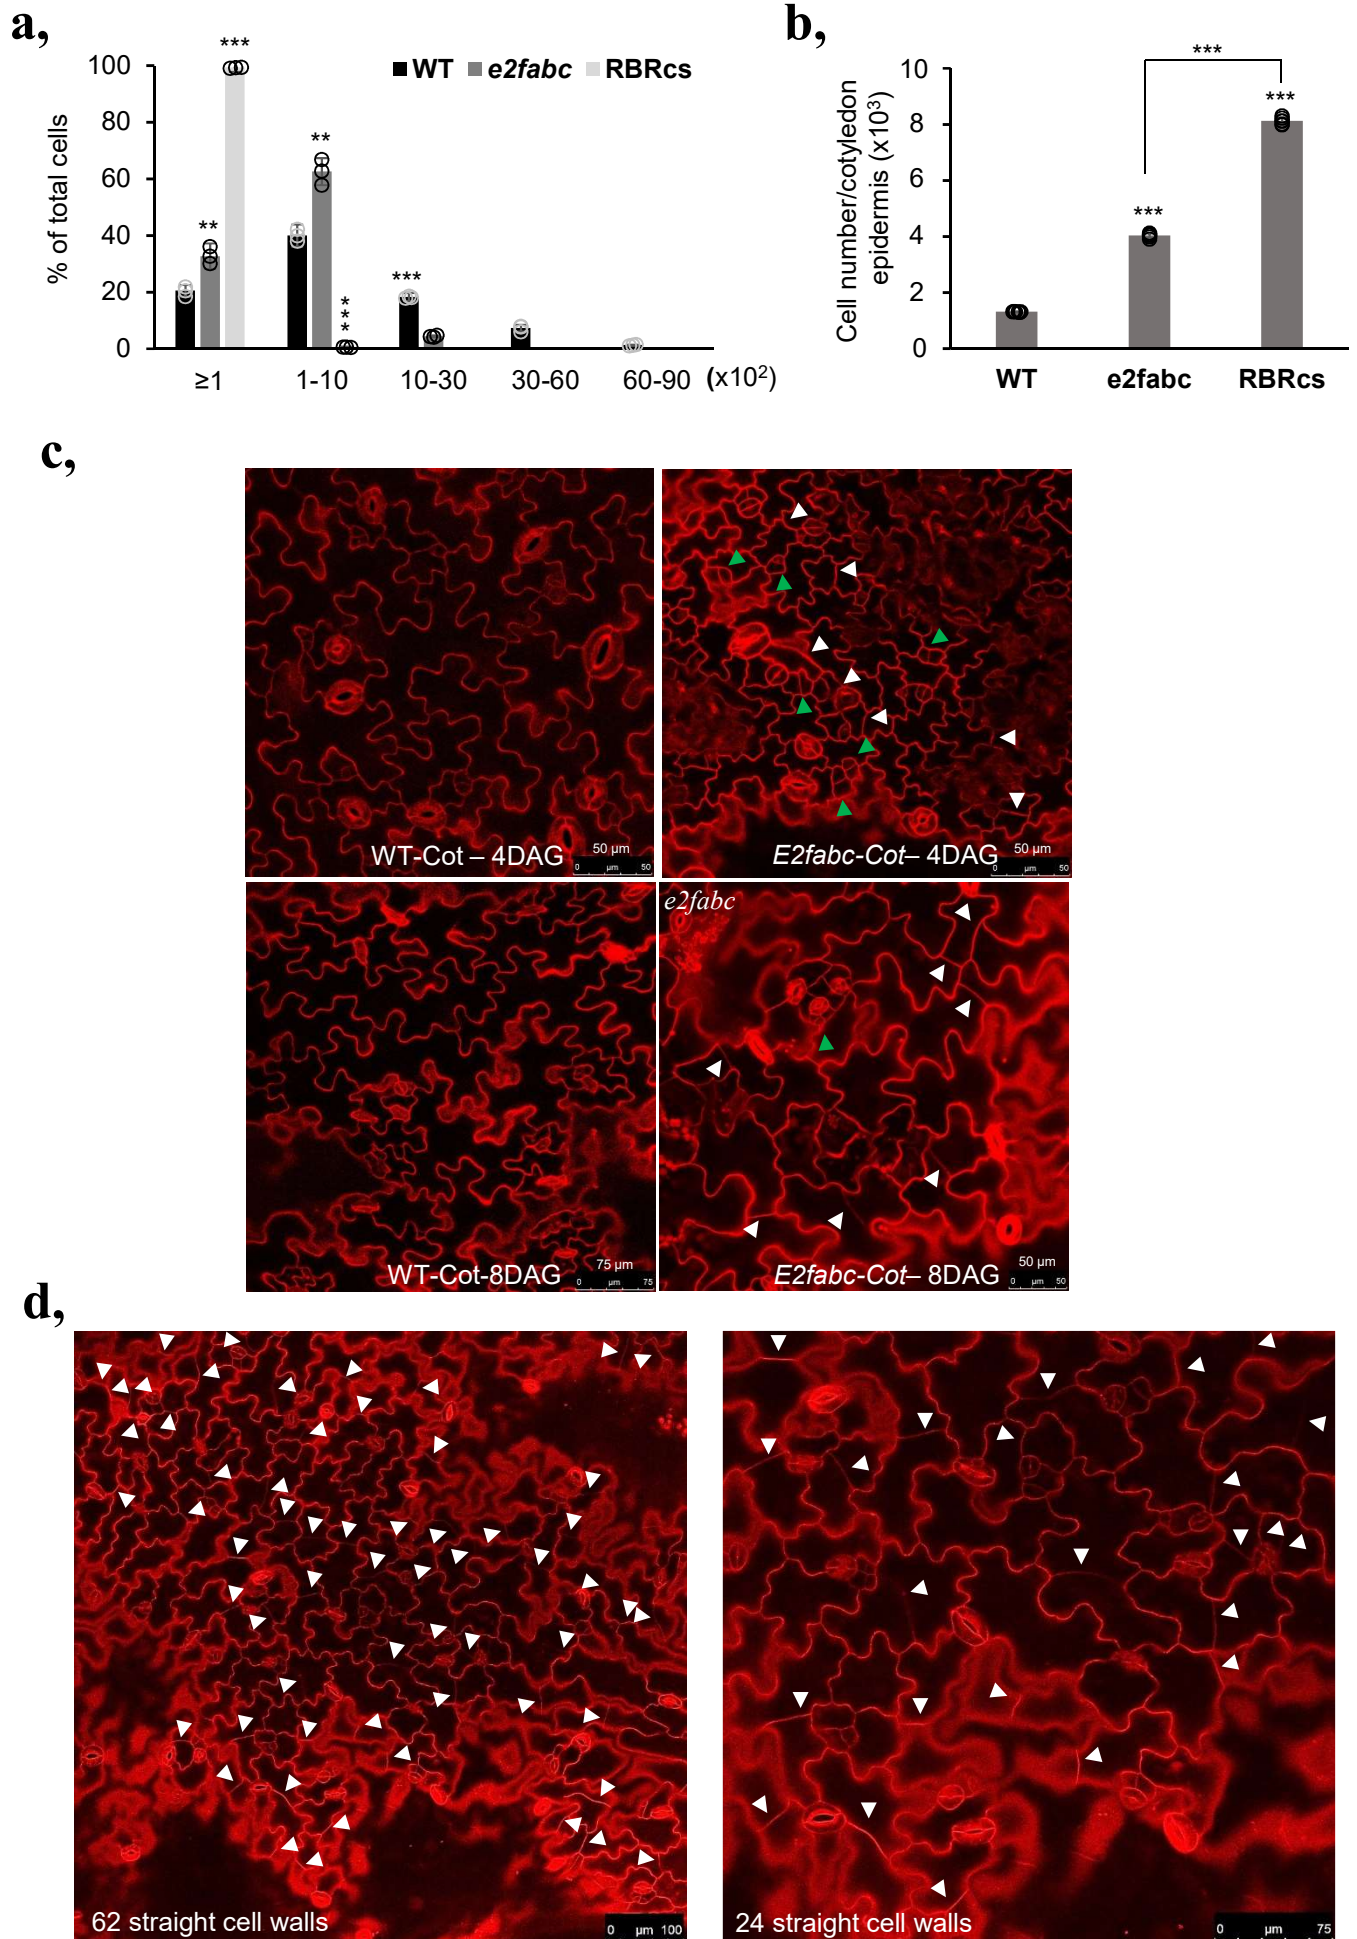

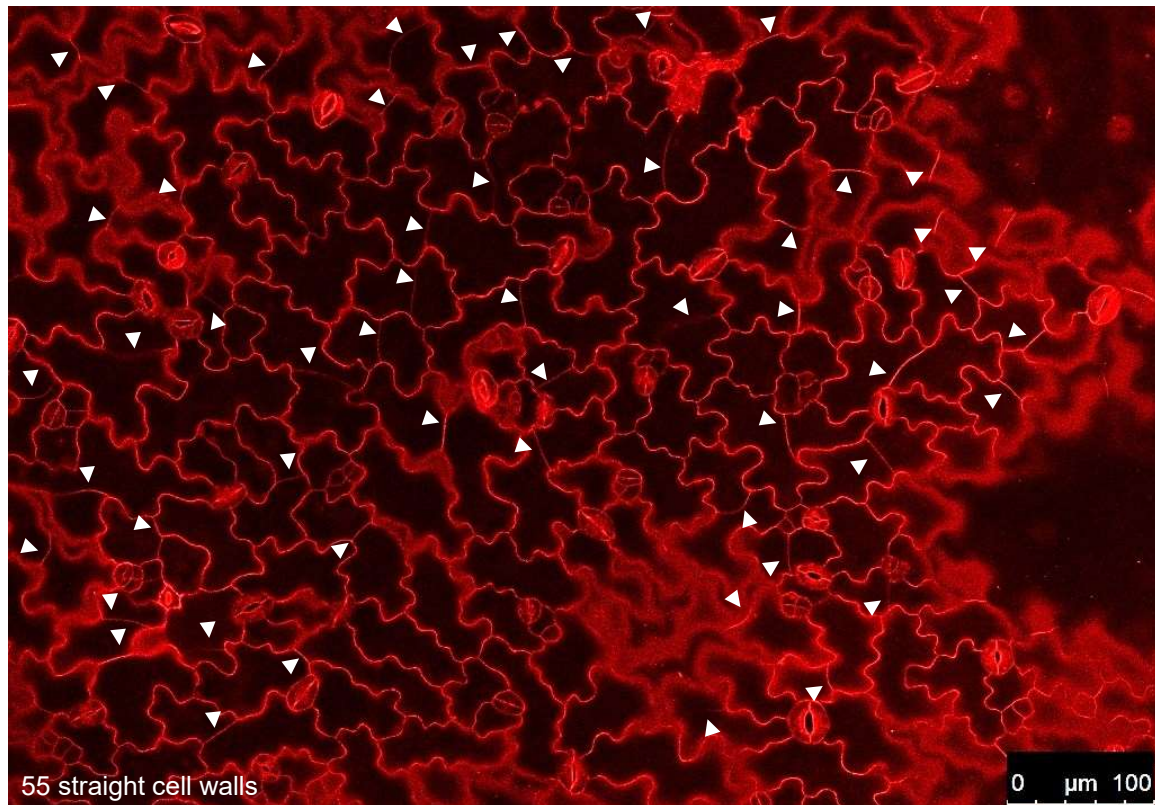

**Supplementary Fig. 8 Excessive cell proliferation in *e2fab* mutants and *RBRcs* lines**

**a** Cell size distribution in the cotyledon epidermis of *e2fab* and *RBRcs* lines at 4DAG is shifted towards the smaller cell sizes.  $n=3$  biological repeats,  $N=10$  samples in each.  $\geq 400$  cells were measured using ImageJ.  $**P \leq 0.01$ ,  $***P \leq 0.001$ , significant difference in the transgenic lines compared to the WT using Student t-test.

**b** Cell number is increased in the cotyledon epidermis of *RBRcs* lines and to a lesser extent in *e2fab* lines.  $***P \leq 0.001$ ; indicate statistical significance (two-tailed, paired *t*-test between the WT and the mutants, and between the two mutants).

**c** Representative images of propidium iodide (PI) stained cotyledon epidermis of WT and *e2fab* mutants at 4 and 8DAG as indicated. Green arrowheads point at dividing small meristemoid-like cells, and white arrowheads show at extra cell division events occurring in differentiated cells. Scale bar: 50 or 75  $\mu\text{m}$  as indicated.

**d** Elongated pavement cells keep dividing in the *e2fab* cotyledon epidermis at 6DAG judged by the frequent appearance of straight cell walls (indicated by arrowheads in the confocal microscopic images). Their exact numbers were also presented. Scale bars are indicated.

# Supplementary Fig. 9

**a,**

**Cell cycle genes**

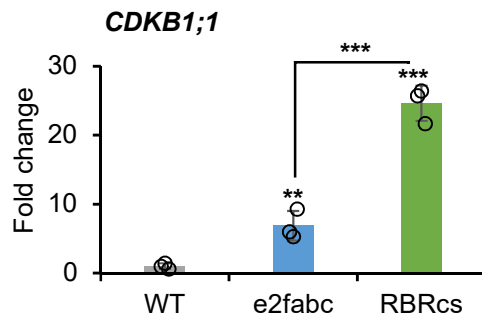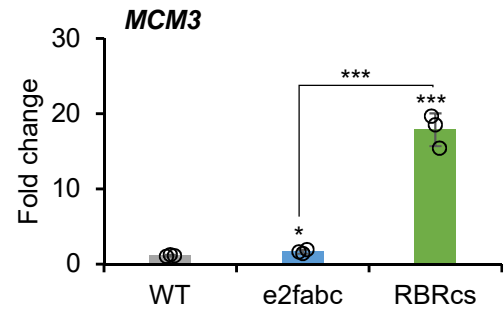

**DDR genes**

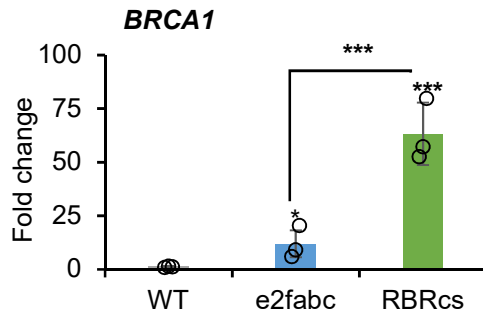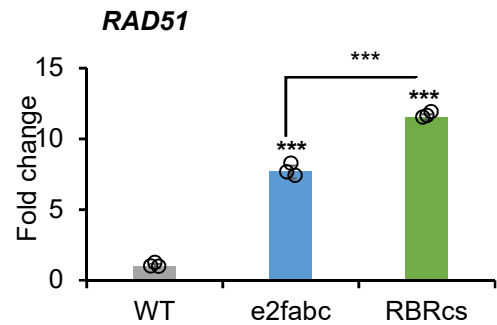

**Photosynthetic genes**

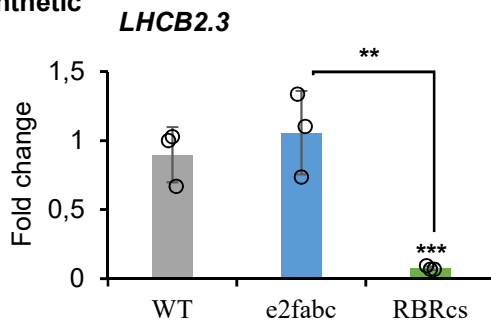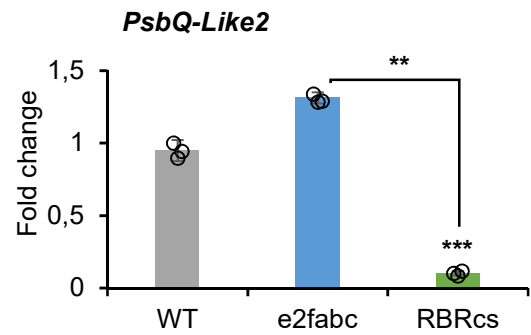

**Embryonic genes**

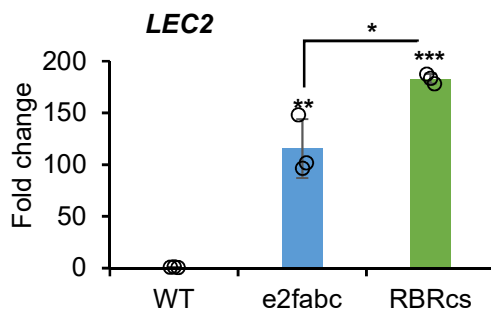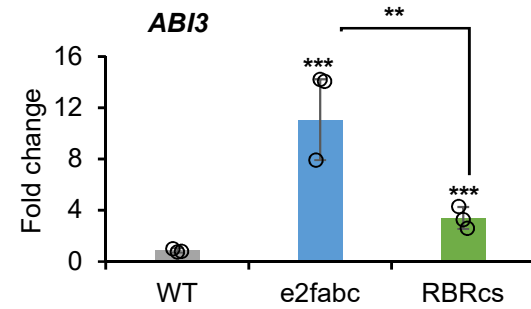

**b,**

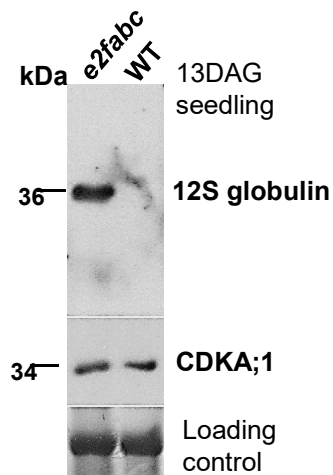

**Supplementary Fig. 9 RT-qPCR quantification of marker genes in *e2fab*c and *RBRcs* lines**

**a** Cell cycle and DNA repair genes are highly induced in *RBRcs* line, and to a lesser extent in *e2fab*c mutant. By contrast, differentiation-related genes are specifically repressed in *RBRcs*, but not in *e2fab*c mutants. Values represent fold changes relative to average expression levels of two reference genes (*UBC18* and *ACTIN*) and normalised to the relevant transcript levels in the WT, which was set arbitrarily at 1. n=3 biological repeats. Error bars indicate the SD. \* $P < 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$  indicates statistical significance determined using two-tailed, paired *t*-test between the WT and the mutants and between the mutants. Abbreviations and primer sequences are listed in Supplementary Table 1.

**b** Seed storage 12S globulin accumulated in the *e2fab*c mutant seedlings 13 DAG but not in the WT at the same age. CDKA;1 proteins were at comparable levels in both of these lines. Ponceau-S stained proteins on the same membrane were used as loading control.

## Supplementary Fig. 10

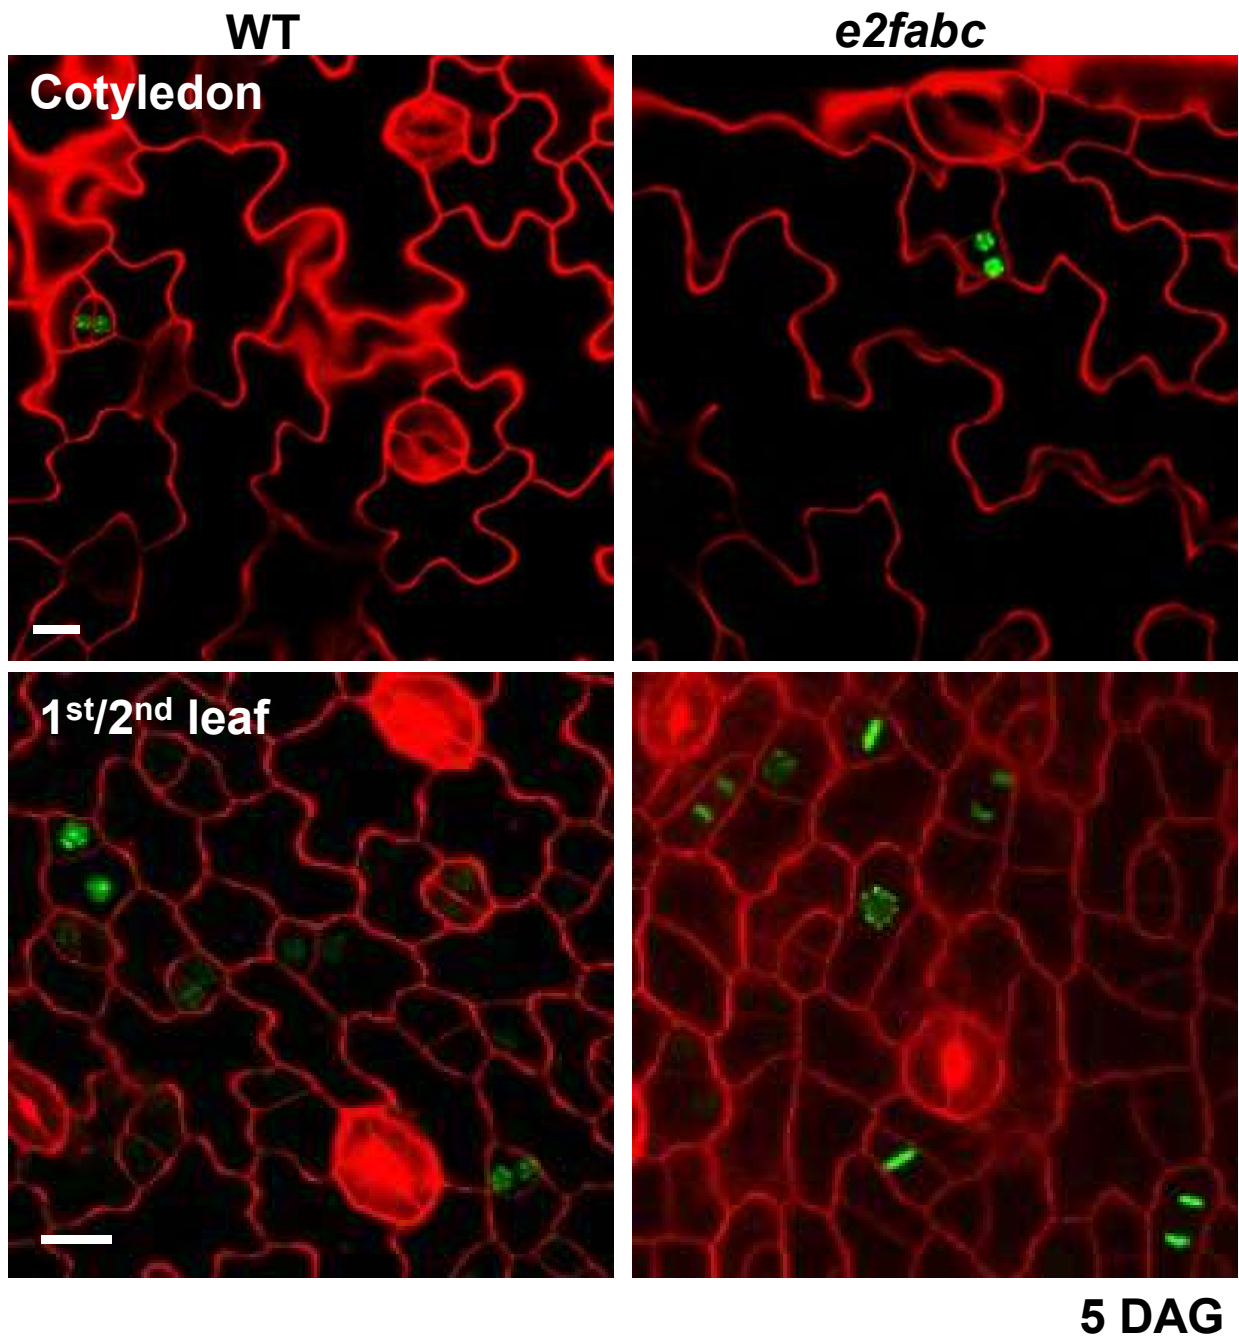

**Supplementary Fig. 10 Expression of the cell division marker CYCB1;2 is enhanced in *e2fabc* mutants.**

Cotyledons and first leaves of WT and *e2fabc* mutants expressing a YFP-tagged version of CYCB1;2 were stained with propidium iodide (PI). Expression of the cell division marker was low in cotyledons of both genotypes, but markedly increased in the first leaves of *e2fabc* mutants compared to the WT. This CYCB1;2-YFP protein accumulated throughout mitosis including cycling cells in anaphase and telophase. Scale bars = 10  $\mu$ m.

## Supplementary Fig. 11

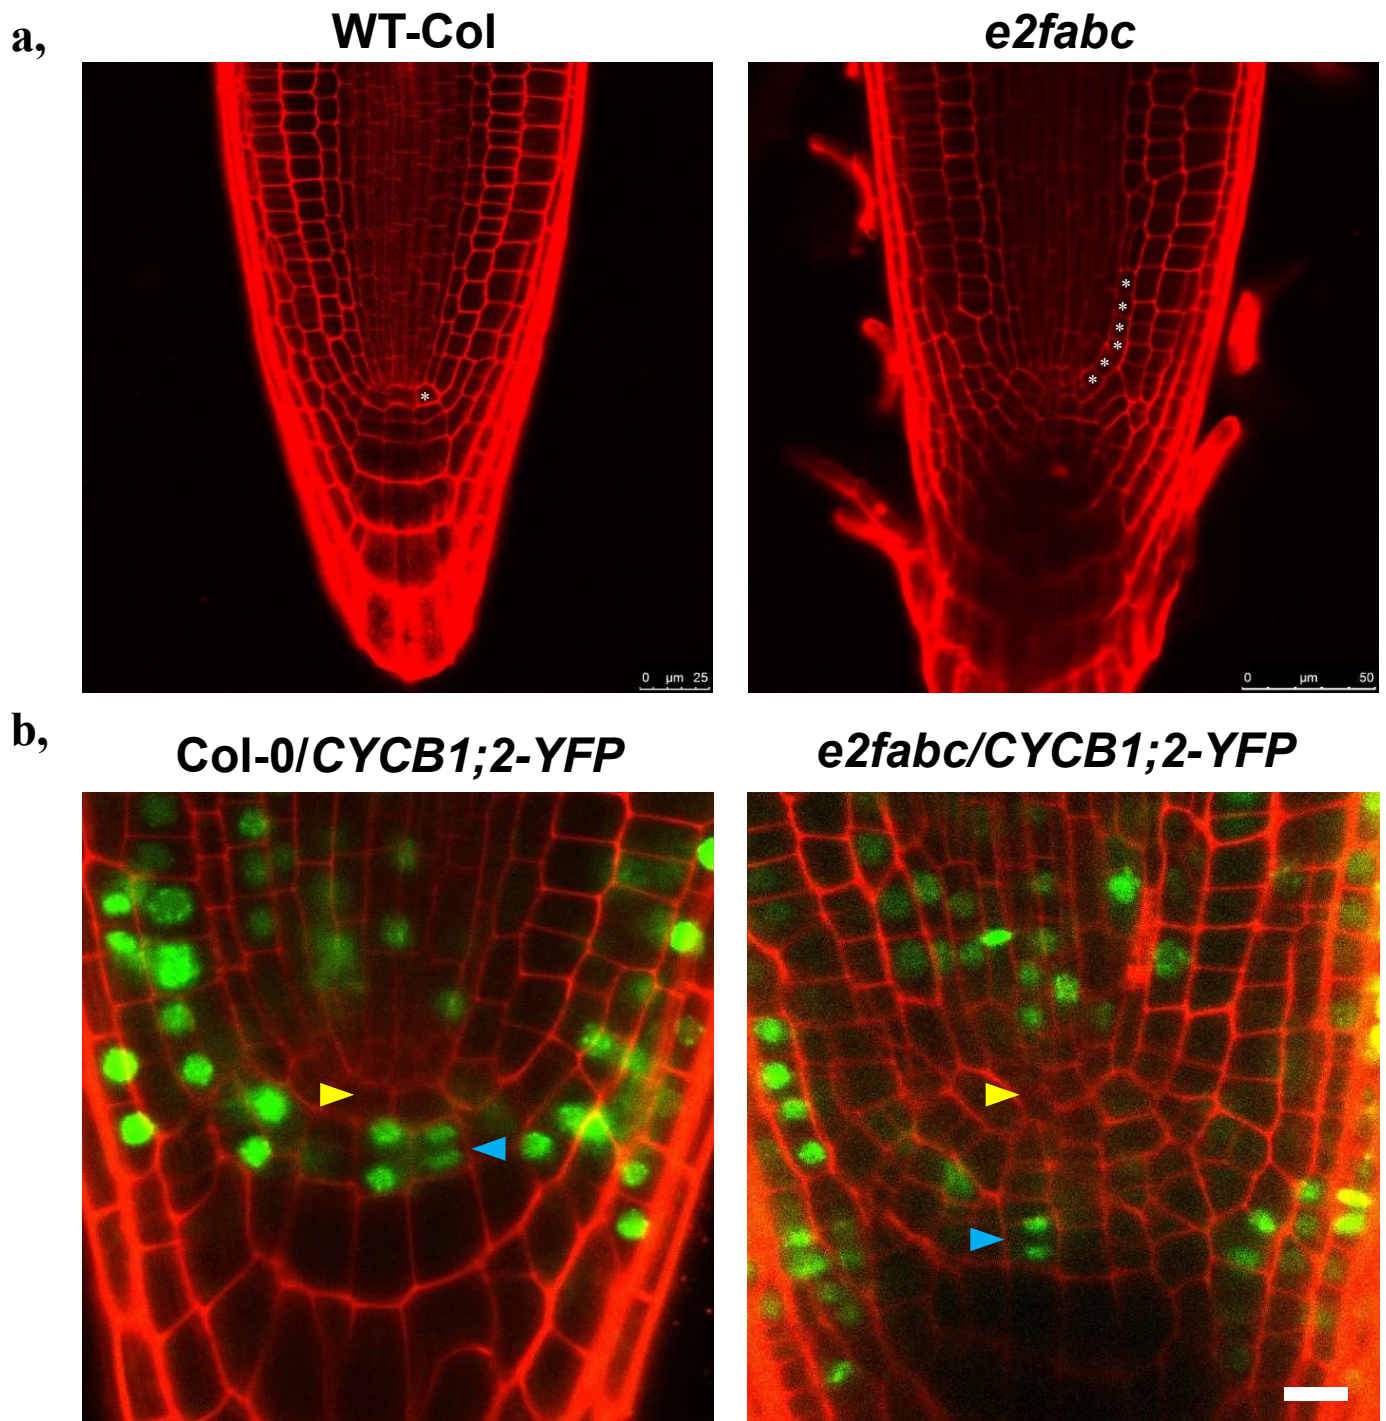

**Supplementary Fig. 11 Enhanced cell proliferation of stem cells in *e2fab* root meristems**

**a** Confocal microscopy images showing that *e2fab* mutants display an increased number of cortex/endodermis initials (marked inside by asterisks) compared to the WT. Scale bar is indicated.

**b** expression of the *CYCB1;2-YFP* marker in the root meristem of WT and *e2fab* mutants. Blue arrowheads indicate cell division events in the columella initials. One such event is observed in supernumerary columella initials of the *e2fab* mutant. Scale bar: 10  $\mu$ m.

## Supplementary Fig. 12

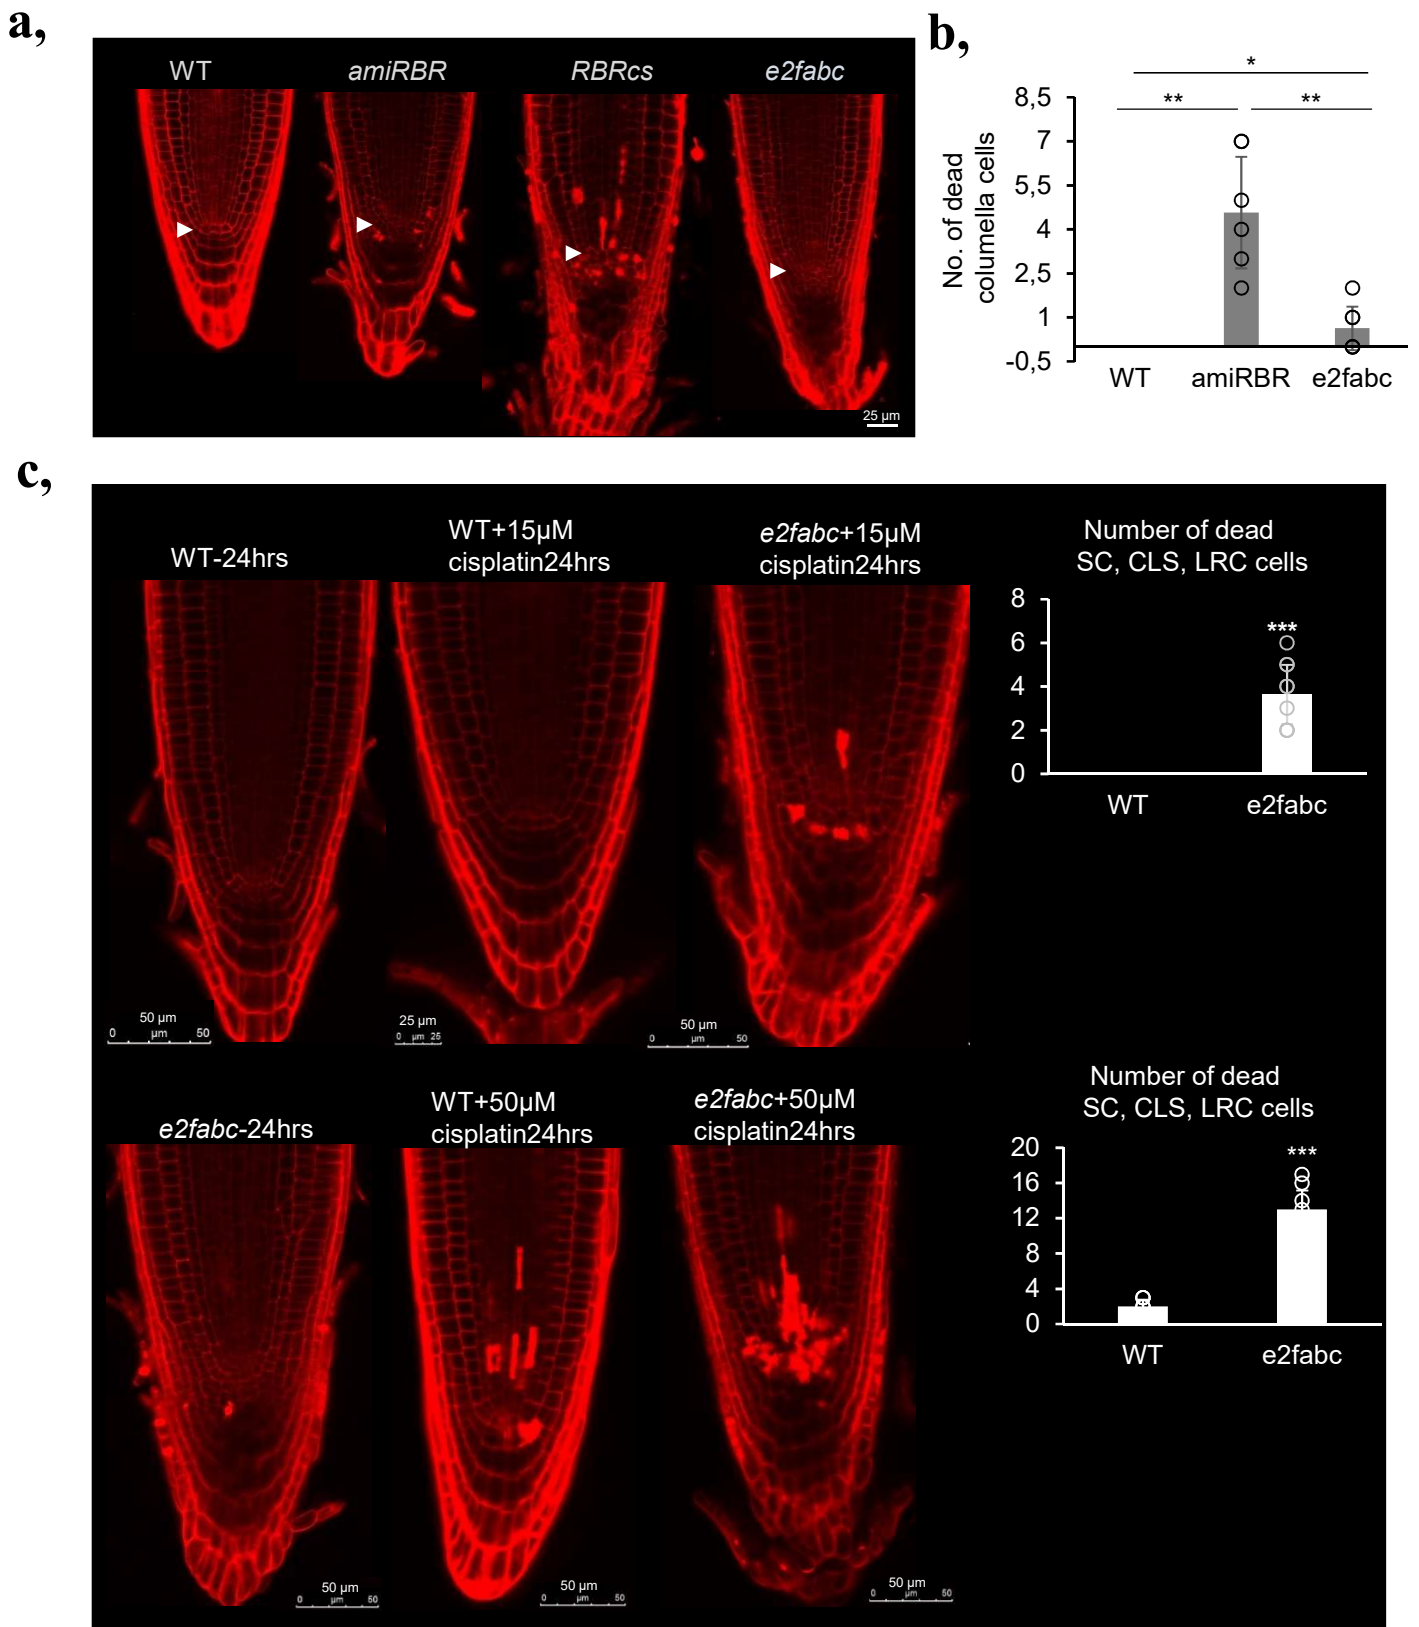

**Supplementary Fig. 12 Loss of quiescence in RBR loss of function and *e2fabc* lines affects meristem maintenance**

**a** Spontaneous cell death is observed in meristems of RBR loss of function lines but not in *e2fabc* mutants in control conditions. Root tips of seedlings at 4 DAG were stained with propidium iodide (PI) and imaged under a confocal microscope. Arrowhead marks the position of QC cells.

**b** Quantification of cell death in the columella of *amiRBR* and *e2fab*c mutants. Data are average  $\pm$  SD, n=3 biological replicates, N=8 in each. \* $P \leq 0.05$ , \*\* $P \leq 0.01$ ; indicate statistical significance using Student's *t*-test comparing *amiRBR* and *e2fab*c to WT and *amiRBR* to the *e2fab*c.

**c** *e2fab*c mutants are hypersensitive to cisplatin. Plantlets of WT and *e2fab*c mutants at 5 DAG were treated with the indicated dose of cisplatin for 24h, and stained with PI prior to confocal imaging. Cell death was more strongly induced by both doses of cisplatin in the *e2fab*c mutant than in the WT. Data are average  $\pm$  SD, n=3 biological replicates, N=10 in each. \*\*\* $P \leq 0.001$  indicate statistical significance using Student's *t*-test comparing *e2fab*c to WT.

## Supplementary Fig. 13

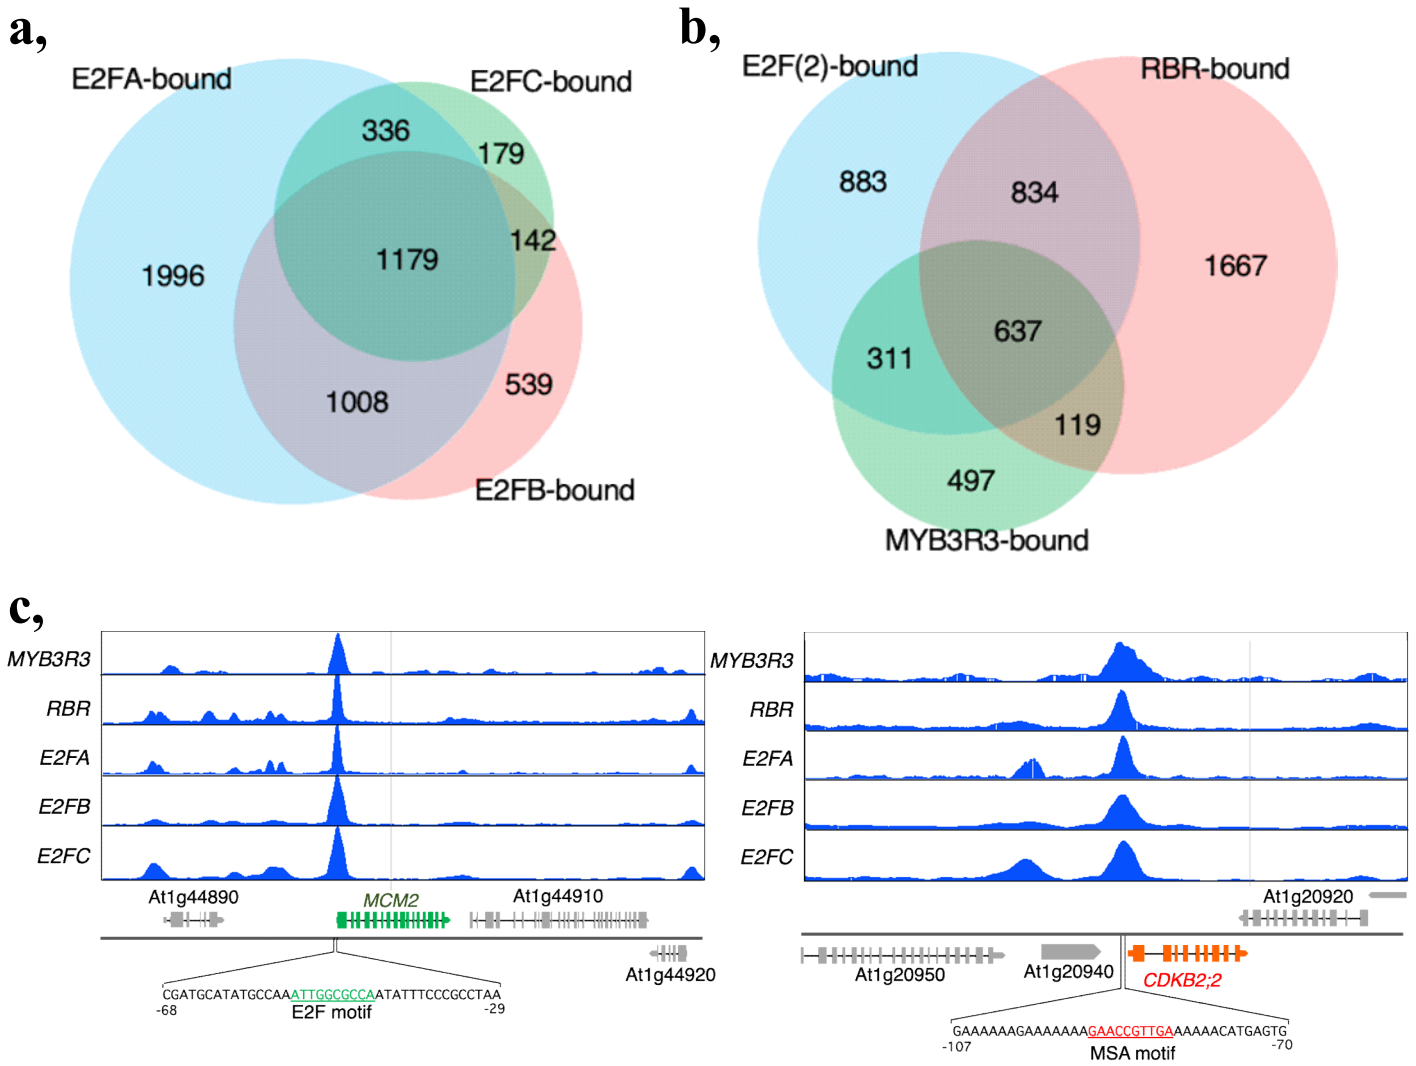

### Supplementary Fig. 13 Overlap between E2F and MYB3R targets

**a** Venn diagram showing the overlap between the best targets for each E2F ( $FC > 3$   $P < 0.01$ ).

**b** Venn diagram showing the overlap between genes bound by at least two E2F factors E2F(2) and the best RBR and MYB3R3 targets ( $FC > 3$   $P < 0.01$ ).

**c** Screenshots illustrating that E2FA,B,C, RBR and MYB3R3 are found at the same position on their common targets. Here we chose *MCM2*, on which all factors are found in the region harbouring the canonical E2F binding site, and *CDKB1;2*, on which all 4 factors are found in the region harbouring the canonical MSA binding site.

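MCM2 (AT1G44900) lies on chromosome 1 from 16970214 to 16974753 on the forward strand. The sequence drawn in Supplementary Fig. 13c, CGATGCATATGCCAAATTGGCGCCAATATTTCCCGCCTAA, occupies the reference from 16970172 to 16970211, or from -42 to -3 bp relative to the TSS. It holds 3 matches to TTSSCGSS on either strand, TTGGCGCC with its first base at -26 bp, GGCGCCAA at -24 bp and TTCCCGCC at -13 bp, and all 3 were inside a peak in each of the 7 libraries. In replicate 1, the fold enrichment at MCM2 was 3.44 for E2FA, 3.07 for E2FB, 2.66 for E2FC and 2.54 for RBR, each above at least 98.3% of its list. The summits of replicate 2 were at -10 bp (E2FA), -28 bp (E2FB) and -35 bp (RBR). The MSA element drawn in the same figure, GAACCGTTGA, was not found at CDKB1;2 (AT2G38620) but at CDKB2;2 (AT1G20930, chromosome 1, 7292389 to 7294746, reverse strand), where it occupies 7294829 to 7294838, or -92 to -83 bp from the TSS. It was inside a peak in each of the 7 libraries, with a fold enrichment in replicate 1 of 2.56 for E2FA, 2.85 for E2FB, 2.64 for E2FC and 2.19 for RBR. Summits in replicate 2 were at -88 bp for E2FA, -101 bp for E2FB and -120 bp for RBR. No match to TTSSCGSS was inside the peaks at CDKB2;2. Over all peaks of replicate 1, the 200 bp around the midpoint held a match in 2.96% of the E2FA peaks (95% interval 2.76 to 3.17), 3.38% of the E2FB peaks (3.17 to 3.61), 3.44% of the E2FC peaks (3.21 to 3.67) and 2.75% of the RBR peaks (2.56 to 2.95). Windows of the same size centred 600 bp to each side held one in 2.07, 2.04, 2.00 and 1.97%, a ratio of 1.43 for E2FA, 1.66 for E2FB, 1.72 for E2FC and 1.40 for RBR. The same pattern read backwards had ratios between 0.585 (E2FC) and 0.989 (RBR). The ratio moved most in 200 bp around the summits of replicate 2, to 3.77 for E2FA, 3.28 for E2FB and 2.01 for RBR, where the pattern read backwards had 1.68, 1.60 and 1.55.

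**Figure D4:**
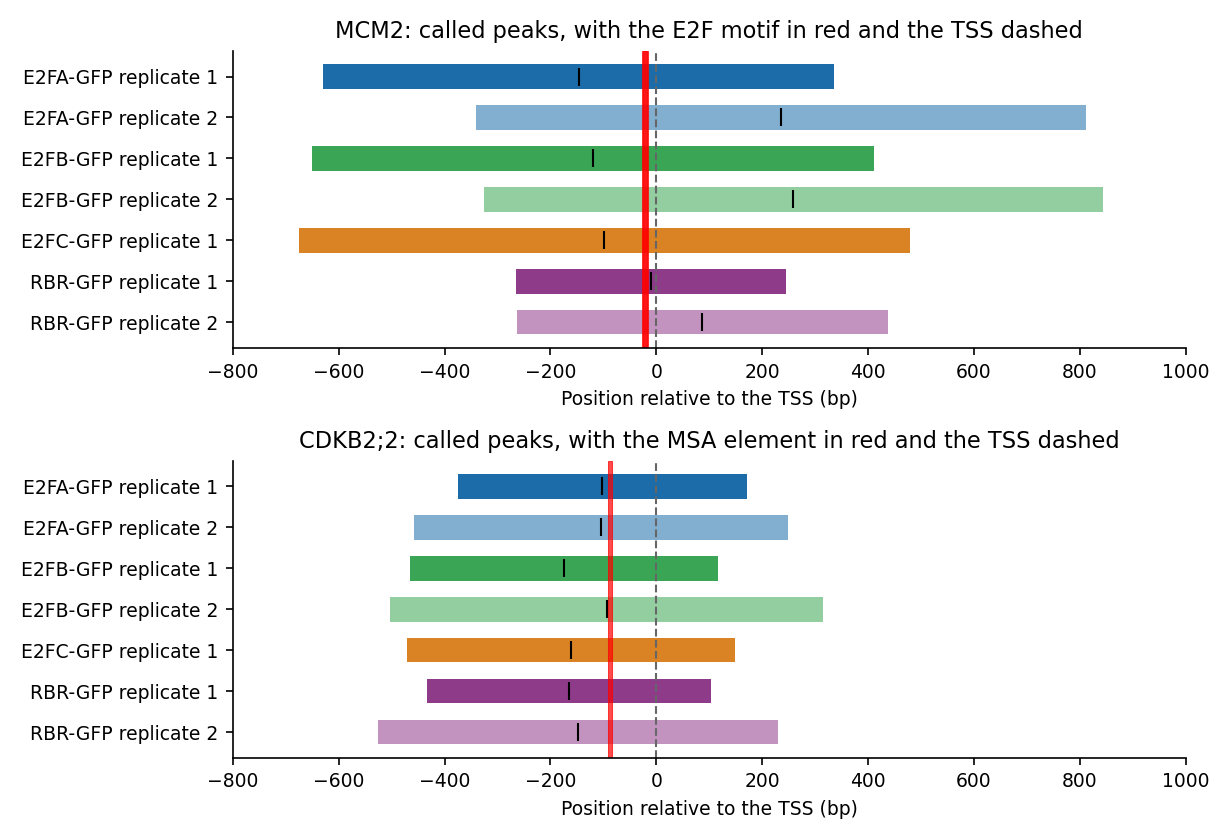
Called peaks in the 7 libraries at MCM2 (top) and CDKB2;2 (bottom), drawn to scale in bp relative to the TSS, with the peak midpoints as black ticks. The red bars mark the E2F motif drawn in Supplementary Fig. 13c, from -27 to -16 bp at MCM2, and the MSA element from -92 to -83 bp at CDKB2;2.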

| GI        | NAME              | FWD                           | REV                          | PROD. SIZE |
|-----------|-------------------|-------------------------------|------------------------------|------------|
| AT1G80080 | TMM               | GGACGTGAAGCATCTAAGCGA         | TCAGCTTTCTCCTCATCCTCC        | 101        |
| AT2G37560 | ORC2              | ACCATGTCAACGCTCCATTA          | TCGACATTGTATGGTGCAAA         | 100        |
| AT1G28300 | LEC2              | GCAAGAATCTCTACTTCGCC          | CTTCCTCTTCGTCTCTTGGT         | 129        |
| AT5G11510 | MYB3R4            | AATCGCTTGAGAAAGTAGACC         | AGTAGACAGGACTGGCTTACCG       | 140        |
| AT3G09370 | MYB3R3            | AGTATCACCTACTCATAGGTAC        | AGCTCTTGCCTTTAAACGTGTC       | 125        |
| AT3G01440 | PQL2/PnsL3        | ACAAGAACAGAGGCTGACACC         | CGGTTTTACGACTCTCGGGT         | 122        |
| AT3G27690 | LHCB              | CAAGTCTACTCCTCAGAGCA          | CGTAGTCTCCAGGGTATTCTC        | 110        |
| AT4G21070 | BRCA1             | TCATGGGAGATTTTCGAGCTT         | ATTTAGCCAAGGCTTCAGCA         | 195        |
| AT5G20850 | RAD51 var 88 & 92 | TCCCTGTCGAACAGCTTCAG          | CCTGTCTCTGAGCATGGAGC         | 225        |
| AT3G54180 | CDKB1;1           | TCTGTTGGTTGTATCTTTGCTGA       | CATTGCTGCTCAGTTGGTGT         | 119        |
| AT3G24650 | ABI3              | GGCAGGGATGGAAACCAGAAA<br>AGA  | GGCAAAACGATCCTTCCGAGG<br>TTA | 94         |
| AT5G53210 | SPCH              | GCTGCTCTTGAAGATTGGCT          | CACTCAATTCCAATCTTGATGG<br>TG | 101        |
| AT1G08560 | KNOLLE            | GCTCGGATCGAACAGTACCA          | CGCCTTCCTCAAACCAGACA         | 111        |
| AT5G46280 | MCM3              | TGGGCAGCACATGAGGAC            | CACTTTGTTATCATCTTGCACT<br>TT | 148        |
| AT5G42990 | UBC18             | ACAGCAATGGACATATTTGTTTA<br>GA | TGATGCAGACTGAACTCACTG<br>TC  | 78         |
| AT3G18780 | ACTIN             | GACCTTTAACTCTCCCGCTATG        | CAGAATCCAGCACAAATACCG        | 92         |
| AT4G37490 | CYCB1;1           | AGCGAAAGGAAGAAACCGTCA         | ATCCTCCACAAGAAGCGTGG         | 139        |

**Supplementary Table 1 List of primers and their sequences used for qRT-PCR analysis.**

In the first row from left to right, gene identification (GI), gene's name, forward (FWD) and reverse (REV) sequences, and the product size of the PCRs in base pair (PROD. SIZE).

# Supplementary Fig. 14

**Fig. 4a**

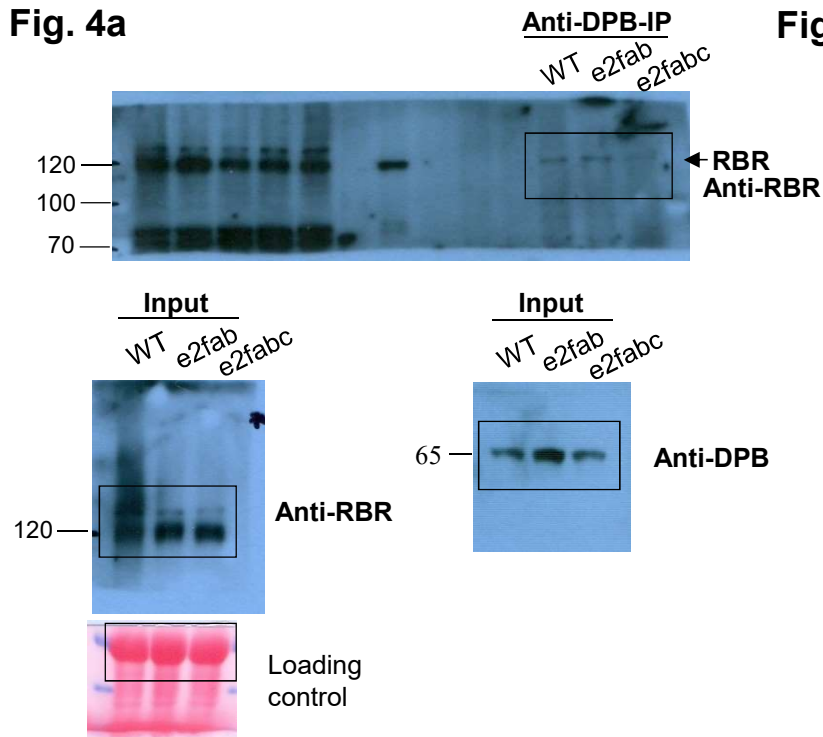

**Fig. 4b**

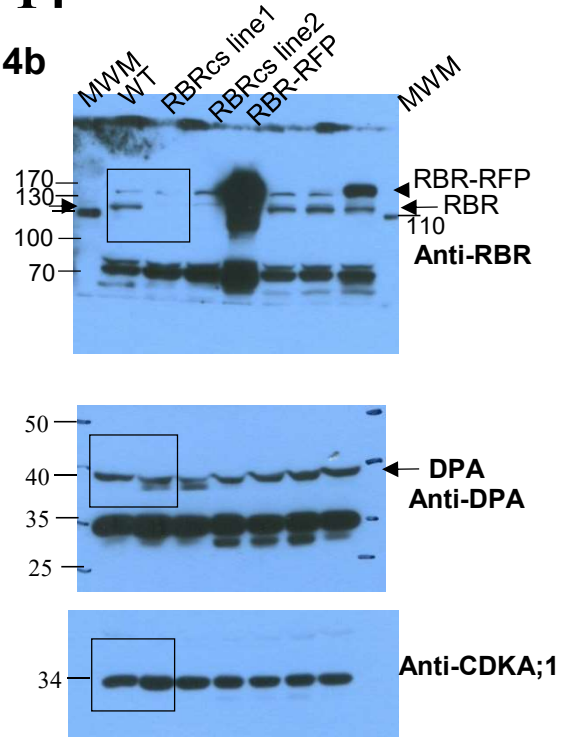

**a,**

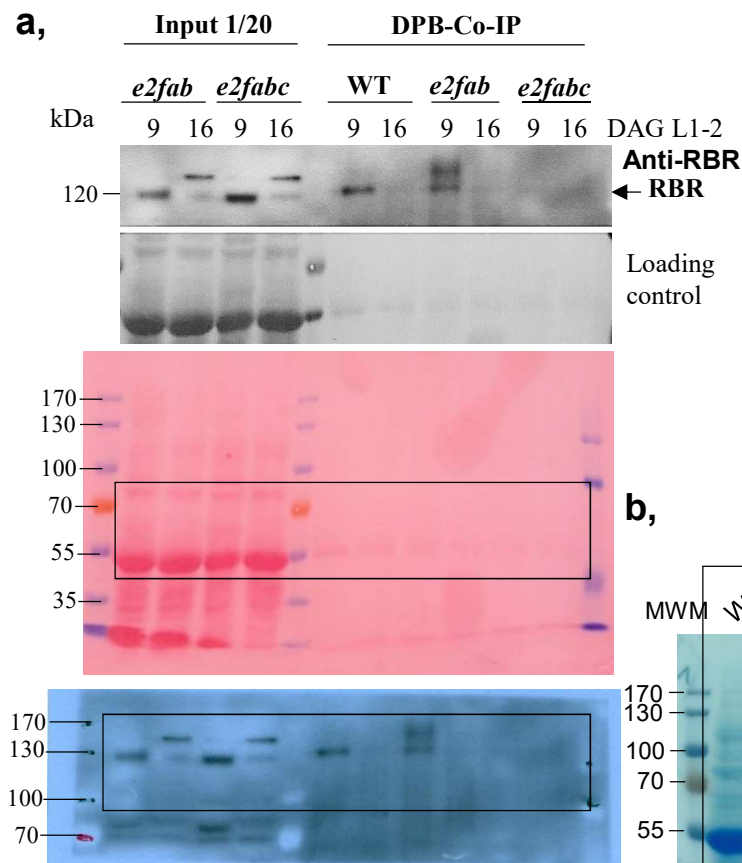

**Supplementary Figure for Fig.4a and b.** **a** DPB could form complex with RBR at comparable level in the WT and in the *e2fab* double mutant leaf during its development while hardly any RBR was precipitated by the DPB antibody from the triple *e2fabc* mutant leaf. 1/20 were loaded to the input samples. Arrow indicates the position of RBR protein. **b** RBR protein was not detectable in 7DAG old seedlings of the *RBRcs* mutant lines. Arrow shows RBR. RBR antibody recognized a protein at 70kDa presumably a degradation product of RBR (marked by an asterisk). Molecular weight markers are indicated on the left side. Ponceau-S (pink) and Coomassie (blue) stained membranes are presented (in *a* and *b*, respectively).

**Supplementary Fig. 1b**

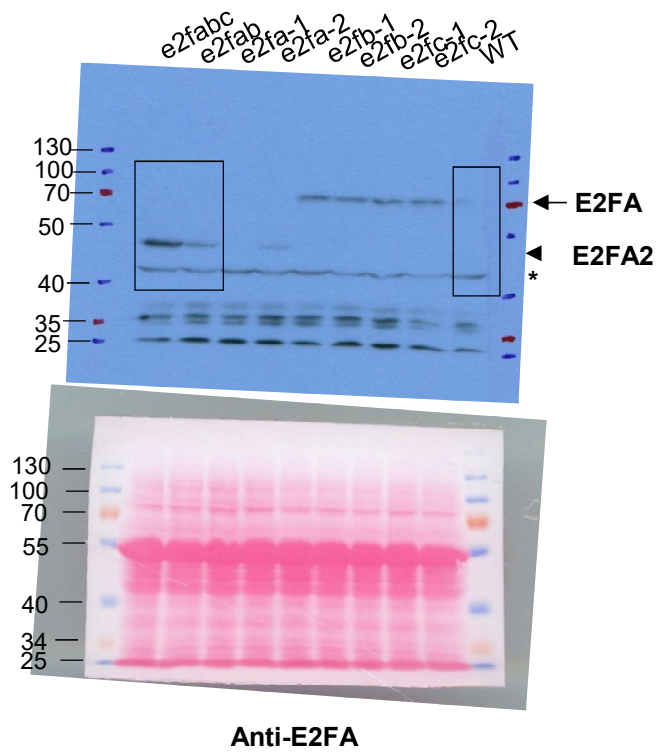

**Supplementary Fig. 1c**

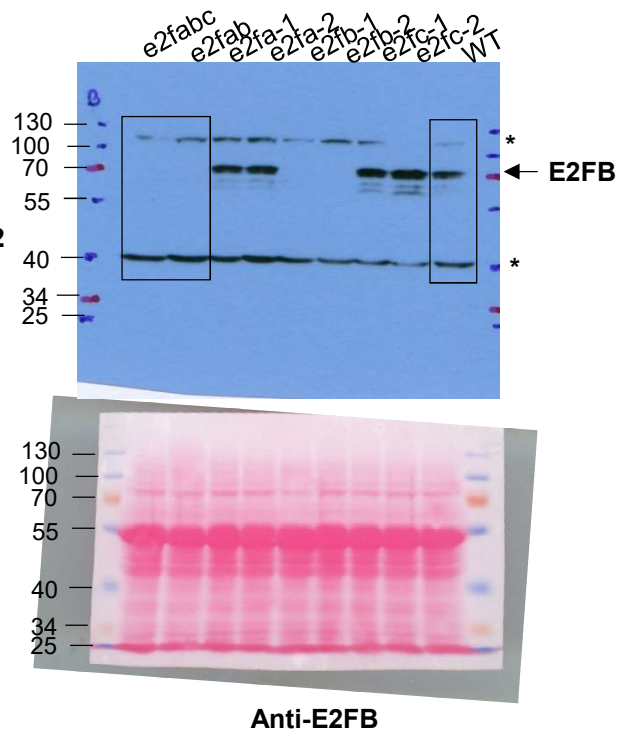

Supplementary Fig. 1d

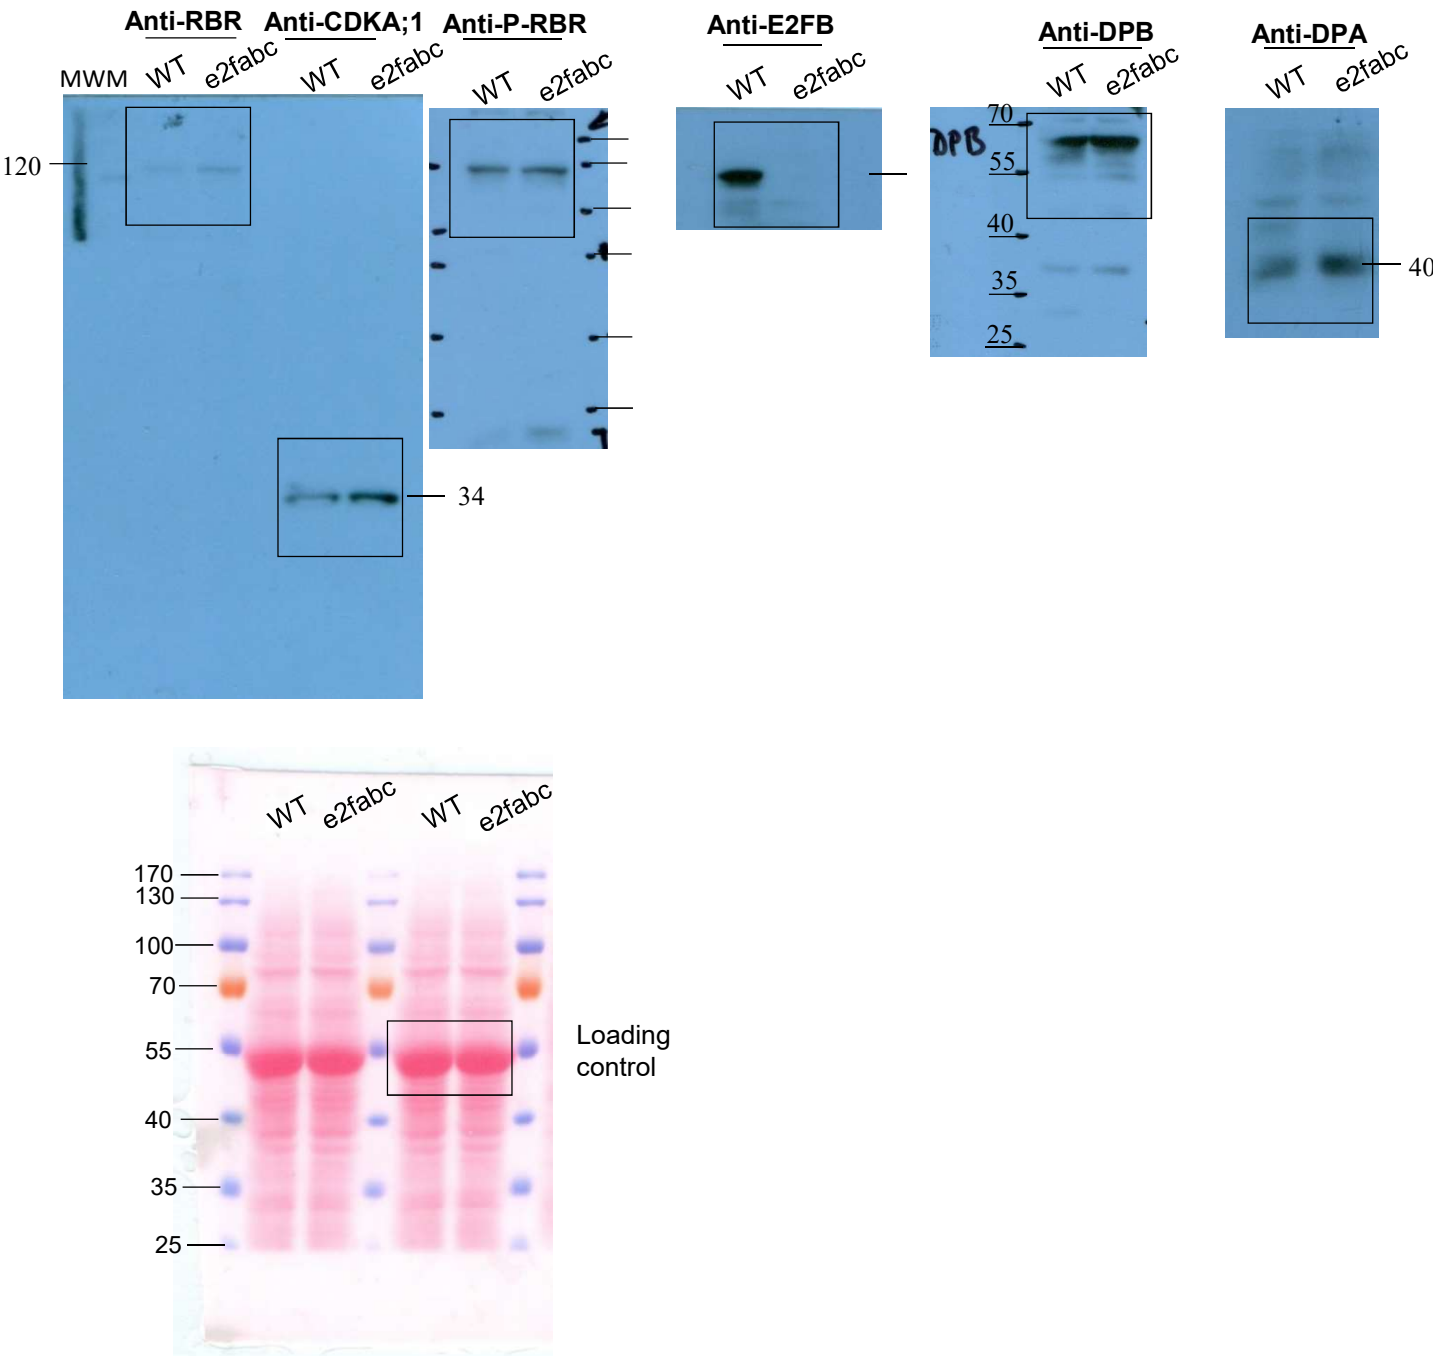

## Supplementary Fig.4e and Fig.9b

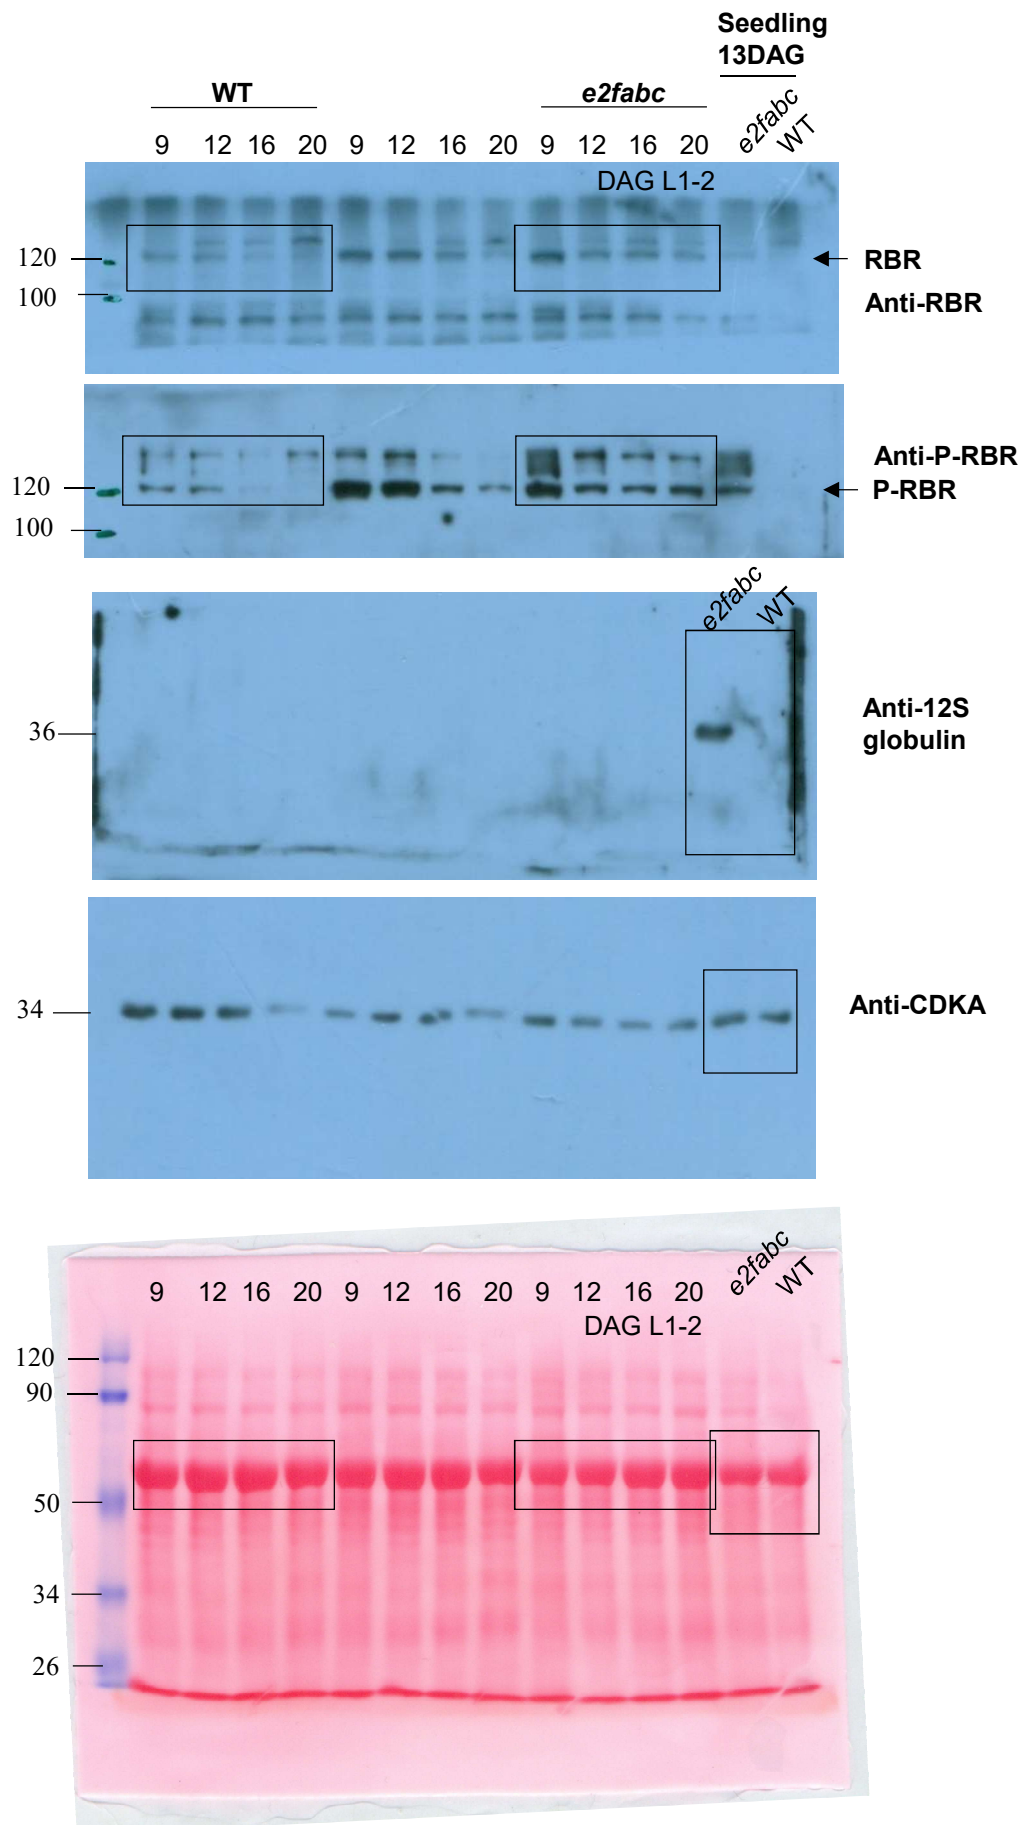

**Supplementary Fig. 14.** Raw, uncropped and unedited blot images of all western blots are shown in this study.

# Supplementary material for: The canonical E2Fs together with RETINOBLASTOMA-RELATED are required to establish quiescence during plant development
**Source:** Commun Biol. 2023 Sep 4;6:903. doi: 10.1038/s42003-023-05259-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Differential expressed genes (DEG) in the *e2fabc* triple mutant plants compared to wild type plants.

**File name:** Supplementary Data 2

**Description:** Direct target genes bound by RBR, E2FA, E2FB, E2FC and MYB3R3 as defined by ChIP-seq analyses.

**File name:** Supplementary Data 3

**Description:** Target gene list of different E2F-MYB3R-RBR categories.

**File name:** Supplementary Data 4

**Description:** Source Data for the graphs are presented in this work.

# Supplementary material for: The canonical E2Fs together with RETINOBLASTOMA-RELATED are required to establish quiescence during plant development
**Source:** Commun Biol. 2023 Sep 4;6:903. doi: 10.1038/s42003-023-05259-2
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collections

Data analysis Confocal images for root, leaf and cotyledons were analyzed with Leica TCS SP5 confocal laser scanning microscope (Germany). Organ and epidermal cell sizes were measured using ImageJ software. For microscopic observations of cleared tissues with differential interference contrast (DIC) microscope (BX51, Olympus) images were captured with a CCD camera (DP74, Olympus) and an image capture software (CellSens Standard, Olympus). qPCR results were analyzed using Microsoft Excell.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

NA

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined based on previous studies and experiments in the field. Sample size was indicated in the corresponding figure legends.

Data exclusions

No data was excluded.

Replication

All experiments were biologically repeated at least two times except the ChIP-seq experiments. 

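For E2FA, E2FB and RBR, the lists of both ChIP-seq libraries were compared. Of the replicate 1 peaks, 60.5% of those of E2FA (95% interval 59.9 to 61.1), 74.4% of those of E2FB (73.9 to 74.9) and 80.8% of those of RBR (80.4 to 81.3) shared at least 1 bp with a replicate 2 peak of the same protein. Of the replicate 2 peaks, 84.1% (E2FA), 83.7% (E2FB) and 86.3% (RBR) overlapped replicate 1. For different proteins within a replicate, 79.1 to 95.8% of the first list and 73.9 to 93.1% of the second list of each of 6 pairs overlapped. For different proteins from different replicates, these were 64.3 to 79.7% of the replicate 1 peaks and 78.7 to 91.3% of the replicate 2 peaks. Against this last comparison, the share of replicate 1 peaks found in the second library of the same protein was below the range for E2FA, within it for E2FB and above it for RBR, whose replicate 1 peaks overlapped the replicate 2 lists of E2FA and E2FB by 68.6 and 73.0%. The shares of replicate 2 peaks were within the range for each of the 3 proteins. For replicate 1 peaks of each protein, the share rose with the part of the genome that the replicate 2 list covers. That part was 12.0% for E2FA, 14.5% for E2FB and 18.6% for RBR. The place of a protein below, within or above the range can therefore follow from list size and does not rank the proteins by agreement. The overlap between replicates moved most when at least 50% of each peak had to be shared, to 30.8% for E2FA and 48.5% for E2FB, and for RBR when the 2000 peaks of highest fold enrichment were compared, to 40.2%.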

All attempts at replication were successful in this study.

Randomization

All samples were randomly collected.

Blinding

Blinding was not applied in our study. Experiment results are not subjective.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Chicken anti-RBR antibody (Agrisera), mouse monoclonal anti-PSTAIRE (CDKA;1 specific; Sigma), anti-phospho-specific Rb (Ser-807/811) rabbit polyclonal antibody (Cell Signaling Tech), anti-DPA, anti-E2FB polyclonal rabbit antibodies (Magyar et al., 2005), anti-DPB polyclonal rabbit antibody (Umbrasaite et al., 2010), and anti-E2FA rat polyclonal antibody (Leviczky et al., 2019), rabbit polyclonal antibody anti-12S globulin (Shimada et al., 2003), and anti-GFP antibody (Abcam, ab290).                                                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | All antibodies used in this study were experimentally tested and validated; anti-RBR (used in 1:2000; Agrisera), anti-PSTAIRE (used in 1:40000; Sigma), anti-phospho-specific Rb (Ser-807/811 - 1:500; Cell Signaling Tech; successfully used in plants, eg Magyar et al., 2012 EMBO J 31: 1480-93; Wang et al., 2014 Cell Host Microbe 16: 787-94), anti-DPA (1:400), anti-E2FB (1:400) and anti-DPB (1:400) antibodies (Magyar et al., 2005 Plant Cell 17: 2527-41; Umbrasaite et al., 2010 PLoS One 5: e15357), anti-E2FA (1:400; Leviczky et al., 2019 Development 146), anti-12S globulin (1:10000; Shimada et al., 2003), anti-GFP antibody (Abcam; this antibody has been used successfully for several ChIP-seq analyses in our lab and is highly rated by multiple customers for ChIP <a href="https://www.abcam.com/content/anti-gfp">https://www.abcam.com/content/anti-gfp</a> |

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

|                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

|                                     |                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| No                                  | Yes                                                                                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|             |                                                                                                                                                                                                                                                                  |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks | Arabidopsis thaliana Col-0 ecotype was the WT and background of all transgenic lines used in this study. T-DNA insertion lines and their crosses were used in this work: e2fb-1 (SALK_103138), e2fa-2 (GABI-348E09), e2fc-1, (GK-718E12), e2fc-2 (SAIL-1216G10); |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

e2fa-2/e2fb-1; e2fa-2/e2fc-1; e2fb-1/e2fc-1; e2fa-2/e2fb-1/e2fc-1; e2fa-2/e2fb-1/e2fc-2. Transgenic lines expressing E2FA-GFP, E2FB-GFP, E2FC-GFP, RBR-GFP, RBR-3xCFP, RBR-RFP and CYCB1;2-YFP have been previously generated.

## Novel plant genotypes

E2fabc-2 triple mutant was generated by crossing the e2fab double (e2fa-2/e2fb-1) with the e2fc-2. By crossing, we also generated an e2fabc triple mutant line expressing the CYCB1;2-YFP marker.

## Authentication

E2FA-GFP and RBR-GFP (Magyar et al., EMBO J 31, 1480-1493, 2012)  
 E2FB-GFP (Ószi et al., Plant Physiol 182, 518-533, 2020)  
 E2FC-GFP (Kallai et al., J Exp Bot 71, 1265-1277, 2020)  
 RBR-3xCFP (Leviczky et al., Development 146, 2019)  
 RBR-RFP (Biedermann et al., EMBO J 36, 1279-1297, 2017)  
 CYCB1;2-YFP (Iwata et al., Plant Cell 23, 4382-4393, 2011)  
 e2fa-2/e2fb-1 (Heyman et al., Plant Cell 23, 4394-4410, 2011)  
 e2fa-2/e2fb-1/e2fc-1 (Wang et al., Cell Host Microbe 16, 787-794, 2014)

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218481>

### Files in database submission

GSM6745996\_E2FA-GFP\_q005\_peaks.broadPeak.gz  
 GSM6745996\_E2FA-GFP\_S7.S3norm.bigwig  
 GSM6745997\_E2FB-GFP\_q005\_peaks.broadPeak.gz  
 GSM6745997\_E2FB-GFP\_S8.S3norm.bigwig  
 GSM6745998\_E2FC-GFP\_q005\_peaks.broadPeak.gz  
 GSM6745998\_E2FC-GFP\_S5.s3norm.bigwig  
 GSM6745999\_RBR-GFP\_q005\_peaks.broadPeak.gz  
 GSM6745999\_RBR-GFP\_S6.s3norm.bigwig

### Genome browser session

(e.g. [UCSC](#))

NA

## Methodology

### Replicates

Each ChIP-seq experiment was done with two biological replicates

### Sequencing depth

E2FA: total num 59522379; uniquely mapped reads: 35787887; length of reads: 76bp; single-end.  
 E2FB: total num 62993350; uniquely mapped reads: 40743647; length of reads: 76bp; single-end.  
 E2FC: total num 64666726; uniquely mapped reads: 36104297; length of reads: 76bp; single-end.  
 RBR: total num 81607431; uniquely mapped reads: 62551637; length of reads: 76bp; single-end.

### Antibodies

anti-GFP antibody (Abcam, ab290)

### Peak calling parameters

For read mapping:  
 bowtie2 -x bowtie\_index\_file -p 8 --very-sensitive -U clear\_data.gz | samtools view -bS - > output.bam  
 samtools view -h -b -q 30 input.bam > aboveMAPQ30.bam  
 For peak calling:  
 macs2 callpeak -t sorted\_dedupPCR\_aboveMAPQ30.bam -g 119481543 -p 0.05 --nomodel --extsize 150 --bw 500 -B --outdir output

### Data quality

Data quality control: use Trimmomatic remove adapter (ILLUMINACLIP:TruSeq3-SE.fa:2:30:10), remove leading low quality or N bases (below quality 5), remove trailing low quality or N bases (below quality 5) and drop the read if it is below 30bp, check mapping rate for each sample and remove the low quality reads (MAPQ < 30).

E2FA: FDR %5 27771; above 5 -fold enrichment: 0.

E2FB: FDR %5 26356; above 5 -fold enrichment: 0.

E2FC: FDR %5 24883; above 5-fold enrichment: 0.

RBR: FDR %5 27089; above 5-fold enrichment: 0.

### Software

Trimmomatic-0.38: performs trimming tasks for ChIP-seq data.  
 bowtie2/2.3.5: a tool for aligning ChIP-seq sequencing reads to reference genome.  
 Samtools 1.16.1: processing ChIP-seq Sequence Alignment/Map (SAM) format files and generate index files.  
 Bedtools 2/2.28.0: convert bam file to bed file of ChIP-seq.  
 Deeptools 3.5.0: takes an alignment of reads as input (BAM file) and generates a coverage track (bigWig) as output.  
 macs2 2.2.7.1 : peak calling for ChIP-sequencing experiment.

Plots

- Confirm that:
- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☐ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                                                                                                                                                |                                                                                                                                                                                                                          |
|------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | The first leaf pair and the cotyledons were collected and chopped by razor blades in nuclei extraction buffer and stained with DAPI.                                                                                     |
| Instrument                                                                                                                                     | Partec PAS2 Particle Analysing system (Partec, Germany)                                                                                                                                                                  |
| Software                                                                                                                                       | Data were analyzed with Flomax software (Partec).                                                                                                                                                                        |
| Cell population abundance                                                                                                                      | No cell sorting was done. The data represent one parameter flow cytometry measurement of DAPI stained DNA content. All peaks satisfied the criteria showing double mean values. Peak data distribution was within 10% CV |
| Gating strategy                                                                                                                                | No gating has been used. The DAPI-stained DNA distribution was analysed by the Partec peak analysis software package.                                                                                                    |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

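The data analysed were 7 deposited lists of ChIP-seq peaks from whole seedlings of Arabidopsis thaliana that express E2FA, E2FB, E2FC or RBR fused to GFP under the native promoter. E2FA, E2FB and RBR have 2 libraries each and E2FC has 1. The libraries labelled as second biological replicates were taken as replicate 2 and the others as replicate 1. The paper's methods give an age of 14 days for the seedlings and the sample labels give 12 days. No library is from input DNA or from plants without a GFP fusion, and the labels name no control library for the peak calling.

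According to the paper, the authors trimmed the reads, mapped them to the TAIR10 genome with Bowtie 2 and called peaks in each library. Their Reporting Summary gives bowtie2 2.3.5, a mapping quality of at least 30, macs2 2.2.7.1, a p-value cutoff of 0.05, an extension size of 150 bp and a genome size of 119481543 bp. The methods text gives a q-value cutoff and another extension size for sharp peaks, whereas the replicate 1 lists are in broad peak format. The settings for replicate 2 are not given separately, and the names of its peaks point to MACS3 and the narrow peak format. In the deposited lists, the authors' fold enrichment is a ratio to the local background of the same library, and the p and q of each peak are given as -log10 values. They are averages over the peak in replicate 1 and refer to the summit in replicate 2. These values were not rescaled and were used only within a list. The Reporting Summary gives between 59522379 and 81607431 reads for the replicate 1 libraries, and the depth of replicate 2 is unknown. Replicate, peak format and any sequencing batch cannot be told apart.

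Peaks on the 5 nuclear chromosomes were kept and those on the organelle genomes were left out. Genes and start sites were taken from the RefSeq annotation of TAIR10, with 37899 genes and pseudogenes, of which 27444 are protein-coding. Computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Replicate 1 was the main data set because it covers all 4 proteins, and each list was compared as a single library. Positions and pairwise overlaps were tested against 1000 random placements of the peaks within their chromosomes, and distances at EMR genes against 1000 random pairings of genes, with a fixed seed. Target genes were those with the nearest TSS to a peak with a fold enrichment over 3 and a q-value under 0.01, with each TSS inside a peak kept. Overlaps of gene lists were tested with one-sided Fisher's exact tests over the 27279 genes assigned a peak of any of the 4 proteins. The E2F consensus TTSSCGSS was counted on both strands in 200 bp around peak midpoints and in windows of the same size 600 bp to each side. Its base composition was controlled with the pattern read backwards and with SSCGSSTT. Shares carry exact Clopper-Pearson intervals at a level of 95%, and families of tests were adjusted by the Benjamini-Hochberg method.

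The genes named singly were chosen by a rule, namely every gene in Supplementary Table 1, the genes of Supplementary Fig. 13c together with CDKB1;2 and CDKB2;2, the genes encoding the 4 tagged proteins, and the genes assigned to the 5 peaks of highest fold enrichment in each replicate 1 list. This rule, the comparisons and 51 alternatives were set before the data were examined. The alternatives varied the thresholds on fold enrichment and q-value, the window around the TSS, the set of genes, the assignment of genes, the overlap that counts as shared, the number of top-ranked peaks, the form of random placement, the background of gene lists, the consensus and its window, and the replicate.

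The procedures were tested on simulated data. A planted share of 58.8% of peaks upstream of a TSS was recovered as 58.8%, and uniform peaks gave p = 0.98 in the permutation test. A planted overlap of 40% was recovered as 40%, and independent lists overlapped by 12.8% against 12.5% in placements (permutation test, p = 0.614). The planted gene was assigned to 100% of simulated peaks, and independent gene sets gave a p-value under 0.05 in 5.5% of 200 simulations.

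Signal tracks and reads were not analysed here, nor were the MYB3R3 ChIP-seq and RNA-seq data. The copies of Supplementary Data 2 and 3 used here hold only part of the rows for E2FA, E2FB and RBR, so no overlap with these lists was tested. The list of E2FC target genes, the gene categories and the genes listed as upregulated or downregulated in e2fabc are complete.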

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

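All tests in this part were chosen after the result was seen.

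The genes that encode the 4 tagged proteins were covered by peaks along most of their length in the line that carries the matching GFP fusion, which the paper does not report. They were taken up for a closer look because this coverage was above the level in the other lines, which served as controls. Peaks of E2FA-GFP covered 75.9% of the E2FA gene (AT2G36010, chromosome 2, 15119516 to 15123184) in replicate 1 and 90.0% in replicate 2. Peaks of E2FB-GFP covered 86.8% of the E2FB gene (AT5G22220, chromosome 5, 7360535 to 7364505) in replicate 1 and 93.2% in replicate 2. The E2FC-GFP peaks covered 91.4% of the E2FC gene (AT1G47870, chromosome 1, 17634697 to 17637809) in the only library of that line. RBR-GFP peaks covered 94.2% of the RBR gene (AT3G12280, chromosome 3, 3913349 to 3919359) in replicate 1 and 95.0% in replicate 2. In libraries of the other lines, between 3.78 and 17.6% of these genes was covered, over 21 pairs of a gene and a library.

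Binding of a protein to its own gene in the way it binds its other targets is argued against. In each of the 7 libraries the 3' part of the other EMR genes, from the middle of the gene on, had a median coverage of 0%, and 4.09 to 8.01% of these genes were covered there as much as the tagged gene. Of those at least as long as the tagged gene, between 66 and 268 genes, 0% were, and their highest coverage was 39.4% (in E2FB-GFP replicate 2, where the E2FB gene had 92.2%). Extra copies of the gene carried by the transgene remain a candidate explanation. The lowest coverage of the 3' part in the own libraries was 51.9%, while the highest in the others was 12.7% (E2FB gene, RBR-GFP replicate 2) and 0% for the E2FA, E2FC and RBR genes. That contrast between the lines follows from the coverage of the whole gene, for which the genes were taken up, and so does not decide on added copies. The peak boundary nearest to the end of the coding sequence was within 15 to 592 bp of it in the 7 libraries. The number of transgene copies was not measured and none of the libraries is from input DNA. Added copies and binding along the transgene itself, the latter a biological explanation, therefore cannot be told apart. Peaks at these 4 genes in their own line are limited as evidence of binding.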

How the results depend on the processing

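The comparison of top-ranked genes in replicate 2 and that of top-ranked genes with upregulated genes were chosen after the data were seen, and all other alternatives were set in advance. No paired analysis was run. E2FA, E2FB and RBR have libraries in both replicates, so a comparison of these proteins paired by replicate was possible. E2FC has only 1 library and could not be included in it. Where E2FC appears, leaving out replicate 1 gave no value.

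The share of peaks upstream of a TSS stayed above random placement (permutation test, p = 0.001, the smallest that 1000 placements can give) for each protein with protein-coding genes only, with a window of 500 bp, with a circular shift of all peaks and, for E2FA, E2FB and RBR, with the summits of replicate 2, between 34.4 and 51.3%. With a fold enrichment over 3 and q under 0.01 this held for E2FA, E2FB and E2FC (51.6 to 57.3%), while for RBR the share was 30.0% (permutation test, p = 0.415) of the 10 peaks left. The pairwise overlaps stayed above random placement when at least 50% of each peak had to be shared (32.8 to 65.8%), among the top 5000 peaks (22.9 to 61.8%), among the top 2000 peaks (12.0 to 52.9%) and with a circular shift. With the filter on fold enrichment, 5 of the 6 pairs did so, and E2FC and RBR, with 62 and 10 peaks left, shared 0, where random placement gave 0.00806% of the E2FC peaks, too few to test this pair. None of these placements kept the peaks near TSSs, so they do not separate shared sites from a common preference for promoters. The overlaps of E2F target genes, and of E2F(2) and RBR genes, stayed above chance under each of the 4 alternatives run on replicate 1, with Fisher's exact test p-values up to 0.0239, where 1 gene was shared by E2F(2) and RBR. None of these alternatives limited the distance to the TSS, and RBR peaks assigned to BRG1, the gene shared with the main thresholds, were centred at -2563 and -4453 bp. The distances between peaks at EMR genes stayed below those of random pairs between the summits of replicate 2 (17 to 27 bp). A window of 1000 bp in place of 500 bp gave the same distance for each pair and so did not test them.

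The filter on fold enrichment left 433, 56, 62 and 10 peaks for E2FA, E2FB, E2FC and RBR, and lowered the occupancy of EMR genes to 23.1, 8.63, 6.12 and 0.314%, as fewer peaks were kept. It raised the median correlation of distances from 0.576 to 0.990 over the 3 pairs with at least 10 genes, and Spearman's rank correlation gave 0.630 and a window of 3000 bp 0.521. With a minimum fold enrichment of 2 the target genes numbered 9762, 3784, 3688 and 6736, and with 4 they numbered 6, 0, 0 and 0. With a TSS within 1000 bp of the peak, 5 RBR genes were left. The top-ranked genes of replicate 2 gave 2551 genes shared by E2FA and E2FB and 1359 shared by E2F(2) and RBR. Of the 10 RBR genes, 0 were upregulated in e2fabc, where 0.597 would be by chance, too few to show a direction. More RBR genes than expected were upregulated with a minimum fold enrichment of 2 (611) and among top-ranked genes (311). The ratio of the consensus to flanks was 2.19, 2.17 and 1.69 for E2FB, E2FC and RBR with TTTSSCGC. For E2FC it was 1.19 with WTTSSCSS and 1.45 in 400 bp. Read backwards, TTTSSCGC had 1.30, 0.931 and 1.44, and WTTSSCSS had 0.910 for E2FC. Around the summits of replicate 2 it was 3.77, 3.28 and 2.01 for E2FA, E2FB and RBR. The ratio of the consensus stayed above 1 in all of these. Overlap between replicates was 30.8, 48.5 and 56.1% for E2FA, E2FB and RBR with at least 50% of each peak shared, and 38.7, 56.4 and 40.2% among the top 2000 peaks. Apart from the filters that keep fewer peaks or genes, the cause of these changes was not tested.

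Without replicate 1, replicate 2 alone gave, for E2FA, E2FB and RBR, 42.2, 45.7 and 41.9% of peaks upstream of a TSS and 9722, 14403 and 15584 target genes. Overlaps were 91.8% for E2FA and E2FB and 95.8% for each of these with RBR, the median correlation of distances was 0.661, and 9237 genes were shared by E2FA and E2FB and 8616 by E2F(2) and RBR. RBR occupied 99.7% of the EMR genes. Distances at EMR genes were 45, 51 and 56 bp, ratios of the consensus to flanks 3.00, 2.18 and 1.61, and upregulated target genes 1041, 1257 and 1232. No p-values are given for these, and replicate and peak format cannot be told apart. The number of target genes in particular rests on which replicate is used.

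Of the other values, for single genes, single pairs and categories other than EMR, 174 moved and 29 did not. The depth of replicate 2 is unknown, and the 10 RBR peaks past the threshold on fold enrichment limit any result on RBR target genes in replicate 1.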

Differences from the paper's values

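The paper's lists hold 4519 target genes for E2FA, against 529 here with the paper's thresholds applied to replicate 1, and none of the 6 alternatives set before the data were examined closed the gap. The paper's value for E2FB is 2866, against 77 here. With a minimum fold enrichment of 2 in place of 3, the number was 3784, within 1.5 times the paper's, and the other 5 alternatives left the gap open. For E2FC the paper's value is 1836, against 75 here, and none of 5 alternatives closed the gap. The paper's categories assign 3257 genes to RBR, against 10 here, and none of 6 alternatives closed the gap. For E2FA, E2FB and RBR, the numbers in replicate 2 were 9722, 14403 and 15584, above the paper's, as were the 9762, 3688 and 6736 genes found for E2FA, E2FC and RBR with a minimum fold enrichment of 2. The peak boundaries in the rows of Supplementary Data 2 held here matched those of neither replicate. These gaps therefore do not show that the paper's thresholds fail on the peaks behind its lists.

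The paper's categories hold 2665 genes bound by at least 2 E2Fs, against 91 here. Taking from the top of each ranked list as many genes as the paper lists for that protein gave 2749, while the other 4 alternatives set before the data were examined left the gap open. Applied to replicate 2, where only E2FA and E2FB can be compared, this ranking gave 2551, a setting chosen after seeing the values. The paper's value for the genes shared by E2F(2) and RBR is 1471, against 1 here. The ranking gave 1250 in replicate 1 and, as a setting chosen after seeing the values, 1359 in replicate 2, and the other 4 alternatives set before the data were examined left the gap open. The ranking takes its list sizes from the paper. Of its 2749 genes in replicate 1, 1245 are in the paper's categories that contain E2F(2). Among its 1250 genes shared with RBR are 193 of the 637 EMR genes. The like numbers therefore do not mean that the same genes were found.

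The paper states that E2Fs and RBR bind specifically at the promoter of MYB3R4. Here both MYB3R4 and MYB3R3 had a peak in each of the 7 libraries, with an RBR fold enrichment in replicate 1 of 1.69 at MYB3R4 and 1.68 at MYB3R3. In replicate 2 it was 4.52 at MYB3R4 and 5.21 at MYB3R3. For the E2Fs, the values of replicate 1 were higher at MYB3R4, at 2.29 against 1.38 for E2FA, 1.91 against 1.48 for E2FB and 1.89 against 1.39 for E2FC. In replicate 2 they were also higher at MYB3R4, at 4.25 against 3.55 for E2FA and 5.87 against 4.80 for E2FB.

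The paper names LEC2 and ABI3 as direct targets of E2Fs and RBR. Here no RBR library had a peak within 1000 bp of the TSS of either gene. LEC2 (AT1G28300) had a peak of E2FA in replicate 1, with a fold enrichment of 1.41, and a peak of E2FC, with 1.60. ABI3 (AT3G24650) had a peak only in replicate 1 of E2FA, with 1.62.

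The legend of Supplementary Fig. 13c names CDKB1;2 as the gene with the MSA element. The sequence drawn there, GAACCGTTGA, was found at CDKB2;2, from -92 to -83 bp relative to the TSS, and not at CDKB1;2.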

Other observations

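The tests on peaks without the consensus, on sites of RBR, E2FA or E2FB taken singly, on the top ranks of the 3 E2Fs taken by themselves, on CpG-rich sequence in the RBR lists and on other forms of the backward pattern, the recovery of RBR genes by rank, and the overlap of top-ranked genes with genes upregulated in e2fabc, were chosen only after the results were seen, and the test on CpG-rich sequence over all 7 lists was added after those of the backward pattern were seen. Biological explanations were tested below only as sites of the tagged proteins, since the design gives no condition other than the tagged protein.

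Few replicate 1 peaks passed a fold enrichment of 3, although the paper applies this threshold. A candidate explanation is that the values are averages over broad peaks that lower the fold enrichment but keep the order of the peaks. Of the 1836 top-ranked E2FC genes of replicate 1, 836 were in the paper's E2FC list, where 119 would be by chance, which is 47.2% of the 1772 listed genes that could have been found. For RBR, 893 of the 3257 top-ranked genes were in the paper's categories for RBR, against 379 by chance, which is 28.1% of those that could have been found. In replicate 2, where the values refer to summits, the number was 926, against 425 by chance, and the share 28.7%. Recovery above chance is expected from any signal shared with the paper's lists, whether or not averaging lowered the fold enrichment. Averaging over broad peaks and weaker enrichment in the replicate 1 libraries therefore cannot be told apart, because replicate and peak format go together and the reads were not analysed here. The peak boundaries in the rows of Supplementary Data 2 held here matched those of neither replicate. The paper's lists may therefore rest on peaks other than those in the deposited lists.

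In the lists as called, most peaks were shared by the 4 proteins. Among the 2000 peaks of highest fold enrichment in each list, between 8.75% (E2FC) and 8.85% overlapped a peak of each other protein. Between 13.9% (E2FA) and 46.9% (E2FC) of these 2000 overlapped none. Background enrichment common to all libraries is not excluded as the cause, because promoters without a peak were not compared. Peaks found in all 4 lists held the consensus TTSSCGSS more often than their flanks, with a lowest ratio of 1.75 (E2FA). The pattern SSCGSSTT, which keeps the CG step, had a highest ratio of 1.60 in these peaks (RBR, against 1.80 for the consensus). The share was between 3.62 and 3.98% in these peaks. It was lower in peaks of a single list for E2FA (1.86%, two-sided Fisher's exact test, p = 3.75e-04), E2FC (1.41%, p = 1.32e-06) and RBR (1.18%, p = 2.54e-11), but higher for E2FB (6.49%, p = 0.00296), and all 4 p-values stayed under 0.05 after Benjamini-Hochberg adjustment, with a largest adjusted value of 0.00296. At least 96.0% of the peaks found in all 4 lists held no consensus around the midpoint. For these too, shared binding and background enrichment common to all libraries cannot be told apart, because none of the 7 libraries comes from plants without a tagged protein.

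The lists of different proteins overlapped within replicate 1, by 69.7 to 90.2% over 6 pairs. Sites that belong to 1 protein would return in the second library of that protein. Among peaks found in a single replicate 1 list, this was the case for 1 of the 3 proteins that could be tested. Of the 1292 peaks of E2FA alone, 4.72% recurred in the E2FA list of replicate 2 (95% interval 3.63 to 6.02), 8.51% in the E2FB list (7.05 to 10.2) and 11.9% in the RBR list (10.2 to 13.8). These shares rise with the part of the genome that each list covers, 12.0, 14.5 and 18.6%. Those of all E2FA peaks do too, at 60.5, 64.3 and 69.5%, so the order alone does not decide. The 4.72% is below the 12.0% covered by the E2FA list, which argues against sites of E2FA alone as the source of most of these peaks. Of the 478 peaks of E2FB alone, 58.8% recurred in the E2FB list (54.2 to 63.2) and 61.1% in the RBR list (56.6 to 65.5). For these, sites of E2FB alone and sites of several proteins cannot be told apart, because the intervals overlap and the RBR list covers more of the genome. Of the 2199 peaks of RBR alone, 71.6% recurred in the RBR list (95% interval 69.6 to 73.5), 49.4% in the E2FB list and 42.5% in the E2FA list, which is consistent with some sites that belong to RBR alone. Here too the RBR list of replicate 2 covers more of the genome, 18.6% against 14.5 and 12.0%, and for all RBR peaks the recurrence was 80.8, 73.0 and 68.6%. A difference between the replicates in peak calling stays open, since replicate and peak format go together.

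The consensus was more frequent in peaks than in their flanks. Sites concentrated in the peaks ranked highest would raise its share in the top 2000 peaks of each list. The share was 8.95% against 2.50% in the rest for E2FA (odds ratio 3.84, two-sided Fisher's exact test, p = 4.04e-42), 15.4 against 2.39% for E2FB (odds ratio 7.42, p = 6.61e-125) and 11.4 against 2.74% for E2FC (odds ratio 4.57, p = 2.11e-62). For RBR it was 3.10 against 2.72% (odds ratio 1.14, p = 0.320, exact test), which argues against this for all 4 lists. For the 3 E2Fs, with a lowest odds ratio of 3.84, the values are consistent with it. That the RBR list differs from those of the E2Fs was not tested. The 5 RBR peaks of highest fold enrichment held no consensus in the 200 bp around the midpoint.

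Base composition as the cause common to all lists is argued against in replicate 1, where TTSSCGSS read backwards, which holds the same bases, had a highest ratio to flanks of 0.989. With TTTSSCGC the backward ratios were 0.910 for E2FA, 1.30 for E2FB, 0.931 for E2FC and 1.44 for RBR, against 1.77, 2.19, 2.17 and 1.69 forward. With WTTSSCSS they were 0.975, 1.23, 0.910 and 1.31, against 1.13, 1.34, 1.19 and 1.31. For RBR in this last form, binding at the consensus and base composition cannot be told apart, because both directions were enriched to a like degree. In replicate 2 the backward pattern had ratios of 1.59 for E2FA, 1.37 for E2FB and 1.36 for RBR around the midpoints, against 3.00, 2.18 and 1.61 for the consensus, so composition may contribute there. CpG-rich sequence of promoters was tested with the pattern SSCGSSTT, which keeps the CG step. In 6 of the 7 lists it was enriched less than the lower 95% bound of the consensus, which argues against CpG-rich sequence as the whole cause in these lists. Its ratio was above 1 in each of the 7 lists, so CpG-rich sequence may contribute. For E2FA, E2FB and E2FC it was 1.06, 1.33 and 1.20 in replicate 1. In replicate 2 it was 1.97 for E2FA and 1.62 for E2FB, against 3.00 and 2.18 for the consensus. In the RBR lists the ratios of SSCGSSTT were 1.38 in replicate 1 and 1.47 in replicate 2, against 1.40 and 1.61 for the consensus. In replicate 1 of RBR, binding at the consensus and CpG-rich sequence cannot be told apart, because both patterns were enriched to a like degree.

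Target genes were compared with the 1766 genes that Supplementary Data 4 lists as upregulated in e2fabc, of which 1629 were among the 27279 genes assigned a peak. The headings of Fig. 3b in these data look swapped. The lists used here as upregulated and downregulated hold 1766 and 647 genes, the numbers that the paper gives for each direction. The RNA samples behind the lists were not analysed here. Of the 529 E2FA genes, 97 were upregulated against 31.6 by chance (odds ratio 3.70, one-sided Fisher's exact test, p = 2.31e-23). For E2FB 27 of 77 were upregulated (p = 1.75e-14), for E2FC 25 of 75 (p = 6.09e-13) and for RBR 0 of 10 (p = 1), by the same exact test. After Benjamini-Hochberg adjustment over the 4 proteins, the largest of the p-values of the 3 E2Fs was 8.12e-13. Among genes listed as downregulated there were 14 E2FA genes (p = 0.171), and 1 gene each for E2FB (p = 0.787), E2FC (p = 0.778) and RBR (p = 0.182, exact tests). With a minimum fold enrichment of 2, 611 of 6736 RBR genes were upregulated against 402 by chance (p = 1.55e-32), and among as many top-ranked RBR genes as the paper lists, 311 were (p = 5.56e-18). With a minimum fold enrichment of 3, the 10 RBR genes are too few to test, because 0.597 upregulated genes would be found by chance. The RBR genes of these settings also included more downregulated genes than expected, 158 with a minimum fold enrichment of 2 (p = 0.00948) and 91 among the top-ranked genes (p = 4.84e-04, exact tests). In replicate 2 this excess was absent, with 318 downregulated RBR genes against 317 by chance, while 1232 RBR genes were upregulated against 1028 by chance.

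CDKB1;1 (AT3G54180, chromosome 3, 20059671 to 20061488) had a peak over its TSS in each of the 7 libraries, with a fold enrichment in replicate 1 of 2.30 for E2FA, 2.25 for E2FB, 2.30 for E2FC and 1.83 for RBR. None of these peaks held the consensus TTSSCGSS. Of the 17 genes in Supplementary Table 1, 15 had a replicate 1 peak of E2FA and 13 each one of E2FB, E2FC and RBR. Of all protein-coding genes, 75.7% had an E2FA peak within 1000 bp of the TSS, 71.9% an E2FB, 57.0% an E2FC and 74.8% an RBR peak. These counts alone are therefore no evidence of targeting. KNOLLE (AT1G08560) had a peak in each of the 7 libraries. In replicate 1 its peak midpoints were at -1032 bp from the TSS for E2FA, -902 bp for E2FB and -1057 bp for RBR.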
